# Maternal dietary antioxidant supplementation regulates weaned piglets’ adipose tissue transcriptome and morphology

**DOI:** 10.1371/journal.pone.0310399

**Published:** 2024-09-12

**Authors:** Hernán D. Laviano, Gerardo Gómez, Yolanda Núñez, Juan M. García-Casco, Rita M. Benítez, Ana de las Heras-Molina, Fernando Gómez, Fernando Sánchez-Esquiliche, Beatriz Martínez-Fernández, Antonio González-Bulnes, Ana I. Rey, Clemente J. López-Bote, María Muñoz, Cristina Óvilo

## Abstract

Antioxidant supplementation in critical periods may be useful for improvement of piglet early viability and development. We have evaluated the effects of maternal perinatal diet inclusion of a high vitamin E level (VE, 100 mg all-rac-α-tocopheryl acetate /kg), hydroxytyrosol (HT, 1.5 mg/kg), or their combination (VEHT), in comparison to a control diet (C, 30 mg all-rac-α-tocopheryl acetate /kg), on the offspring homeostasis and metabolism, analysing the weaned piglets’ adipose tissue transcriptome and adipocyte morphology. Diets were provided to pregnant Iberian sows (n = 48, 12 per treatment) from gestation day 85 to weaning (28 days postpartum) and 48 piglets (n = 12 per treatment) were sampled 5 days postweaning for dorsal subcutaneous adipose tissue analyses. RNA obtained from 6 animals for each diet was used for paired-end RNA sequencing. Results show that supplementation of sows’ diet with either vitamin E or hydroxytyrosol had substantial effects on weaned piglet adipose transcriptome, with 664 and 587 genes being differentially expressed, in comparison to C, respectively (q-value<0.10, Fold Change>1.5). Genes upregulated in C were mainly involved in inflammatory and immune response, as well as oxidative stress, and relevant canonical pathways and upstream regulators involved in these processes were predicted as activated, such as TNF, IFNB or NFKB. Vitamin E, when supplemented alone at high dose, activated lipid biosynthesis functions, pathways and regulators, this finding being accompanied by increased adipocyte size. Results suggest an improved metabolic and antioxidant status of adipose tissue in animals born from sows supplemented with individual antioxidants, while the combined supplementation barely affected gene expression, with VEHT showing a prooxidant/proinflamatory functional profile similar to C animals. Different hypothesis are proposed to explain this unexpected result. Findings allow a deeper understanding of the processes taking place in adipose tissue of genetically fat animals and the role of antioxidants in the regulation of fat cells function.

## Introduction

The perinatal period is a critical phase in the development of all mammal species and any alteration in homeostasis may affect early survival and have long lasting consequences on health and metabolism [1]. In this stage there is an unbalance in the redox potential that has been described in several species including pigs [2]. Foetal weight gain and organ maturation mainly occurs at the end of pregnancy, and the severe metabolic burden during this stage may eventually lead to sows’ systemic oxidative stress. Thus, large amounts of free radicals are produced during the birth process, when the antioxidant system of newborn piglets is weak, unable to remove excessive free radicals in time, resulting in aggravated oxidative stress [3].

Furthermore, intrauterine growth retardation (IUGR) exacerbates oxidative stress in the fetus and contributes to postnatal maladaptation of the newborn [4]. Thus, problems related to perinatal oxidative stress have been the focus of studies in hyperprolific sows with high incidence of IUGR [5], in which an increased systemic oxidative stress during late gestation and lactation has been reported.

The Iberian pig is a rustic and scarcely selected breed characterised by limited productive and reproductive efficiency and a high trend for fat deposition. Actually, this pig breed has been suggested as animal model for nutrition-associated diseases due to their susceptibility to central obesity, irregularities in insulin-glucose regulation, dyslipidemia, and high blood pressure, all indicative of metabolic syndrome [6]. This adipogenic nature has been related to the adaptation to harsh local environmental conditions by development of a thrifty, leptin resistant genotype [7]. In spite of their low prolificacy, incidence of IUGR is relevant in Iberian pigs because of maternal metabolic features and limited uterine size [8] and because of a trend for implementing maternal feed restriction along gestation for avoiding fattening and lowering production costs [9]. Thus, oxidative stress may have a major impact on early development in Iberian pigs.

Nutrition can be used as a tool to improve pig performance and health, balance litter heterogeneity-related problems, or increase animal welfare. In particular, antioxidant supplementation in critical reproductive periods may improve the offspring’s viability and development, especially in the case of IUGR [10]. A number of antioxidants, such as vitamins, minerals, probiotics and plant derived bioactive compounds (mainly fibers and plant-derived polyphenols, such as hydroxytyrosol) have been shown to alleviate oxidative stress in sows in late pregnancy and lactation stages [2], and in some cases are associated with an improvement of survival rates and birth weight [11]. In previous studies, we demonstrated perinatal antioxidant supplementation of sows had positive effects on colostrum and milk composition and stability [12], gut health [13] and early development (birth weight and body measurements) and oxidative stability of piglets at weaning [14], without significant effects on sows’ performance.

Adipose tissue in pig, with liver and muscle, are the main regulators of lipid metabolism [15]. Besides, adipose tissue acts as a major endocrine organ, producing adipocytokines and hormones involved in the maintenance of metabolic homeostasis [16]. In white adipose tissue of obese animals, there is an increased mitochondrial oxidative stress, increased generation of reactive oxygen species (ROS) and decreased antioxidant activity, coupled with alterations in adipokines required for insulin sensitivity. The oxidizing environment in adipocytes of obese individuals negatively impact the endocrine and metabolic function of fat cells, potentially altering energy balance and general homeostasis [17]. Specifically in Iberian pigs, a previous work has shown alterations in adipose tissue homeostasis, with signs of oxidative stress and development of low-grade inflammation, being developed in young animals [18].

Nutrigenomics aims to explore the biological mechanisms underlying specific feeding strategies [19] by analysing the influence of diet constituents on gene expression and tissue metabolism. In line with the explained background, it can be hypothesized that provision of enriched levels of antioxidants in the diet during specific periods of development could improve oxidative stability, lipid metabolism and homeostasis of adipose tissue, especially in genetically obese individuals. Besides, evaluation of the nutrigenomics effects of these dietary ingredients could help in understanding their role in modulating relevant molecular processes and biological functions. Thus, the objective of this work has been to evaluate the functional effects of different antioxidants (hydroxytyrosol, vitamin E and their combination), applied to Iberian sows’ diets during critical periods of development (the last third of gestation and lactation), on the adipose tissue transcriptome, cellularity and metabolic status of the offspring after weaning.

## Material and methods

### Ethics statement

All experimental procedures complied with the regulations of the Spanish Policy for Protection of Animals employed in Research and other scientific purposes (RD53/2013), which meets the European Union Directive 2010/63 /UE for the care and use of animals in research. The INIA Committee of Ethics in Animal Research approved the experimental procedures (report ORCEEA 2019–10).

### Animals and samples

The experiment was carried out at the animal facilities of *El Dehesón del Encinar* (Oropesa, Toledo, Spain). Forty eight pregnant Iberian sows (half primiparous and half multiparous with 4–5 parity) (107.2 ± 29.8 kg) were used that received a standard grain-based diet (g/kg: 888 dry matter, 124.6 crude protein, 29.9 fat, 49.3 fiber, 62.1 ash; and 3050 kcal/kg metabolizable energy) until gestation day 85. Then, sows were weighted and allotted to four homogeneous experimental groups (n = 12, with equal distribution of primiparous and multiparous) and started receiving four different experimental diets supplemented with different levels of added antioxidants (vitamin E or hydroxytyrosol) as follows:

- Control group (C): 30 mg of all-rac-α-tocopheryl acetate (Rovimix E-50, DSM)/kg feed. This dose was used to reach the minimum dietary vitamin E level recommended by the National Research Council (NRC) for sows [20].
- Vitamin E group (VE): 100 mg of all-rac-α-tocopheryl acetate/kg. This dose was chosen after taking into account the effective antioxidant effect observed in a previous study [21].
- Hydroxytyrosol group (HT): 30 mg all-rac-α-tocopheryl acetate/kg and 1.5 mg hydroxytyrosol/kg. Hydroxytyrosol dose was selected according to previous works in Iberian pigs showing a positive effect of this level of inclusion on sows’ diet on fetal antioxidant status and on piglet juvenile development [11, 22].
- Combined group (VEHT): 100 mg/kg of all-rac-α-tocopheryl acetate/kg and 1.5 mg hydroxytyrosol/kg feed.

Composition of experimental diets is shown in S1 Table. The experimental period extended from day 85 of gestation until weaning at day 28 of lactation. Feed was provided to fulfill daily maintenance requirements according to the NRC [20] and water was provided ad libitum. The α-tocopheryl acetate used in the diets was purchased from DSM Nutritional Products (Alcalá de Henares, Madrid, Spain) and the hydroxytyrosol extract (Olea europaea L. dry extract, N20130102) was obtained from Natac (Alcorcón, Madrid, Spain). Sows were group-housed till one week before farrowing, when they were moved to individual farrowing crates. Additional details on the experiment are reported in [12]. Five days post-weaning (at 33 days old), one male piglet per litter was selected (those with body weight close to the mean value of the litter) and euthanized (n = 12 per dietary treatment) by stunning and exsanguination in compliance with RD53/2013 standard procedures. Subcutaneous adipose tissue at the level of the last rib was sampled for gene expression and histological analyses. Piglet was considered the experimental unit in all analyses.

### Transcriptome sequencing

For the RNA-Seq study, samples of 24 animals were used (6 animals of each diet group, randomly selected). Total RNA was isolated from 50–100-mg samples of subcutaneous dorsal fat using the RiboPureTM RNA isolation kit (Ambion, Austin, TX, USA), following the manufacturer’s recommendations. The RNA was quantified using a NanoDrop device (NanoDrop Technologies, Wilmington, DE, USA), and the RNA quality was assessed with an Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNA integrity numbers (RIN coefficient) had mean value of 7.8±0.4. Sequencing was performed in an external service (Macrogen). Libraries were prepared by using the TruSeq mRNA-Seq sample preparation kit (Illumina Inc., San Diego, CA, USA) according to the manufacturer’s protocol. Each library was paired-end sequenced (2 × 150bp) by using TruSeq SBS Kit v3-HS in a HiSeq2000 platform (Illumina, Inc.).

### RNA-Seq data analyses

The quality of raw sequences was assessed with FastQC [23]. Sequencing data was trimmed with TrimGalore (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with default settings to remove the sequencing adaptors and poly A and T tails, keeping only paired-end reads where both pairs were longer than 40 bp. Filtered reads were mapped against the pig reference genome (Sscrofa11.1) using HISAT [24].

Raw counts for the genes and transcripts were obtained with HTSeq-counts [25] and after, statistical analyses of differential expression were carried out using DESeq2 R package [26], setting a FDR adjusted q-value ≤ 0.10 and Fold Change (FC) ≥ 1.5. A relaxed FDR threshold was applied (10% of false positives are expected), considering the exploratory nature of the analyses, in order to retain information that could have been lost with a more restrictive approach. DESeq2 software analyses expression differences under an inverse binomial distribution assumption, presuming that the majority of genes are not differentially expressed. It calculates normalization factors based on the medians of observed count ratios. In the present study the model included the diet effect in two ways:

1.- Factorial analysis: all experimental groups were analyzed together with a factorial model, including the effects of vitamin E and hydroxytyrosol levels, as well as the interaction effect of both antioxidants.
2.-Pair-wise transcriptome comparisons: each pair of experimental groups were included and analyzed with a model including the diet effect (six transcriptome comparisons were made).

Genes with non-detected expression for ≥75% of samples were removed (≥9 samples with 0 counts).

The Database for Annotation, Visualization and Integrated Discovery (DAVID) tool [27] was used for the functional annotation of the differentially expressed genes (DEGs). DAVID was employed to explore the enrichment of biological functions and metabolic and signalling pathways in each set of DEGs, by analysing separately the genes upregulated in each one of the compared experimental groups. Besides, functional interpretation of the differential expression findings was performed with the Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Qiagen, CA, United States) for the identification of activated and inhibited canonical pathways and potential regulators for the two main comparisons performed (C vs VE and C vs HT), as well as for the construction of functional networks. Functional analyses on IPA software were run with default settings, excepting that: “mammals” were only selected in the Species section, “cell lines” were excluded in the Tissues &cell lines section; and “interaction + causal networks” were selected in the Networks section.

Raw sequencing data files as well as processed gene expression data have been deposited in GEO database under accession number GSE249774.

### Validation by qPCR

RNA obtained from the same 24 animals used in the RNA-Seq study was employed to perform the technical validation of differential expression results by qPCR. Design of amplification primers for each gene was done using Primer Select Software (DNASTAR, Wisconsin, USA) from available ENSEMBL sequences, covering different exons to assure the amplification of the cDNA. The specific primer details are shown in S2 Table. Retrotranscription was carried out with SuperScript III (Invitrogen, Life Technologies, Paisley, UK) and random hexamers in a total volume of 20 μl containing 1 μg of total RNA, following the supplier´s instructions.

Validation was carried out for eight genes (*GPX1*, *SCD*, *JAZF1*, *NR4A3*, *LEP*, *CASP1*, *PON3 and TLR2*), using *eEF2* and *TBP* as housekeeping genes. Selection of genes for validation was done by including DE genes with a range of FC values in the different transcriptome comparisons. Besides, three out of the selected genes were chosen because of their relevant role in adipose tissue biology in Iberian pigs and antioxidant response (*SCD*, *LEP* and *GPX1*). The selection of the two most stable endogenous genes for data normalization was done by evaluating *GAPDH*, *ACTB*, *TBP*, *18S*, *PPIA*, *eEF2* and *B2M* with the Genorm software [28]. Transcripts quantification was performed using SYBR green mix (Roche, Basel, Switzerland) in a LightCycler 480 II (Roche). The method proposed by Steibel [29], was employed for the statistical analysis of qPCR gene expression data, following the procedure explained in previous works [18]. Pearson correlations between the expression values obtained from RNA-Seq data (counts) and the normalized gene expression data obtained by qPCR were used for assessing the technical validation. The p-values < 0.05 were considered statistically significant.

### Histological analyses

Adipose tissue samples were fixed in 10% neutral buffered formalin and embedded in paraffin, cut at 4 μm and stained with hematoxylin and eosin for examination. The measurement of the diameter of 30 adipocytes per sample was performed and averaged. These measurements were made with the Image J^™^ software (U.S. National Institutes of Health, Bethesda, MD, USA), on photomicrographs taken with a Leica ICC50W^™^ camera coupled to a Leica DM1000^™^ microscope (Leica, Mannheim, Germany). The influence of maternal diet on piglet’s adipocyte diameter was analyzed with a linear model fitting the diet group as fixed-effect, using the MIXED procedure of SAS 9.4 (SAS Institute Inc., Cary, NC, USA) as well as evaluating the global effects of vitamin E (30 vs 100mg/kg) and hydroxytyrosol (0 vs 1.5mg/kg) supplementation. The results were considered to be significant at p-value < 0.05 and tendency was considered for p-value<0.10.

## Results

### Differential expression and functional interpretation

RNA-Seq was used to profile the adipose tissue transcriptome of 24 Iberian piglets, in order to study the effect of sows’ diets supplemented with different antioxidant agents. 

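Subcutaneous dorsal fat of 24 piglets was compared, 6 per maternal diet, each piglet a separate animal of a separate litter. The feed of the sows was given 30 mg of α-tocopheryl acetate per kg in C and HT and 100 mg in VE and VEHT, and hydroxytyrosol at 1.5 mg per kg in HT and VEHT. The paper's analysis of the feeds found 70.5 mg of vitamin E per kg in C, 65.4 in HT, 103.6 in VE and 114.1 in VEHT, so the diets differed less than the added doses. Polyadenylated RNA was sequenced in pairs on an Illumina instrument. The authors trimmed the reads with TrimGalore, mapped them to Sscrofa11.1 with HISAT and counted them per Ensembl gene with HTSeq-count, and the deposited table holds these raw counts. Gene counts per library ran from 36614639 to 57119619 in C (median 44751430.5), from 47536268 to 61919211 in VE (median 50838938), from 42725609 to 52494141 in HT (median 45656492.5) and from 40616467 to 54803982 in VEHT (median 47953549). The counts were tested here with the quasi-likelihood F test of edgeR after TMM normalization, at the authors' thresholds of q ≤ 0.10 and a fold change of 1.5 and with their filter on genes without counts, each pair of diets on its own 12 libraries and the factorial model on all 24. DESeq2, the tool of the authors, and limma voom with sample weights were run beside it, and the number of genes called depended on this choice. Names were given to 14901 of 25880 identifiers, coordinates are those of the RefSeq annotation of Sscrofa11.1, log2 fold changes stand with their standard error and refer to the first diet named over the other, and counts scaled to the library total (CPM) stand with the standard deviation over 6 piglets.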

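Counts over all entries of the deposited table, including reads left without a gene, had a mean of 61283000 per library over the 24 piglets. The VE libraries were the deepest, from 60628885 to 77617943, against 47745165 to 71712427 in C, 53203301 to 65598405 in HT and 53446569 to 67178229 in VEHT. Between 8.31% and 16.5% of these fragments fell outside annotated genes, 1.48% to 2.74% were ambiguous between genes, and 1.59% to 2.45% were not aligned.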

An average of 64 million sequence reads were obtained for each sample, and were assembled and mapped to the annotated Sscrofa11.1 genome. All samples successfully passed the quality control, with 96% of the reads mapped to the porcine reference sequence. 

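Between 16298 and 17271 genes had at least 1 count in a library (mean 16779), and between 14065 and 15041 had at least 10 counts (mean 14562). The 10 genes with the most counts took 8.91% to 23.1% of the gene counts of a library, the highest share in C piglet G025. Size factors by TMM ran from 0.807 to 1.16.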

An average of 14,300 genes out of the 22,452 annotated genes were expressed in the studied samples. 

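The main axis between the 24 transcriptomes followed the content of immune transcripts. The first principal component of 17602 genes held 35.7% of the variance and correlated with the mean of 16 macrophage markers (r = 0.911). With the opposite sign it correlated with the mean of 9 adipocyte markers (r = -0.668) and with that of the skeletal muscle markers (r = -0.63). C piglets G041 and G047 and VEHT piglet G141 stood apart, with macrophage marker means of 8.82, 8.50 and 8.78 log2 CPM against 3.21 to 6.41 in the other 21 piglets. Their T cell, plasma cell and chemokine genes stood apart as well, while their adipocyte marker means were 6.59, 7.11 and 6.78 against 7.90 to 10.0 elsewhere. The second component held 19% and correlated with the mean of 11 skeletal muscle markers (r = 0.703). Group means of the first component were 37.7 ± 112 in C, -18 ± 43.9 in VE, -28.8 ± 36.5 in HT and 9.1 ± 82.4 in VEHT, so the spread within C and VEHT exceeded the distance between diets.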

A figure illustrating Principal Component Analysis of the 24 samples according to transcriptome data is available as S1 Fig.

Differential gene expression analysis from transcriptome data was done by applying different models:

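Fitted with edgeR, the factorial model called no gene for either antioxidant across the levels of the other. It called 0 of 17602 genes for vitamin E and 0 for hydroxytyrosol, with 691 and 1095 genes at an unadjusted p under 0.05. DESeq2 called 9 and 5 genes, and limma voom with sample weights 2 and 0. Leaving out VEHT piglet G141 gave 1 gene for vitamin E with edgeR.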

When a factorial model was applied, including both the vitamin E and the hydroxytyrosol effects and the interaction effect, only 4 genes were influenced by the vitamin E level and 1 was affected by hydroxytyrosol level (q<0.10 and FC ≥ 1.5). 

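SLC30A2, a zinc exporter of the cell membrane and vesicles (ENSSSCG00000026386, chromosome 6, 83478761 to 83484876), read 0.35 ± 0.235 CPM in C, 2.87 ± 2.37 in VE, 0.929 ± 0.721 in HT and 6.21 ± 6.13 in VEHT. Its vitamin E effect, the mean of VE and VEHT over the mean of C and HT, was a log2 fold change of 2.88 ± 0.605 (edgeR, q = 0.728; DESeq2, q = 0.00168). MDFI, an inhibitor of myogenic transcription factors (ENSSSCG00000001620, chromosome 7, 36829060 to 36846995), read 3.01 ± 0.571 CPM in C, 5.18 ± 1.4 in VE, 2.34 ± 0.466 in HT and 3.74 ± 1.41 in VEHT, an effect of 0.73 ± 0.17 (edgeR, q = 0.999; DESeq2, q = 0.0433). The zinc exporter kept its effect without G041, G047 and G141, at 3.11.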

DEGs influenced by vitamin E were *SLC30A2*, *MDFI*, *and SNORD123*, upregulated in the adipose tissue of piglets born to sows supplemented with 100 mg of all-rac-α-tocopheryl acetate/kg (VE and VEHT groups)*; and C17orf98*, upregulated in those born to sows receiving the basal vitamin E level (C and HT groups). 

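SERPINB11, a member of the serine protease inhibitors of clade B (ENSSSCG00000022337, chromosome 1, 158015714 to 158030833), read 1.69 ± 1.05 CPM in C, 3.48 ± 2.48 in VE, 0.427 ± 0.214 in HT and 1.18 ± 0.432 in VEHT. The hydroxytyrosol effect, HT and VEHT over C and VE, was a log2 fold change of -1.77 ± 0.396 and did not pass in edgeR (q = 0.787), while DESeq2 gave q = 0.0123. Without the 3 libraries rich in immune transcripts it was -1.92.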

*SERPINB11* was the only DEG affected by hydroxytyrosol level after the application of a factorial model, being upregulated in animals born to mothers non-supplemented with hydroxytyrosol (C and VE groups). In contrast to the scarce effects of the two supplementations applied, the interaction vitamin E * hydroxytyrosol effect was significant for 932 genes, included in S3 Table (q<0.10). 

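The interaction reached many immune genes: markers of plasma cells, macrophages and dendritic cells, chemokines and genes of antigen presentation read lower with either antioxidant alone than in C and in the combination. edgeR called 696 genes at q ≤ 0.10, 648 of them with a positive interaction, and DESeq2 called 1255. CCL22, a chemokine for T helper cells (ENSSSCG00000002821, chromosome 6, 19296726 to 19301506), had an interaction of 14.43 ± 2.78 log2 units (q = 0.0362), XDH, the xanthine dehydrogenase that also makes superoxide, 14.63 ± 3.13 (q = 0.0362), JCHAIN, which joins secreted antibodies, 10.76 ± 2.08 (q = 0.0362), LYZ, the lysozyme of macrophages and neutrophils, 7.10 ± 1.6 (q = 0.038) and FLT3, a receptor of dendritic cell precursors, 6.94 ± 1.54 (q = 0.038). Over all genes all 6 plasma cell markers, 8 of 9 dendritic cell markers, 8 of 16 macrophage markers, 9 of 14 antigen presentation genes, 10 of 20 chemokines, 9 of 16 chemokine receptors and 8 of 13 genes of the superoxide-generating NADPH oxidase list, which also holds XDH, had a positive interaction, and 6, 8, 16, 14, 17, 12 and 12 passed adjusted over the list alone. None of these lists passed camera with its correlation between genes estimated (adjusted p = 0.633 or above with an estimated correlation). Genes with the opposite sign numbered 48, among them FASN, the fatty acid synthase (-2.62 ± 0.805, q = 0.0957), ACACA, its acetyl-CoA carboxylase (-1.21 ± 0.354, q = 0.0815), PCYT2, an enzyme of phosphatidylethanolamine synthesis (ENSSSCG00000039650, chromosome 12, 1084416 to 1091031; -0.87 ± 0.216, q = 0.0522), RNF180, a ubiquitin ligase (-1.72 ± 0.433, q = 0.0532), EN2, a homeobox factor (-6.42 ± 1.56, q = 0.0482), and the positional genes HOXA10 (-8.41 ± 2.52, q = 0.0874) and HOXC10, the latter without a count in any VEHT piglet. IL23R, the receptor of interleukin 23 (ENSSSCG00000003801, chromosome 6, 145337765 to 145401909), was at 0 in all HT piglets and read 3.89 ± 6.2 CPM in C and 2.56 ± 5.61 in VEHT. The 2 genes with the smallest adjusted p, ENSSSCG00000032582 and ENSSSCG00000037141, have no name. Nor have the 2 with the largest interaction, ENSSSCG00000039664 at 18.86 and ENSSSCG00000032700 at 18.6. Each of these 2 was at 0 in all 6 VE libraries and in 4 of 6 HT libraries. EN2 was near the floor, at 0.0559 CPM in VE and 0.0567 in HT. It read 0.00406 in C and 0.00412 in VEHT, each with 5 of 6 libraries at 0. DESeq2 gave no adjusted p for EN2 or HOXC10. The count was 0 without VEHT piglet G141, 144 without C piglet G041, 147 without C piglet G047 and 1095 without C piglet G206, ran from 187 to 435 without any of VE piglets G077, G085, G091, G127 and G220 and HT piglets G008, G012, G066, G121 and G189, and was 0 without the 3 libraries rich in immune transcripts and 0 with limma voom. Leaving out these 3 brought the median interaction of the positive genes from 5.12 (median standard error 1.37) to 0.848 (0.791), with 604 of the 629 still tested on the same side, while that of the 48 negative genes went from -1.98 (0.533) to -1.67 (0.541), all on the same side with an unadjusted p under 0.05, and CCL22 was at 6.30. The negative genes were called on libraries that mostly remain in this fit, so their kept fold is no further test of them. HOXA10 stayed at -7.63 without the 3 and ran from -9.40 to -1.25 when single libraries were left out, with 5 of 6 HT libraries at 0. With the skeletal muscle marker mean as a covariate 0 genes were called at a smallest q of 0.124, with 2592 genes at an unadjusted p under 0.05 against 2608.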

Two main types of interactions were observed. 

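Among the 696 interaction genes called by edgeR, the effect of vitamin E took opposite signs without and with hydroxytyrosol in 696, and the effect of hydroxytyrosol took opposite signs without and with the high vitamin E dose in 695. Both vitamin E effects had an unadjusted p under 0.05 in 480 of them. The pattern lower in VE and HT than in C and VEHT held for 648 genes and its reverse for 47.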

In first place 83 qualitative interactions were detected, in which the effect of one antioxidant was reversed when the other antioxidant was added. We also observed a high number of quantitative interactions (n = 590), for which the magnitude or significance of the effects varied depending on the supplementation with only one or both antioxidants. Most of these quantitative interactions meant that the effect on gene expression was only observed with statistical significance after the individual supplementation of one of the two evaluated antioxidants.

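Vitamin E given alone moved 658 of the 696 interaction genes at an unadjusted p under 0.05 and hydroxytyrosol given alone 657. Vitamin E added to hydroxytyrosol moved 518 and hydroxytyrosol added to vitamin E 519, and all 4 effects were under 0.05 in 357 genes. These p values come from a fit of all 24 libraries and from genes chosen for their interaction on the same libraries, so their share is not a further test.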

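A response limited to the antioxidants given alone, with neither effect of the addition of the other under an unadjusted p of 0.05, held for 48 of the 696 interaction genes. The paper judges such responses by its own tests of significance. An unadjusted cut counts more effects of the addition than an adjusted one, so this number is not comparable with the paper's statement.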

Due to the complexity of interpretation of interaction effects, six different pair-wise transcriptome contrasts were also performed among the four experimental groups. Comparisons made and number of DEGs detected in each of them is shown in Fig 1. The lists of DEGs corresponding to each contrast are available in S4 Table (q<0.10 and FC ≥ 1.5).

**Fig 1:**
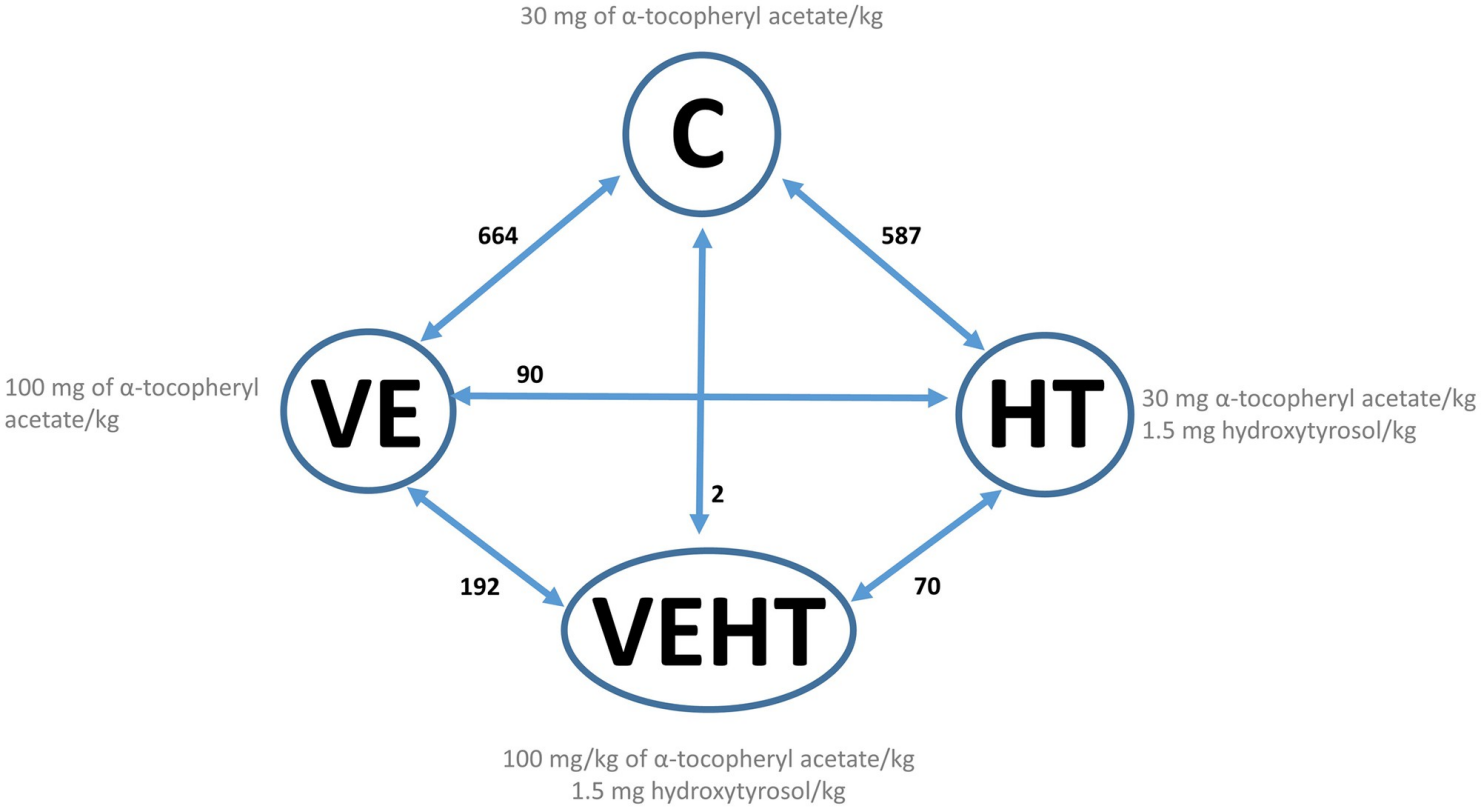
Transcriptome comparisons and differential expression. Numbers beside each arrow indicate the number of DEGs in each comparison (q<0.10 and FC ≥ 1.5).

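The quasi-likelihood test of edgeR called 0 genes in each of the 6 pairs of diets, and limma voom with sample weights called 0 as well. Unadjusted p values under 0.05 ranked the pairs, with 2195 genes for C vs HT (of 17468 tested), 2123 for C vs VE (of 17532), 1657 for VE vs HT, 1584 for VE vs VEHT, 1378 for HT vs VEHT and 369 for C vs VEHT. The smallest q was 0.113 in C vs VE, 0.335 in C vs HT, 0.49 in VE vs HT, 0.44 in VE vs VEHT, 0.583 in HT vs VEHT and 1 in C vs VEHT. edgeR called 1 gene in C vs VE without C piglet G041 and 1 without VE piglet G077.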

The diets that exhibited the most significant impact on adipose tissue transcriptome were those supplemented with vitamin E, followed by hydroxytyrosol supplemented ones (both supplemented individually), when compared to the control group. Both showed similar number of DEGs (664 and 587, respectively). In contrast, a more limited number of DEGs were observed when comparing these two treatments to each other (VE vs HT; n = 90 DEGs), and negligible results were found for the comparison of the combined treatment (VEHT) vs the control group (2 DEGs). 

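With DESeq2 the comparisons of C with VE and with HT gave 878 and 740 genes at the paper's thresholds. Without C piglets G041 and G047 the DESeq2 counts were 153 and 63, with 4 in place of 6 C libraries left. Of the 153, 72 were higher in C and 81 in VE, and of the 63, 56 were higher in C and 7 in HT.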

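DESeq2 called 104 genes in VE vs HT, 68 higher in VE and 36 higher in HT, and 1 gene, SLC30A2, in C vs VEHT. Both of these counts were 0 with edgeR. Leaving out G041, G047 and G141 raised the DESeq2 count of C vs VEHT to 36, with 20 genes higher in C and 16 higher in VEHT.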

When we analyzed the effect of hydroxytyrosol supplementation under a high level of vitamin E (VE vs VEHT), and the effect of vitamin E in diets supplemented with hydroxytyrosol (HT vs VEHT), 192 and 70 DEGs were found, respectively. 

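In DESeq2 the VE vs VEHT comparison gave 255 genes, 204 of them higher in VEHT, and HT vs VEHT gave 119, 111 of them higher in VEHT. Leaving out VEHT piglet G141 left 85 genes in VE vs VEHT, 41 higher in VE and 44 higher in VEHT, and 0 in HT vs VEHT, with 5 VEHT libraries.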

Volcano plots corresponding to the six transcriptome comparisons are included in Fig 2.

**Fig 2:**
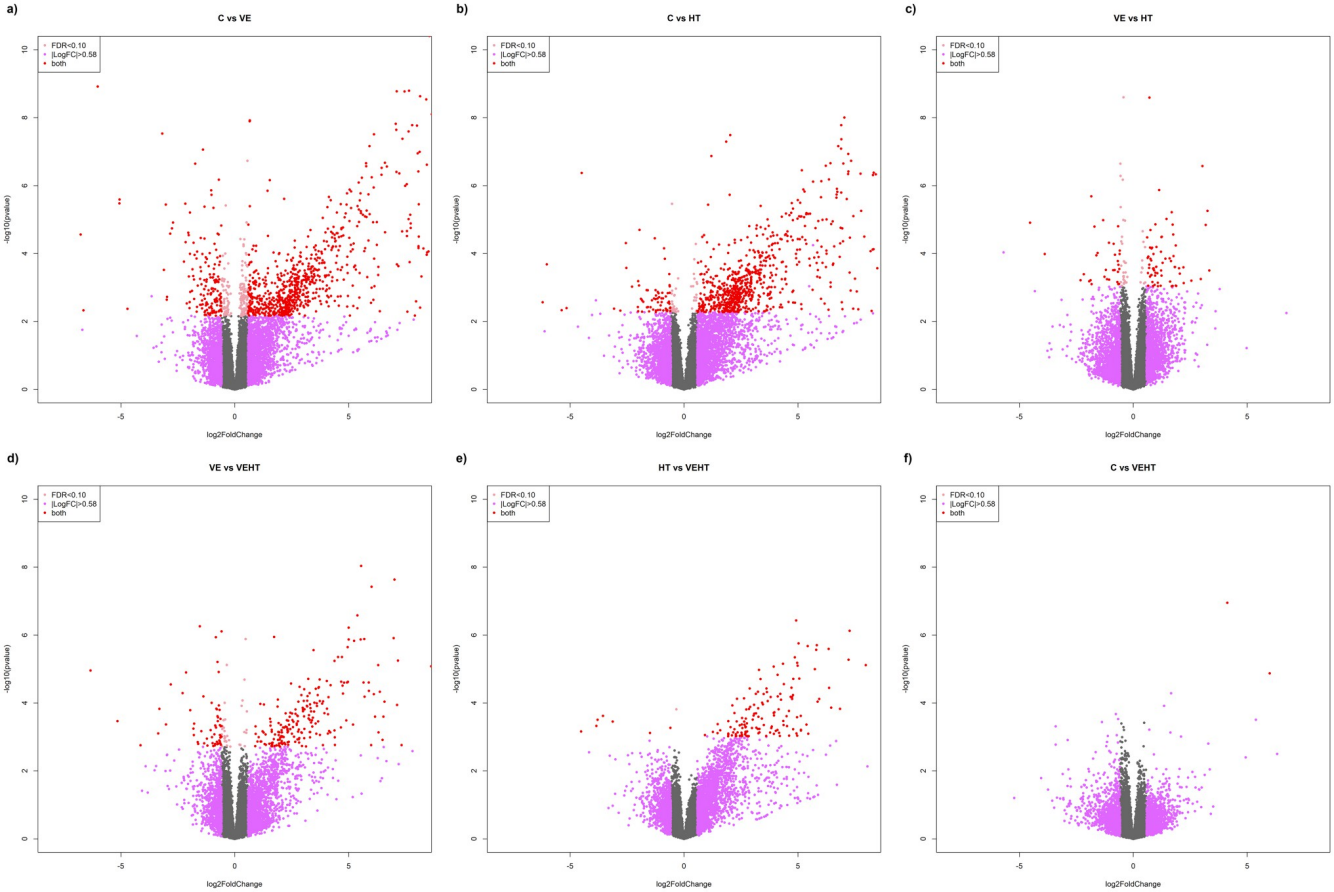
Volcano plots corresponding to the six transcriptome comparisons performed among experimental groups (q<0.10 and FC ≥ 1.5). Plots show fold-change and p-value for each gene in the different comparisons. Differentially expressed genes are depicted as red dots.

#### Transcriptome comparison VE vs C

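Of the 664 genes the paper lists for C vs VE, all 664 had the same sign and an unadjusted p under 0.05 with edgeR, at a median q of 0.31. DESeq2 called 878 genes here, 713 higher in C and 165 higher in VE, and 651 of the listed genes were among them. The list was drawn by the study from these same libraries and is no independent evidence, and 68 of its genes were called by DESeq2 without C piglets G041 and G047. Of the 153 genes called in that fit, 72 were higher in C and 81 higher in VE. edgeR called 0 genes, with 2123 at an unadjusted p under 0.05.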

Vitamin E, when supplemented alone, induced the change of expression of 664 genes, with 527 DEGs genes being upregulated in C and 137 in VE (S4 Table). 

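HPS5, a subunit of the complex that builds lysosome-related organelles (ENSSSCG00000037358, chromosome 2, 40906785 to 40938847), read 1505 ± 2320 CPM in C, 3.08 ± 3.41 in VE, 12.1 ± 23.6 in HT and 1037 ± 2380 in VEHT. Its log2 fold change of C over VE was 8.92 ± 2.16 (edgeR, q = 0.31; DESeq2, q = 7.41e-08), with 4 of 6 C piglets above every VE piglet and 2.54 without G041 and G047. JAKMIP2, which binds Janus kinases and microtubules (ENSSSCG00000014420, chromosome 2, 148864445 to 149045921), read 0.0135 ± 0.0106 CPM in C, 0.919 ± 0.58 in VE, 0.227 ± 0.24 in HT and 0.585 ± 1.19 in VEHT. All 6 VE piglets stood above every C piglet, the log2 fold change was -5.80 ± 0.814 (edgeR, q = 0.113; DESeq2, q = 1.02e-06) and it stayed at -6.10 without G041 and G047.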

The genes with the highest fold change values within each group were *HPS5* (489x), upregulated in C, and *JAKMIP2* (64x), upregulated in VE.

Functional enrichment analysis results are shown in S5 Table. 

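Chemokines, their receptors, inflammatory cytokines and the markers of macrophages, T cells and plasma cells read higher in C than in VE. Of 19 chemokines measured, 14 were higher in C adjusted over the list alone (0 over all genes; DESeq2, 11), with a median log2 fold change of 2.65. CXCL8, which attracts neutrophils, gave 6.09 ± 1.54 (adjusted over the list alone, 0.0199), CCL22 7.33 ± 1.89 and CCL17, which attracts T helper cells, 8.32 ± 2.39. Chemokine receptors passed in 10 of 16 (median 2.79) and inflammatory cytokines in 9 of 15 (median 2.02). Plasma cell markers passed in 6 of 6, with JCHAIN at 5.91 ± 1.53 and MZB1, an antibody folding factor, at 5.56 ± 1.52, T cell markers in 15 of 17, with the costimulator CD28 at 4.19 ± 1.18, and macrophage markers in 8 of 16, with LYZ at 4.29 ± 1.3 and the scavenger receptor MARCO at 4.38 ± 1.36. Camera with a preset correlation gave adjusted p of 0.000164 for chemokines, 0.000411 for their receptors, 0.0356 for cytokines, 0.00111 for plasma cells, 5.51e-06 for T cells and 0.000893 for macrophages, and the adjusted p was 0.651, 0.652, 0.689, 0.633, 0.644 and 0.715 with an estimated correlation. The macrophage marker mean was 6.07 ± 2.08 log2 CPM in C and 4.95 ± 1.01 in VE (n = 6 per diet; exact permutation test, 2-sided, p = 0.284). Without C piglets G041 and G047 the log2 fold change was 0.98 for CXCL8, -1.33 for CCL17, 0.41 for JCHAIN, 1.21 for CD28 and -0.17 for LYZ, and the difference of the list mean went from 1.73 to 0.155 for chemokines and from 1.12 to -0.173 for macrophages.

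**Figure D1:**
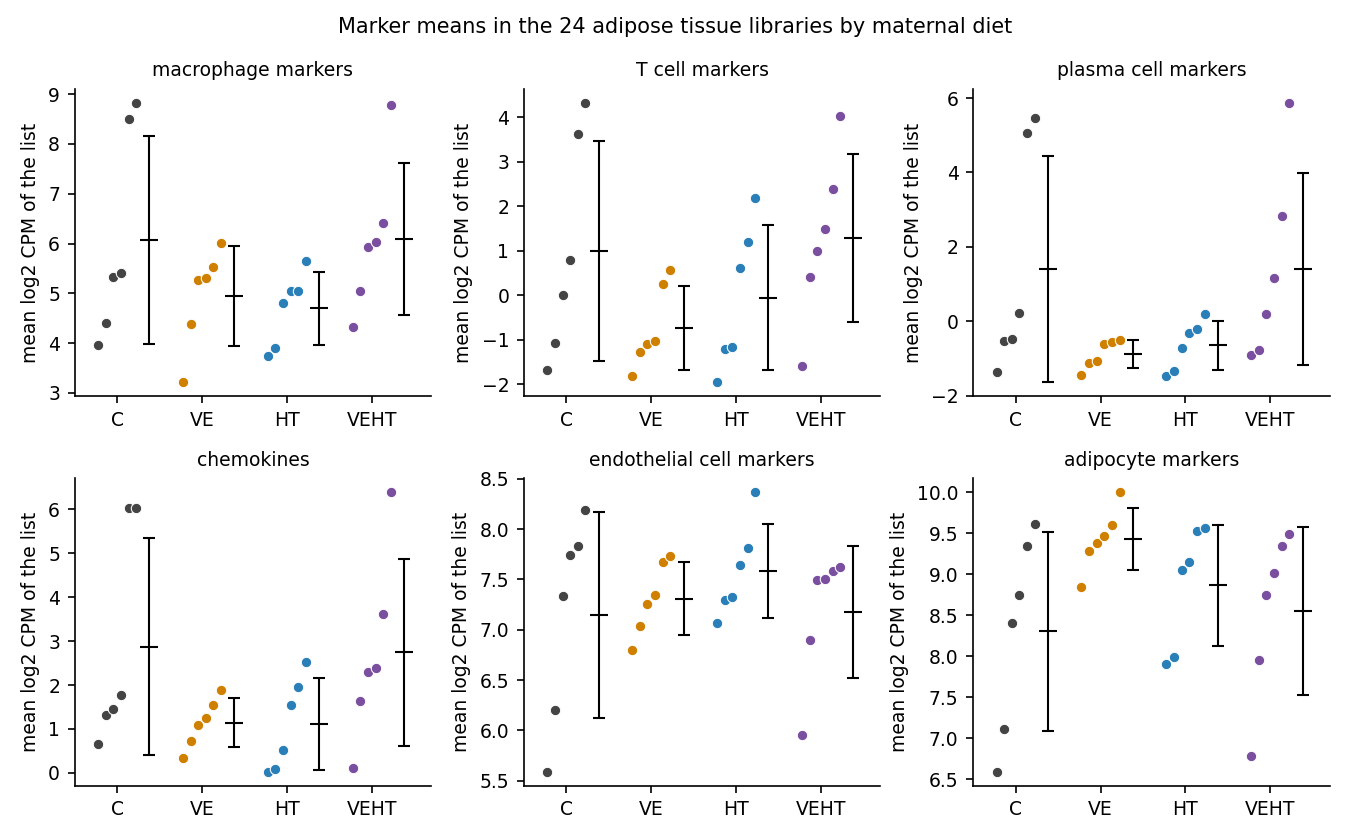
Marker means per library by maternal diet for macrophages, T cells, plasma cells, chemokines, endothelial cells and adipocytes, in log2 CPM. Each dot is 1 piglet, the bars give the mean and standard deviation of 6.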

Genes upregulated in C group were involved in *inflammatory response* (p_adj_ = 1.6x10^-21^) and *immune response* (p_adj_ = 1.4x10^-19^), *cytokine interactions* (p_adj_ = 1.6x10^-18^), *chemokine signalling* (p_adj_ = 1.3x10^-13^) and many other biological processes related to the development of inflammation. Also, processes related to generation of oxygen free radicals and oxidative stress were enriched in C group, such as *positive regulation of superoxide anion generation* (p_adj_ = 4.4x10^-3^). 

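All 13 measured genes of the superoxide-generating NADPH oxidase list read higher in C than in VE, with a median log2 fold change of 1.72. When adjusted over the list alone, 6 passed, against 0 over all genes and 4 with DESeq2. XDH gave 7.71 ± 2.19, the catalytic subunit GP91-PHOX 4.67 ± 1.59, the cytosolic activator NCF1 4.37 ± 1.34 and the GTPase RAC2 2.41 ± 0.915. Camera gave an adjusted p of 0.00417 with a preset correlation, and the adjusted p was 0.644 with an estimated correlation. With G041 and G047 left out XDH was at 0.54 and NCF1 at -0.39, and the difference of the list mean went from 1.16 to 0.0601.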

Genes upregulated in VE were mainly involved in *immunity* (p_adj_ = 1.1x10^-2^) and *metabolic pathways* (p_adj_ = 9.5x10^-3^), with *lipid metabolism* and *lipid biosynthetic processes* being significantly enriched (p_adj_ = 1.6x10^-2^ and 2.7x10^-2^, respectively). 

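Fatty acid synthesis genes read higher in VE than in C. Of 19 measured, 9 were higher in VE adjusted over the list alone (0 over all genes; DESeq2, 8) and the median log2 fold change was -0.77. The malic enzyme ME1, a source of NADPH, gave -1.34 ± 0.308, and THRSP, an inducer of lipogenesis, -2.03 ± 0.499, each with all 6 VE piglets above every C piglet. Camera gave an adjusted p of 3.46e-07 with a preset correlation, and the adjusted p was 0.633 with an estimated correlation. The mean of the list was 7.19 ± 0.3 log2 CPM in VE and 6.37 ± 0.227 in C (n = 6 per diet), a difference of 0.821 with p = 0.00216, the smallest that the exact permutation test, 2-sided, can give with 6 and 6 libraries (adjusted p = 0.312 over the 312 marker mean tests). In the 10 libraries other than G041 and G047 ME1 was at -1.02, THRSP at -1.58 and the difference of the means 0.733 (exact permutation test, p = 0.00476). The adipocyte marker mean was also higher in VE, by 1.13 (exact permutation test, p = 0.0498) and by 0.403 without these libraries, and with it subtracted the difference was -0.307 (exact permutation test, p = 0.569) and 0.33 without them (exact permutation test, p = 0.419). Lipolysis, fatty acid uptake and triacylglycerol genes differed less, by 0.0889, 0.134 and 0.274 without these libraries, so whether a higher share of adipocytes accounts for it stays open.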

Interestingly, the term *immunity* was enriched in both the C and the VE groups. 

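Collagens and other matrix genes read lower in C than in VE in 22 of 27 members, with a median log2 fold change of -0.64. In tests adjusted over the list alone 7 were higher in VE and 2 higher in C (0 over all genes; DESeq2, 4 and 2). MGP, a matrix inhibitor of calcification, gave -0.83 ± 0.238, COL15A1, a basement membrane collagen, -1.19 ± 0.372 and COL1A2, a chain of fibrillar collagen I, -1.06 ± 0.391 (adjusted over the list alone, 0.0974). Camera gave 6.14e-07 with a preset correlation and an adjusted p of 0.633 with an estimated correlation. The difference of the list mean was -0.576 over all libraries and -0.605 without G041 and G047.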

Enrichment of this term in C was associated to differential expression of 41 genes (q value = 5x10^-19^), mainly including genes coding for proinflammatory molecules, while enrichment of this same *immunity* term in VE was associated to differential expression of ten genes (q value = 0.01), which were mostly genes coding for collagens.

Canonical pathways were predicted as activated or inhibited as a consequence of the differential expression by using IPA software. Results are included in S6 Table and a summary of the most interesting results for the comparison between C and VE groups are shown in Table 1. 

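Signalling genes of innate immunity and antigen presentation read higher in C than in VE. Adjusted over the list alone 12 of 17 NF-kB pathway genes were higher in C (median log2 fold change 1.01), 3 of 16 Toll-like receptors and adaptors (median 1.00), 7 of 10 inflammasome genes, all 14 antigen presentation genes (median 2.11), 8 of 9 dendritic cell markers (median 2.87) and 2 of 16 complement genes, and none passed over all genes. DESeq2 called 5, 3, 3, 11, 7 and 4 of them. FLT3, the receptor of dendritic cell precursors, gave 4.41 ± 1.1 with all 6 C piglets above every VE piglet, SLA-DOA, which steers peptide loading, 2.56 ± 0.771 and SLA-DMA, of the same pathway, 2.31 ± 0.702. Camera gave adjusted p of 1.21e-05, 0.00417, 0.0682, 1.8e-07, 0.00018 and 0.0609 with a preset correlation, and the adjusted p was 0.633 or above with an estimated correlation for every list. Leaving out G041 and G047 brought the difference of the list mean from 1.24 to 0.327 for antigen presentation, from 1.84 to 0.362 for dendritic cells and from 0.622 to 0.0891 for NF-kB genes, turned it from 0.699 to -0.232 for the inflammasome, from 0.669 to -0.0999 for Toll-like receptors and from 0.484 to -0.103 for complement, and brought FLT3 to 1.76, SLA-DOA to 0.51 and SLA-DMA to 0.27.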

Results agree with the functional enrichment findings, with many different canonical pathways involved in immune and inflammatory responses being predicted as activated in C group. 

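Genes of inducible nitric oxide signalling read higher in C than in VE in 15 of 16 members, with a median log2 fold change of 0.89. None passed adjusted over the list alone or over all genes, with 7 at an unadjusted p under 0.05 and 2 called by DESeq2. IRF1, which drives the inducible synthase, gave 1.87 ± 0.661 (adjusted over the list alone, 0.104). Camera gave 0.000763 with a preset correlation and an adjusted p of 0.633 with an estimated correlation. The difference of the list mean was 0.668 over all libraries and 0.0827 without G041 and G047, and IRF1 was then at 0.21.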

Besides, two key pathways related to oxidative stress were activated in the C group: *Production of Nitric Oxide and Reactive Oxygen Species* (p_adj_ = 1x10^-10^) and *iNOS Signaling* (p_adj_ = 4x10^-7^).

**Table 1:** Most relevant canonical pathways detected as activated or inhibited in the contrast C vs VE.

Canonical Pathways	p-value	z score	Molecules
**Activated in VE**			
*Antioxidant Action of Vitamin C*	4.5x10^-7^	-3.464	*CSF2*,*CSF2RB*,*IKBKE*,*NFKB2*,*NFKBIE*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLA2G7*,*PLCB2*,*PLCG2*,*RELB*,*SLC23A1*,*SLC2A5*,*TNF*
*LXR/RXR Activation*	1x10^-8^	-2.496	*ACACA*,*C3*,*CD14*,*IL18RAP*,*IL1A*,*IL1RL2*,*LPL*,*LYZ*,*NFKB2*,*NGFR*,*PON3*,*PTGS2*,*RBP4*,*RELB*,*S100A8*,*SCD*,*SREBF1*,*TNF*
*PPAR Signaling*	0.0001	-1.897	*IKBKE*,*IL18RAP*,*IL1A*,*IL1RL2*,*MRAS*,*NFKB2*,*NFKBIE*,*NGFR*,*PTGS2*,*RELB*,*TNF*
*Erythropoietin Signaling*	3.8x10^-9^	-1.528	*CD40LG*,*CSF2*,*CSF2RB*,*CXCL8*,*IFNG*,*IL1A*,*LEP*,*LTA*,*MRAS*,*NFKB2*,*NFKBIE*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PRKCB*,*RAC2*,*RELB*,*TGFB1*,*TNF*,*TNFSF13B*,*TNFSF14*,*TNFSF15*
*PTEN Signaling*	1.7x10^-7^	-1.508	*CBL*,*IGF1R*,*IGF2R*,*IKBKE*,*INPP5F*,*ITGAL*,*ITGAM*,*ITGB2*,*ITGB7*,*MRAS*,*NFKB2*,*NGFR*,*NTRK1*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*RAC2*,*RELB*
*PPARα/RXRα Activation*	0.0030	-1.000	*ADCY8*,*IKBKE*,*IL18RAP*,*IL1RL2*,*LPL*,*MRAS*,*NFKB2*,*NFKBIE*,*PLCB2*,*PLCG2*,*PRKCB*,*RELB*,*TGFB1*
*Triacylglycerol Biosynthesis*	0.0128	-1.000	*ASPG*,*DGAT2*,*ELOVL6*,*LPCAT2*,*PLPP2*
**Activated in C**			
*Phagosome Formation*	4x10^-15^	6.971	*ADGRE3*,*ADGRG5*,*ADORA3*,*BDKRB1*,*C3*,*C5AR1*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCR8*,*CCRL2*,*CD14*,*CLEC7A*,*CNR2*,*CXCR6*,*DIAPH1*,*FCGR1A*,*FFAR2*,*FFAR4*,*FGR*,*GABBR2*,*GPR160*,*GPR171*,*GPR174*,*GPR18*,*GPR35*,*GPR82*,*HCK*,*HRH2*,*ITGAL*,*ITGAM*,*ITGB2*,*ITGB7*,*LCK*,*MARCO*,*MRAS*,*MRC1*,*P2RY10*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLA2G7*,*PLCG2*,*PRKCB*,*PTAFR*,*RAC2*,*RASGRP1*,*SYK*,*TLR2*,*TLR8*,*VAV3*,*XCR1*
*FAK Signaling*	1x10^-10^	5.986	*ADGRE3*,*ADGRG5*,*ADORA3*,*BDKRB1*,*C5AR1*,*CAPN8*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCR8*,*CCRL2*,*CD3D*,*CD3E*,*CD3G*,*CNR2*,*COL1A2*,*COL3A1*,*COL5A3*,*CSF2RB*,*CXCR6*,*ECM2*,*ETS2*,*FFAR2*,*FFAR4*,*GABBR2*,*GPR160*,*GPR171*,*GPR174*,*GPR18*,*GPR35*,*GPR82*,*HRH2*,*IFNAR1*,*IGF1R*,*IL10RA*,*IL12RB1*,*IL18RAP*,*IL1RL2*,*IL21R*,*IL22RA2*,*IL7R*,*ITGAL*,*ITGAM*,*ITGB2*,*ITGB7*,*LCK*,*LEF1*,*MRAS*,*NFKB2*,*P2RY10*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PTAFR*,*SH2D2A*,*SOCS3*,*SP1*,*TCF7*,*TGFB1*,*TRDC*,*XCR1*
*CREB Signaling*	6x10^-10^	5.308	*ADCY8*,*ADGRE3*,*ADGRG5*,*ADORA3*,*BDKRB1*,*C5AR1*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCR8*,*CCRL2*,*CNR2*,*CREB3L3*,*CXCR6*,*FFAR2*,*FFAR4*,*GABBR2*,*GPR160*,*GPR171*,*GPR174*,*GPR18*,*GPR35*,*GPR82*,*GRIA2*,*HRH2*,*IGF1R*,*IGF2R*,*MRAS*,*NGFR*,*NTRK1*,*P2RY10*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCB2*,*PLCG2*,*PRKCB*,*PTAFR*,*RPS6KA1*,*TGFB1*,*XCR1*
*T Cell Receptor Signaling*	5x10^-8^	4.218	*B2M*,*CARD11*,*CBL*,*CD28*,*CD3D*,*CD3E*,*CD3G*,*CD4*,*CD80*,*CD8B*,*CSF2*,*DUSP5*,*FYB1*,*HLA-DRA*,*ICAM1*,*ICOS*,*IFNG*,*IKBKE*,*ITGAL*,*ITGB2*, *LCK*,*LCP2*, *LEF1*,*MRAS*,*NFKB2*,*NFKBIE*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PTPN22*,*PTPN7*,*PTPRC*,*RASGRP1*,*RELB*,*SKAP1*,*TCF7*,*TNF*,*TRDC*,*VAV3*,*ZAP70*
*Natural Killer Cell Signaling*	1x10^-15^	4.131	*B2M*,*CD226*,*CD244*,*CD48*,*COL1A2*,*COL3A1*,*COL5A3*,*IFNG*,*IL12RB1*,*IL18RAP*,*ITGAL*,*JAK3*,*KLRC4-KLRK1/KLRK1*,*LAIR1*,*LCK*,*LCP2*, *MAP3K8*, *MRAS*,*NCR1*,*NFKB2*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*RAC2*,*RELB*,*SH2D1A*,*STAT4*,*SYK*,*ULBP1*,*VAV3*,*ZAP70*
*TREM1 Signaling*	2x10^-10^	3.873	*CASP1*,*CD40*,*CIITA*,*CSF2*,*CXCL8*,*ICAM1*,*NFKB2*,*NLRC3*,*NLRP12*,*NLRP3*,*PLCG2*,*RELB*,*TLR2*,*TLR8*,*TNF*,*TREM1*
*Th1 Pathway*	2x10^-20^	3.674	*CCR5*,*CD274*,*CD28*,*CD3D*,*CD3E*,*CD3G*,*CD4*,*CD40*,*CD40LG*,*CD80*,*CXCR3*,*HAVCR2*,*HLA-DRA*,*ICAM1*,*ICOS*, *IFNAR1*,*IFNG*,*IL10RA*, *IL12RB1*, *IL27*,*IRF1*,*ITGB2*,*JAK3*,*LTA*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*RUNX3*,*SOCS3*,*STAT4*
*p38 MAPK Signaling*	2x10^-5^	3.464	*CREB3L3*,*IL18RAP*,*IL1A*,*IL1RL2*,*IRAK2*,*IRAK3*,*MAP4K1*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*RPS6KA1*,*TGFB1*,*TNF*
*PI3K Signaling*	7x10^-12^	3.411	*ATF3*,*BLK*,*C3*,*CBL*,*CD180*,*CD19*,*CD40*,*CD79A*,*DAPP1*,*IKBKE*,*MRAS*,*NFKB2*,*NFKBIE*,*PIK3AP1*,*PIK3CD*,*PIK3R1*,*PLCB2*,*PLCG2*,*PRKCB*,*PTPRC*,*RELB*,*SYK*,*VAV3*
*Production of Nitric Oxide and ROS*	1x10^-10^	3.411	*IFNG*,*IKBKE*,*IRF1*,*IRF8*,*JAK3*,*LYZ*,*MAP3K8*,*NCF1*,*NFKB2*,*NFKBIE*,*NGFR*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PRKCB*,*RAC2*,*RBP4*,*RELB*,*RHOH*,*RND1*,*RND2*,*S100A8*,*TLR2*,*TNF*
*IL-8 Signaling*	9x10^-8^	3.300	*CXCL8*,*HBEGF*,*ICAM1*,*IKBKE*,*IRAK2*,*IRAK3*,*ITGAM*,*ITGB2*,*MRAS*,*NCF1*,*NFKBIE*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCB2*,*PRKCB*,*PTGS2*,*RAC2*,*RHOH*,*RND1*,*RND2*,*VASP*
*NF-κB Signaling*	0.0002	3.272	*CARD11*,*CD3D*,*CD3E*,*CD3G*,*CD40*,*CD40LG*,*IGF1R*,*IGF2R*,*IL1A*,*IRAK3*,*LCK*,*LTA*,*MAP3K8*,*MRAS*,*NFKB2*,*NFKBIE*,*NGFR*,*NTRK1*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PRKCB*,*RELB*,*TLR2*,*TLR8*,*TNF*,*TNFRSF17*,*TNFSF13B*,*TRDC*,*ZAP70*
*Insulin Secretion Signaling*	0.0089	3.207	*ADCY8*,*CREB3L3*,*FGR*,*HCK*,*JAK3*,*LCK*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCB2*,*PLCG2*,*PRKCB*,*SLC2A5*,*STAT4*,*STX1B*
*iNOS Signaling*	4x10^-7^	2.828	*CD14*,*IFNG*,*IKBKE*,*IRAK2*,*IRAK3*,*IRF1*,*JAK3*,*NFKB2*,*NFKBIE*,*RELB*
*ERK/MAPK Signaling*	2x10^-6^	2.000	*CREB3L3*,*DUSP2*,*ESR1*,*ETS2*,*ITGAL*,*ITGAM*,*ITGB2*,*ITGB7*,*KSR1*,*MRAS*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLCG2*,*PRKCB*,*RAC2*,*RPS6KA1*

Positive z scores indicate activation in C, negative ones indicate activation in VE. C: 30 mg of α-tocopheryl acetate/kg feed; VE: 100 mg of α-tocopheryl acetate/kg.

On the contrary, in the VE group, most activated canonical pathway was *Antioxidant action of vitamin C* (p_adj_ = 4x10^-7^), followed by several ones involved in lipid metabolic processes, such as *LXR*, *RXR*, *PPAR signalling* or *triacylglycerol synthesis pathways*, as well as *erythropoietin signalling* and *PTEN signalling*. 

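Triacylglycerol synthesis and storage, lipolysis, fatty acid uptake, cholesterol synthesis and adipocyte markers all read higher in VE than in C at the median. When adjusted over the list alone, 2 of 16 triacylglycerol genes were higher in VE (median log2 fold change -0.40), 1 of 9 lipolysis genes (-0.31), 1 of 11 fatty acid uptake genes (-0.25), 2 of 22 cholesterol synthesis genes (-0.17), 2 of 9 adipocyte markers (-0.65) and 2 of 22 antioxidant enzymes (-0.19), and none over all genes. DGAT2, the last enzyme of triacylglycerol synthesis, gave -1.34 ± 0.284, CIDEC, which fuses lipid droplets, -1.42 ± 0.484, LSS, the lanosterol synthase, -0.90 ± 0.205, PON3, a lactonase that protects lipoproteins from oxidation, -1.98 ± 0.433 and GPX8, a peroxidase of the endoplasmic reticulum, -0.69 ± 0.185. Camera with a preset correlation gave adjusted p of 0.000115, 0.0148, 0.0119, 0.0105, 5.81e-05 and 0.0121 in the same order, and the adjusted p was 0.633, 0.644, 0.633, 0.737, 0.633 and 0.633 with an estimated correlation. Erythroid genes (5 measured) did not pass, with a median of -0.59. The differences of C from VE in the list means shrank without G041 and G047, from -0.76 to -0.274 for triacylglycerol genes, from -0.569 to -0.0889 for lipolysis, from -0.544 to -0.134 for fatty acid uptake and from -1.13 to -0.403 for adipocyte markers, while cholesterol synthesis went from -0.258 to -0.56 and antioxidant enzymes from -0.283 to -0.312. DGAT2 was then at -1.09, CIDEC at -1.03, LSS at -1.02, PON3 at -1.59 and GPX8 at -0.57.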

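SCD, the desaturase that makes oleic acid (ENSSSCG00000010554, chromosome 14, 111461560 to 111478033), read 99.9 ± 61.1 CPM in C, 916 ± 806 in VE, 128 ± 160 in HT and 132 ± 143 in VEHT. Its log2 fold change of C over VE was -3.20 ± 0.633 (edgeR, adjusted over the list alone, 0.00495; over all genes, 0.31; DESeq2, 2.63e-05), with 5 of 6 VE piglets above every C piglet. Leaving out single libraries gave -3.58 to -2.62, and leaving out G041 and G047 -3.07.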

A functional network was predicted by IPA involving the DEGs related to lipid biosynthetic processes and is shown in Fig 3, where *SCD* gene has a central role.

**Fig 3:**
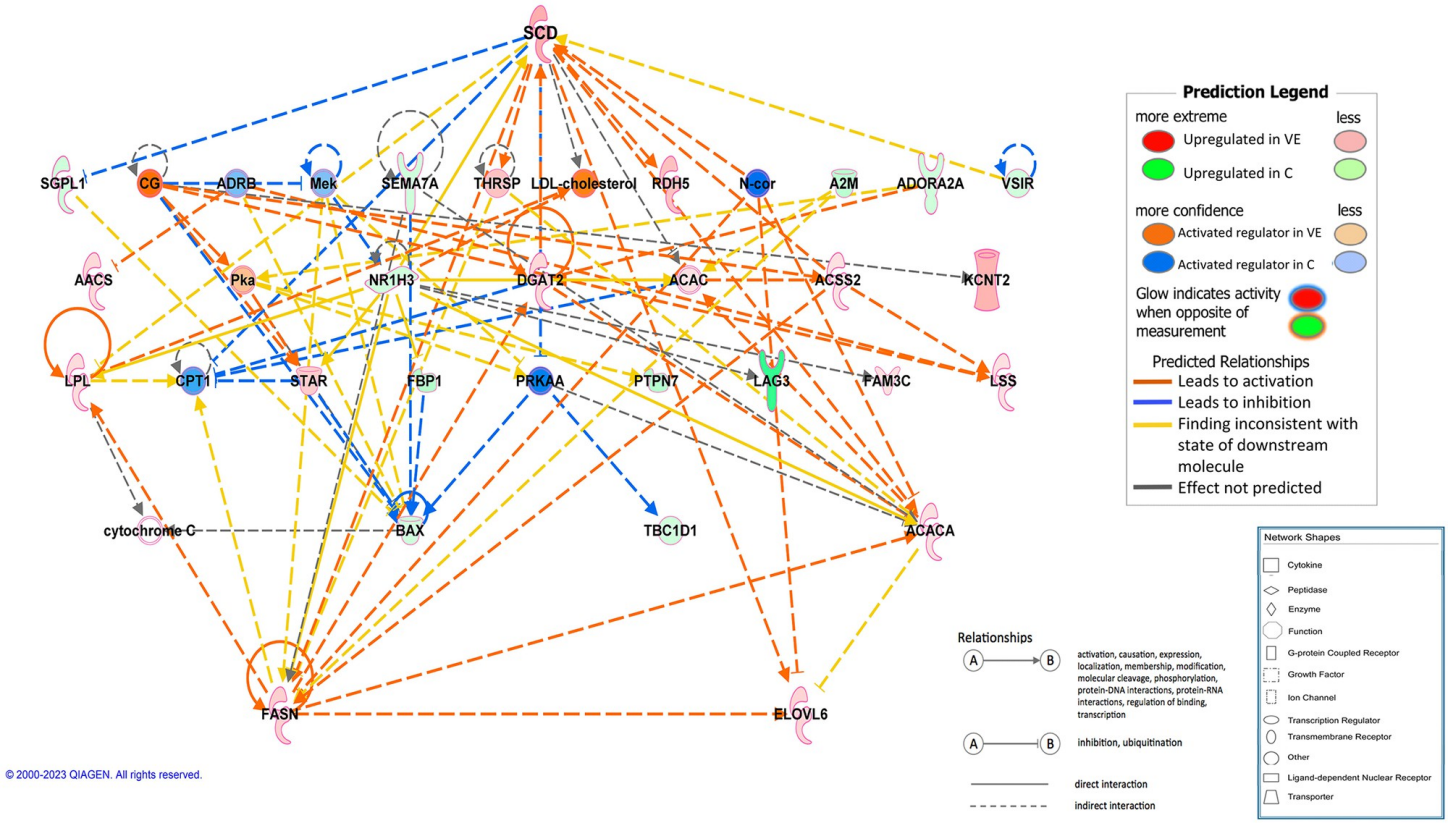
Functional gene network predicted by IPA and involving genes related to lipid sinthesis and metabolism, upregulated in VE group in comparison to C group. Orange nodes indicate molecules upregulated in VE. Green nodes indicate molecules upregulated in C.

#### Transcriptome comparison HT vs C

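Of the 587 genes listed by the paper for C vs HT, all 587 kept their sign and an unadjusted p under 0.05 with edgeR, at a median q of 0.335. DESeq2 called 740 genes, 676 higher in C and 64 higher in HT, with 523 of the listed genes among them, and without C piglets G041 and G047 it called 24 of the listed genes. The list stems from the same 12 libraries and is not independent of them. No gene passed with edgeR, where 2195 had an unadjusted p under 0.05.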

Hydroxytyrosol individual supplementation led to differential expression of 587 genes, 531 being upregulated in the C group and 56 being upregulated in HT (S4 Table). Genes with the highest FC values were those with increased expression in C, such as *CCL1* (634x) or *CCL22* (314x). 

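CCL1, a chemokine made by activated T cells (ENSSSCG00000017720, chromosome 12, 40728014 to 40731411), read 4.11 ± 6.99 CPM in C, with 3 of 6 piglets at 0, 0.00625 in HT, with 4 of 6 at 0, 0.748 ± 1.45 in VEHT and 0 in all 6 VE piglets. The log2 fold change of C over HT was 8.77 ± 2.33 (edgeR, q = 0.335; DESeq2, q = 0.0338). CCL22 gave 8.23 ± 2.04 (q = 0.335; DESeq2, q = 0.0003), from 22.3 ± 34.5 CPM in C, 0.136 ± 0.11 in VE, 0.0708 ± 0.121 in HT and 10.2 ± 20.2 in VEHT. With G041 and G047 left out CCL1 was at 0.49 and CCL22 at 2.37.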

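SBK2, a kinase expressed in heart and skeletal muscle (ENSSSCG00000033532, without coordinates in the annotation used), read 0.56 ± 1.03 CPM in C, 4.83 ± 7.08 in VE, 37 ± 57.3 in HT and 36.6 ± 58.8 in VEHT. Its log2 fold change of C over HT was -6.02 ± 2.04 (edgeR, q = 0.335; DESeq2, q = 0.0176), between -7.91 and -5.10 when single libraries were left out. Over the 24 piglets it followed the mean of 11 skeletal muscle markers (r = 0.85, rho = 0.904, permutation p = 1e-05, the smallest the permutations can give; r = 0.845 without the 2 libraries farthest out; q = 1.5e-05 over 3 relations tested). With this mean as a covariate the difference was -2.48 ± 1.37, while without G041 and G047 it was -5.50, although the muscle mean of C then lay 0.182 above that of HT. The muscle markers themselves read higher in HT in 10 of 11 members (median -0.85), none passing adjusted over the list alone.

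**Figure D2:**
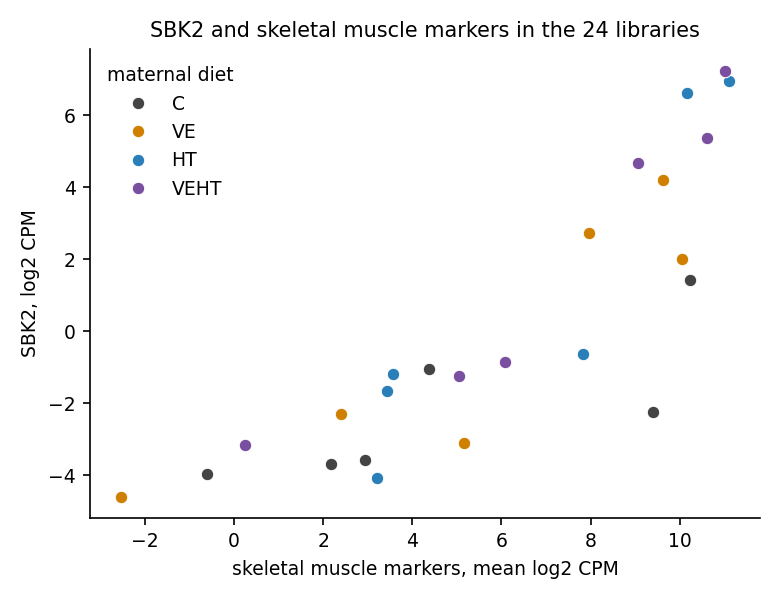
SBK2 against the mean of the skeletal muscle markers in each of the 24 libraries, in log2 CPM, coloured by maternal diet.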

*SBK2* was the DEG upregulated in HT with highest expression difference (65x). Functional enrichment (S5 Table) of the set of genes upregulated in C showed similar results to those observed in the previous contrast, with overrepresentation of functional terms and pathways involved in *inflammatory response* (p_adj_ = 8.8x10^-19^) and *immune response* (p_adj_ = 9.4x10^-11^), *cytokine interactions* (p_adj_ = 3.2x10^-13^), *chemokine signalling* (p_adj_ = 3.2x10^-11^), *interleukin production* (p_adj_ = 2x10^-10^) and many other immune and signalling processes. 

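Immune lists read higher in C than in HT as well. When adjusted over the list alone, 11 of 20 chemokines were higher in C (median log2 fold change 2.32), 10 of 16 chemokine receptors (2.78), 15 of 16 macrophage markers (2.03), 6 of 6 plasma cell markers (4.40), 7 of 9 B cell markers (2.50), 8 of 9 dendritic cell markers (2.45), 5 of 8 neutrophil markers (2.78), 5 of 8 antiinflammatory mediators (1.60) and 7 of 10 inflammasome genes (2.16), and 7 of 15 proinflammatory cytokines were higher in C and 1 in HT. No member passed over all genes, and DESeq2 called 10, 8, 7, 6, 3, 5, 4, 0, 5 and 6. PPBP, a chemokine of platelets and myeloid cells, gave 6.89 ± 1.75, MRC1, the mannose receptor of macrophages, 3.83 ± 1.12, LYZ 4.71 ± 1.36, JCHAIN 5.31 ± 1.49 and MMP9, a matrix protease of myeloid cells, 4.76 ± 1.28. All 16 proliferation genes were higher in C adjusted over the list alone (median 1.79), with the spindle factor TPX2 at 1.85 ± 0.585. Camera gave an adjusted p of 9.04e-05 for macrophages, 0.000479 for chemokines and 3.1e-07 for proliferation with a preset correlation, and the adjusted p was 0.675, 0.689 and 0.633 with an estimated correlation. With G041 and G047 left out PPBP was at 1.16, LYZ at 0.26, JCHAIN at -0.20, TPX2 at 0.68, MRC1 at 0.57 and MMP9 at 1.63.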

Again, oxidative stress related functions were found potentially activated in C group, as *positive regulation of superoxide anion generation* (p_adj_ = 2.9x10^-3^) or *superoxide-generating NADPH oxidase activity* (p_adj_ = 4.3x10^-3^). 

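Genes of the superoxide-generating NADPH oxidase list, which also holds XDH, read higher in C than in HT in 13 of 13 members, 10 of them adjusted over the list alone (0 over all genes; DESeq2, 7), with a median log2 fold change of 2.25. DUOX2, a dual oxidase that makes hydrogen peroxide, gave 3.37 ± 0.819 (adjusted over the list alone, 0.0167) with 5 of 6 C piglets above every HT piglet, and GP91-PHOX gave 5.15 ± 1.5. Camera gave 0.000116 with a preset correlation and an adjusted p of 0.633 with an estimated correlation. In the 10 libraries other than G041 and G047 DUOX2 kept 3.11, while XDH went from 7.49 ± 2.11 to 0.28, GP91-PHOX to 0.64 and the difference of the list mean from 1.58 to 0.474.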

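The few antioxidant enzymes that passed a test were higher in C. In tests adjusted over the list alone 4 of 22 were higher in C than in HT and 0 higher in HT (none over all genes; DESeq2, 2 and 0), with a median log2 fold change of 0.01. SOD2, the mitochondrial superoxide dismutase, gave 1.18 ± 0.354 and GPX1, the cytosolic glutathione peroxidase, 1.59 ± 0.492. Camera gave 0.755 with a preset correlation and an adjusted p of 0.926 with an estimated correlation. NRF2 targets and glutathione genes were higher in C in 2 of 16 adjusted over the list alone. Without G041 and G047 GPX1 was at 0.70 and SOD2 at 0.97.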

The only term significantly enriched in the genes upregulated in HT was *oxidoreductase activity* (p_adj_ = 0.05).

Canonical pathways potentially activated as a consequence of the DEGs are listed in S6 Table and a summary of the most relevant results for the comparison between C and HT groups are shown in Table 2. Results agree with the functional enrichment findings, and are, once again, similar to C vs VE transcriptome comparison. 

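Toll-like receptors, nitric oxide signalling and antigen presentation genes read higher in C than in HT. Adjusted over the list alone 11 of 16 Toll-like receptors and adaptors were higher in C (median log2 fold change 1.96), 3 of 16 genes of inducible nitric oxide signalling (0.92), 6 of 14 antigen presentation genes (1.50), 7 of 16 complement genes (0.96) and 0 of 17 NF-kB pathway genes (0.53, 2 at an unadjusted p under 0.05), and none passed over all genes. DESeq2 called 6, 3, 2, 3 and 1. LBP, which hands lipopolysaccharide to CD14, gave 3.29 ± 1.01 and CD14 itself 2.80 ± 0.918. In fits without G041 and G047 LBP was at 2.84, CD14 at 0.25, TLR2 at 0.16, TLR4 at 0.40 and TLR8 at 0.39, and the difference of the list mean went from 0.966 to 0.197 for Toll-like receptors and adaptors, from 0.724 to 0.139 for nitric oxide signalling and from 0.859 to -0.0571 for antigen presentation. Camera gave adjusted p of 0.000791, 0.00334, 0.0013, 0.037 and 0.0357 with a preset correlation, and the adjusted p was 0.649, 0.651, 0.713, 0.688 and 0.744 with an estimated correlation.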

Canonical pathways activated in the C group showed induction of a large number of canonical pathways involved in immune and inflammatory responses as well as key pathways related to oxidative stress: *Production of Nitric Oxide and Reactive Oxygen Species* (p_adj_ = 1x10^-10^) and *iNOS Signaling* (p_adj_ = 0.005). In the HT group, a slightly lower number of activated canonical pathway was observed, in comparison to the findings in the VE contrast. 

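Lipid lists had no member that passed between HT and C, though the triacylglycerol list passed camera with a preset correlation. When adjusted over the list alone, 0 genes passed among 19 of fatty acid synthesis (median log2 fold change of C over HT -0.04), 16 of triacylglycerol synthesis and storage (-0.20), 9 of lipolysis (-0.22), 11 of fatty acid uptake (-0.25), 22 of cholesterol synthesis (0.28), 19 of fatty acid oxidation (-0.09), 14 adipogenic transcription factors (-0.13), 9 adipokines (-0.32), 9 adipocyte markers (-0.43) and 5 erythroid genes (-0.51). In cholesterol synthesis 5 genes were higher in C at an unadjusted p under 0.05. The SCD desaturase gave -0.30 ± 0.786, and 0.33 without HT piglet G012. Camera gave adjusted p of 0.746 for fatty acid synthesis and 0.0563 for triacylglycerol genes with a preset correlation, and the adjusted p was 0.936 and 0.737 with an estimated correlation.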

Activated pathways were similar to those induced by vitamin E, including: *Antioxidant action of vitamin C*, *LXR/RXR Activation*, *PPAR Signaling* and *Erythropoietin Signaling*.

**Table 2:** Most relevant canonical pathways detected as activated or inhibited in the contrast C vs HT.

Canonical Pathways	p-value	z score	Molecules
**Activated in HT**			
*Antioxidant Action of Vitamin C*	9x10^-8^	-3.464	*ABHD3*,*CSF2*,*CSF2RB*,*IKBKE*,*NAPEPLD*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLA2G7*,*PLCB2*,*PLCG2*,*SLC23A1*,*SLC23A2*,*SLC2A5*,*TNF*
*LXR/RXR Activation*	2x10^-6^	-2.673	*ARG2*,*C3*,*CCL2*,*CD14*,*IL18*,*IL1A*,*IL1R2*,*KNG1*,*LBP*,*LYZ*,*MMP9*,*S100A8*,*TLR4*,*TNF*
*PPAR Signaling*	0.0467	-1.633	*IKBKE*,*IL18*,*IL1A*,*IL1R2*,*PDGFD*,*TNF*
*Erythropoietin Signaling*	0.0001	-1.604	*CSF2*,*CSF2RB*,*CXCL8*,*IL18*,*IL1A*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PRKCD*,*PTPN6*,*RAC3*,*TNF*,*TNFSF13B*,*TNFSF15*
**Activated in C**			
*Phagosome Formation*	5x10^-14^	6.532	*ABHD3*,*ADGRE3*,*ADGRV1*,*AP1S2*,*AP1S3*,*C3*,*C5AR1*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCRL2*,*CD14*,*CLEC7A*,*CMKLR1*,*CNR2*,*CXCR6*,*FFAR2*,*FGR*,*GPR160*,*GPR171*,*GPR35*,*GRM7*,*HCK*,*HRH2*,*ITGAM*,*ITGB2*,*LBP*,*LTB4R*,*MARCO*,*MRC1*,*NAPEPLD*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLA2G7*,*PLCG2*,*PRKCD*,*PTAFR*,*RAC3*,*SYK*,*TLR2*,*TLR4*,*TLR6*,*TLR8*,*VAV1*,*XCR1*
*CREB Signaling*	6x10^-6^	5.396	*ADCY7*,*ADGRE3*,*ADGRV1*,*C5AR1*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCRL2*,*CMKLR1*,*CNR2*,*CXCR6*,*FFAR2*,*GPR160*,*GPR171*,*GPR35*,*GRM7*,*HRH2*,*LTB4R*,*NTRK1*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCB2*,*PLCG2*,*POLR2I*,*PRKCD*,*PTAFR*,*RPS6KA1*,*XCR1*
*FAK Signaling*	0.0009	5.246	*ADGRE3*,*ADGRV1*,*C5AR1*,*CCR1*,*CCR2*,*CCR4*,*CCR5*,*CCR7*,*CCRL2*,*CDH1*,*CMKLR1*,*CNR2*,*CSF2RB*,*CXCR6*,*FFAR2*,*GPR160*,*GPR171*,*GPR35*,*GRM7*,*HRH2*,*IFNAR1*,*IL10RA*,*IL1R2*,*IL21R*,*IL27RA*,*IL7R*,*ITGAM*,*ITGB2*,*LTB4R*,*MMP9*,*P2RY11*,*P2RY13*,*P2RY6*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PTAFR*,*SOCS3*,*TCF7*,*TRDC*,*XCR1*
*TREM1 Signaling*	1x10^-15^	4.472	*CASP1*,*CCL2*,*CD40*,*CD86*,*CSF2*,*CXCL8*,*IL18*,*LAT2*,*NLRP12*,*NLRP3*,*NOD1*,*NOD2*,*PLCG2*,*TLR2*,*TLR4*,*TLR6*,*TLR8*,*TNF*,*TREM1*,*TYROBP*
*Production of Nitric Oxide and ROS in Macrophages*	3x10^-10^	3.578	*ARG2*,*CYBA*,*IKBKE*,*IRF8*,*JAK3*,*LYZ*,*MAP3K9*,*NCF1*,*NCF2*,*NCF4*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PRKCD*,*PTPN6*,*RAC3*,*RND2*,*S100A8*,*SPI1*,*TLR2*,*TLR4*,*TNF*
*IL-17 Signaling*	0.0002	3.207	*CCL17*,*CCL2*,*CCL22*,*CSF2*,*CXCL8*,*IL18*,*IL1A*,*MMP9*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*TNF*,*TNFSF13B*,*TNFSF15*
*PI3K Signaling*	1x10^-8^	3.153	*BLK*,*BLNK*,*BTK*,*C3*,*CBL*,*CD180*,*CD40*,*CD79B*,*DAPP1*,*IKBKE*,*PIK3AP1*,*PIK3CD*,*PIK3R1*,*PLCB2*,*PLCG2*,*SYK*,*TLR4*,*VAV1*
*IL-15 Production*	0.0031	3.000	*ABL2*,*BLK*,*BTK*,*FGR*,*HCK*,*JAK3*,*NTRK1*,*SYK*,*TNK1*
*Inflammasome pathway*	1x10^-8^	2.828	*CASP1*,*CTSB*,*IL18*,*NLRP3*,*NOD2*,*PANX1*,*PYCARD*,*TLR4*
*IL-8 Signaling*	6x10^-5^	2.673	*CDH1*,*CXCL8*,*IKBKE*,*ITGAM*,*ITGB2*,*MMP9*,*NAPEPLD*,*NCF1*,*NCF2*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCB2*,*PRKCD*,*RAC3*,*RND2*
*p38 MAPK Signaling*	0.0091	2.646	*IL18*,*IL1A*,*IL1R2*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*RPS6KA1*,*TNF*
*Th1 Pathway*	4x10^-8^	2.496	*CCR5*,*CD28*,*CD40*,*CD86*,*IFNAR1*,*IL10RA*,*IL18*,*IL27*,*IL27RA*,*ITGB2*,*JAK3*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*SOCS3*,*VAV1*
*HIF1α Signaling*	0.0006	2.496	*HK3*,*MMP12*,*MMP25*,*MMP27*,*MMP9*,*NCF1*,*NCF2*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PRKCD*,*RAC3*,*SLC2A5*
*Natural Killer Cell Signaling*	0.0001	2.324	*CD244*,*CD48*,*IL18*,*JAK3*,*LCP2*,*MAP3K9*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLCG2*,*PTPN6*,*RAC3*,*SYK*,*TYROBP*,*VAV1*
*Toll-like Receptor Signaling*	0.0001	2.236	*CD14*,*IL18*,*IL1A*,*LBP*,*TLR2*,*TLR4*,*TLR6*,*TLR8*,*TNF*
*Th2 Pathway*	2x10^-7^	2.138	*CCR1*,*CCR4*,*CCR5*,*CD28*,*CD40*,*CD86*,*CXCR6*,*ITGB2*,*JAK3*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*SOCS3*,*SPI1*,*TNFRSF4*,*VAV1*
*VEGF Ligand-Receptor Interactions*	0.0002	2.121	*NRP2*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*PLA2G2D*,*PLA2G2F*,*PLA2G5*,*PLCG2*,*PRKCD*
*IL-6 Signaling*	1.4x10^-5^	2.111	*A2M*,*CD14*,*CXCL8*,*IKBKE*,*IL18*,*IL1A*,*IL1R2*,*LBP*,*PIK3CD*,*PIK3R1*,*PIK3R5*,*SOCS3*,*TNF*
*PI3K/AKT Signaling*	0.0012	2.000	*CSF2RB*,*IFNAR1*,*IKBKE*,*IL10RA*,*IL1R2*,*IL21R*,*IL27RA*,*IL7R*,*ITGAM*,*ITGB2*,*JAK3*,*PIK3CD*,*PIK3R1*
*iNOS Signaling*	0.0054	2.000	*CD14*,*IKBKE*,*JAK3*,*LBP*,*TLR4*

Positive z scores indicate activation in C, negative ones indicate activation in HT. C: 30 mg of α-tocopheryl acetate/kg feed; HT: 30 mg α-tocopheryl acetate/kg and 1.5 mg hydroxytyrosol/kg.

#### Transcriptome comparison VE vs HT

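Cholesterol and fatty acid synthesis genes read higher in VE than in HT at the median. In tests adjusted over the list alone 9 of 22 cholesterol synthesis genes (median log2 fold change of VE over HT 0.52) and 3 of 19 fatty acid synthesis genes (0.50) were higher in VE, with 0 over all genes and 1 and 2 called by DESeq2. STARD4, which carries cholesterol inside the cell, gave 1.22 ± 0.337 and HMGCS1, an early enzyme of the pathway, 0.90 ± 0.288. Camera gave 7.89e-08 and 3.1e-07 with a preset correlation, and the adjusted p was 0.633 and 0.633 with an estimated correlation. Adipocyte markers moved the same way, with a mean higher by 0.567 in VE (exact permutation test, 2-sided, p = 0.145), and the fatty acid synthesis mean less the adipocyte mean differed by 0.172 (p = 0.647). Antioxidant enzymes (22 measured, median 0.30) and collagens (27 measured, median 0.53) had 0 members adjusted over the list alone. Of the 90 genes the paper lists for this pair, all 90 had an unadjusted p under 0.05 with edgeR and 82 were among the 104 called by DESeq2, in the same libraries from which the list was drawn.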

The comparison of the transcriptome of animals receiving one of the two employed antioxidants yielded 90 DEGs, 28 being upregulated in HT and 62 being upregulated in VE (S4 Table). 

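LIPN, a lipase of the epidermal acid lipase family (ENSSSCG00000031373, without coordinates), read 0.037 ± 0.0326 CPM in VE and 0.529 ± 0.784 in HT, with all 6 HT piglets above every VE piglet. The log2 fold change of VE over HT was -3.78 ± 0.997 (edgeR, q = 0.49; DESeq2, q = 0.024), and -2.48 without HT piglet G008. RIMS3, a synaptic scaffold protein (ENSSSCG00000039245, chromosome 6, 170506392 to 170546939), read 5.72 ± 10.6 in VE and 0.408 ± 0.462 in HT, a log2 fold change of 3.78 ± 1.28 (q = 0.49; DESeq2, q = 0.109) that was 1.82 without VE piglet G179.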

Highest expression changes were observed for *LIPN*, upregulated in HT (FC = 14.8x), and *RIMS3* (FC = 13.8x), upregulated in VE. Functional interpretation of the gene expression differences (S5 Table) was limited due to the moderate number of DEGs but suggested enrichment of *metabolic processes* (p_adj_ = 0.07).

#### Transcriptome comparisons involving VEHT group

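SLC30A2 gave a log2 fold change of C over VEHT of -4.14 ± 0.889 (edgeR, q = 1; DESeq2, q = 0.00174), with 5 of 6 VEHT piglets above every C piglet, and -4.56 without G041, G047 and G141. SBK2 gave -6.04 ± 1.89 (q = 1; DESeq2, q = 0.12), -2.81 ± 1.28 with the skeletal muscle marker mean as a covariate and -5.74 without these 3 piglets. edgeR called 0 genes and DESeq2 called SLC30A2 alone.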

When comparing C vs VEHT only *SLC30A2* and *SBK2* genes were detected as differentially expressed, both being upregulated in VEHT (S4 Table). Functional enrichment study could not be done due to the small number of DEGs.

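All 192 genes of the paper's VE vs VEHT list had the same sign and an unadjusted p under 0.05 with edgeR, which called 0 over all genes (1584 of 17525 at an unadjusted p under 0.05). DESeq2 called 255, with 51 higher in VE and 204 higher in VEHT. Without VEHT piglet G141 DESeq2 called 85 genes, 41 higher in VE and 44 higher in VEHT, with 42 of the listed genes among them. The list comes from the same libraries.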

Transcriptome comparison between VE and VEHT groups resulted in 192 DEGs (S4 Table), 52 being upregulated in VE and 140 being upregulated in VEHT. Functional enrichment results (S5 Table) were similar to those observed for the C vs VE contrast, with the genes upregulated in VE being mainly implicated in *lipid metabolism* and *lipid synthesis* (p_adj_ = 0.001 and 0.002, respectively), and those upregulated in VEHT showing a functional pattern resembling the control group, with enrichment of *immunity* (p_adj_ = 1x10^-14^) and *inflammatory response* (p_adj_ = 8x10^-10^) processes, *cytokine receptor interaction* (p_adj_ = 3.6x10^-10^), *chemokine activity* (p_adj_ = 8.4x10^-8^), *chemotaxis* (p_adj_ = 3.2x10^-7^) among many other related ontology terms and pathways. 

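Lipid synthesis read higher in VE than in VEHT and immune genes read lower. Adjusted over the list alone 9 of 19 fatty acid synthesis genes (median log2 fold change of VE over VEHT 0.57), 8 of 22 cholesterol synthesis genes (0.34) and 3 of 16 triacylglycerol genes (0.32) were higher in VE, and 14 of 19 chemokines (-3.21), 16 of 17 T cell markers (-2.97), 13 of 16 macrophage markers (-1.64), 6 of 6 plasma cell markers (-5.44) and 14 of 14 antigen presentation genes (-1.62) were higher in VEHT, none of them over all genes. SREBF1, the transcription factor of lipogenesis, gave 0.79 ± 0.2 and FASN 1.83 ± 0.553, MSMO1, a methylsterol oxidase, 0.59 ± 0.12, CCL22 -6.25 ± 1.71, JCHAIN -5.52 ± 1.31 and CD5, a T cell receptor partner, -3.53 ± 1.02. Camera gave 2.42e-08, 9.5e-08, 0.00139, 4.45e-06, 1.98e-10, 4.76e-06, 9.02e-05 and 3.91e-08 with a preset correlation, and the adjusted p was 0.633 or 0.644 with an estimated correlation for each. Adjusted over the list alone the positional genes of the posterior body were higher in VE in 5 of 8 (median 1.15), with HOXA10 at 6.03 ± 1.32, and tendon, fascia and cartilage genes in 12 of 14 (1.39), with the cartilage matrix protein COMP at 5.19 ± 1.65, and camera gave 1.69e-05 and 1.42e-05 with a preset correlation and an adjusted p of 0.633 and 0.633 with an estimated correlation. The positional mean of VE lay above that of VEHT by 0.715 and above that of C by 0.72, and by 0.574 and 0.376 without G141 and without G041 and G047 (exact permutation test, p = 0.0173 and 0.205). The tendon, fascia and cartilage mean of VE lay above that of VEHT by 1.48, and by 1.09 without G141 (exact permutation test, p = 0.104 and 0.206). Among the VE piglets it was highest in G220 at 4.72 and G127 at 4.445 log2 CPM, with G179 next at 2.94. HT piglets G066 and G012 stood above G179, at 4.215 and 3.215. The adipocyte marker mean was also higher in VE than in VEHT, by 0.878 (exact permutation test, p = 0.0628) and by 0.523 without G141, and with it subtracted the difference of the fatty acid synthesis mean was -0.104 (exact permutation test, p = 0.781) and 0.182 without G141. Without VEHT piglet G141 CCL22 was at -3.97, JCHAIN at -3.24, CD5 at -2.14, FASN at 1.73 and HOXA10 at 5.81. The list means of VE differed from VEHT by -1.6 for chemokines, -2.02 for T cells, -1.14 for macrophages, -2.28 for plasma cells and -1.07 for antigen presentation (exact permutation test, p = 0.0866, 0.0411, 0.165, 0.0325 and 0.0455). Without G141 these differences were -0.875, -1.47, -0.596, -1.39 and -0.639 (exact permutation test, p = 0.165, 0.0823, 0.333, 0.0411 and 0.0866).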

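DESeq2 calls of C vs VE and VE vs VEHT shared 204 genes, 186 of them higher in C and in VEHT than in VE and 18 higher in VE, against 8.24 and 0.486 for independent draws. In simulated libraries without a diet effect, where the VE group entered both comparisons, the shared number had a median of 3 and reached 5, though simulated genes vary independently of each other. When the VE piglets were divided so that 3 served each comparison, 1 to 23 genes were shared (median 9.5 of 20 divisions), from a median of 218 and 63 genes called. edgeR called 0 genes in either comparison and shared 0, with 2123 and 1584 at an unadjusted p under 0.05.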

When we compare the results obtained in the contrast C vs VE (664 DEGs) and VE vs VEHT (192 DEGs), we found a majority of common DEGs (151 DEGs), most of them (132 DEGs) being upregulated in C in the first comparison and in VEHT in the second one.

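The 70 genes listed by the paper for HT vs VEHT all had the same sign and an unadjusted p under 0.05 with edgeR, and all 70 were among the 119 called by DESeq2, 8 higher in HT and 111 higher in VEHT. With edgeR 0 genes passed, and 1378 of 17469 had an unadjusted p under 0.05. Without VEHT piglet G141 DESeq2 called 0 genes, listed or not, on the libraries the list was drawn from.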

The analysis of differential expression between the HT and the VEHT groups yielded 70 DEGs, with the majority of them (68 DEGs) being upregulated in VEHT (S4 Table) and involved in *inflammatory response* (p_adj_ = 1x10^-6^), *chemokine signalling* (p_adj_ = 7.7x10^-5^), *immune response* (p_adj_ = 5.4x10^-4^), *cytokine receptor interaction* (p_adj_ = 5.8x10^-4^) and other related functions and pathways (S5 Table). These results also resemble those observed in the C vs HT contrast, at a lower magnitude and significance level, but with VEHT group showing a functional profile similar to that of control animals, when compared to HT. 

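Macrophage, plasma cell, chemokine and NADPH oxidase list genes read higher in VEHT than in HT. When adjusted over the list alone, 15 of 16 macrophage markers (median log2 fold change of HT over VEHT -1.92), 6 of 6 plasma cell markers (-4.38), 12 of 20 chemokines (-2.38), 11 of 13 genes of the superoxide-generating NADPH oxidase list (-2.21) and 16 of 16 proliferation genes (-1.23) were higher in VEHT, with 0 over all genes and 2, 4, 7, 2 and 0 called by DESeq2. T cell markers had 0 of 17. DUOX2 gave -2.31 ± 0.616 with all 6 VEHT piglets above every HT piglet, CCL22 -7.12 ± 1.85, LYZ -2.82 ± 0.846 and JCHAIN -4.88 ± 1.27. Camera gave 4.73e-09, 0.000222, 3.28e-06, 6.14e-07 and 1.02e-06 with a preset correlation, and the adjusted p was 0.633 with an estimated correlation for each. Without VEHT piglet G141 DUOX2 was at -1.81, CCL22 at -4.86, LYZ at -1.84 and JCHAIN at -2.62. The list means of HT differed from VEHT by -1.39 for macrophages, -2.05 for plasma cells, -1.64 for chemokines, -1.49 for the NADPH oxidase list and -0.931 for proliferation (exact permutation test, p = 0.0584, 0.0736, 0.119, 0.0108 and 0.147). Without G141 these differences were -0.849, -1.15, -0.91, -0.992 and -0.6 (exact permutation test, p = 0.113, 0.121, 0.238, 0.0152 and 0.292).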

When we compare the output of the C vs HT comparison (n = 587 DEGs) with that of HT vs VEHT comparison (70 DEGs) we found 66 common DEGs, most of them (65) being upregulated in C in the first comparison and in VEHT in the second one.

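Genes called by DESeq2 in C vs HT and in HT vs VEHT had 105 in common, 104 of them lower in HT and 1 higher, where independent draws give 4.33 and 0.0297. Simulated libraries without a diet effect that reuse the HT group shared a median of 2 and at most 4, and a division of the HT piglets into 3 for each comparison left 0 to 19 (median 3), from a median of 146 and 19 genes called. With edgeR 0 genes were shared, from 0 calls in each.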

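No diet enters both C vs VE and HT vs VEHT. DESeq2 called 79 genes in both, all higher in C and in VEHT, against 4.55 for independent draws, and edgeR 0. C piglets G041 and G047 stand on the side of C and VEHT piglet G141 on the side of VEHT, and without G141 DESeq2 called 0 genes in HT vs VEHT to be shared.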

When we compare the lists of DEGs detected after supplementing VE (with or without HT, C vs VE, n = 664 DEGs and HT vs VEHT, n = 70DEGs) we find 48 common DEGs, which are all upregulated in C in the first contrast and in VEHT in the second one. When we compare the effect of adding HT with low or high levels of VE (C vs HT, n = 587 DEGs and VE vs VEHT, n = 192DEGs) we find 66 common DEGs, all upregulated in C in the first contrast and in VEHT in the second one. These findings also support a similar behaviour of C and VEHT groups at the adipose transcriptome level in agreement with the abundant interaction effects found when a factorial analysis model was applied. 

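C vs HT and VE vs VEHT, which also have no diet in common, shared 89 genes called by DESeq2, all higher in C and in VEHT, against 7.91 for independent draws. The same 3 immune-rich libraries stand on these sides. edgeR shared 0 genes.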

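From the pairs of diets, their shared genes and the interaction the paper concludes that C and VEHT had similar transcriptomes. With all libraries the immune and lipid lists showed little difference between these diets, each of which holds immune-rich libraries. Without C piglets G041 and G047 and VEHT piglet G141 the difference of C from VEHT went from -0.013 to -0.769 for the macrophage mean, from -0.288 to -1.23 for T cells and from 0.129 to -0.72 for chemokines (exact permutation test, p = 0.19, 0.198 and 0.317), and from -0.0468 to -0.0277 for fatty acid synthesis. In tests adjusted over the list alone 0 of 16 macrophage markers (median log2 fold change of C over VEHT 0.16), 0 of 17 T cell markers (0.28), 0 of 19 fatty acid synthesis genes (-0.07) and 0 of 9 adipocyte markers (-0.01) passed, and 1 of 17 proinflammatory cytokines and 1 of 16 zinc transporters and metallothioneins were higher in VEHT. Camera gave an adjusted p of 0.937 for macrophages and 0.476 for T cells with a preset correlation. The lists set apart by camera with a preset correlation were the mitochondrially encoded genes, lower in C in 12 of 13 (median -0.42; preset correlation, 3.46e-07; adjusted p = 0.633 with an estimated correlation), and skeletal muscle markers, lower in C in 9 of 11 (median -1.21; preset correlation, 0.00087; adjusted p = 0.689 with an estimated correlation), without a member that passed. Their list means differed by -0.587 and -2.26 (exact permutation test, p = 0.19 and 0.357). The mitochondrial mean was highest in C piglet G025 at 13.03 log2 CPM, then in VEHT piglets G164 at 12.6 and G208 at 12.54. Their skeletal muscle means were 10.22, 11.02 and 10.61. In edgeR 369 of 17607 genes had an unadjusted p under 0.05, against 987 of 17950 without G141, 886 of 17623 without the 3 piglets and 811 with limma voom.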

Number of matching genes which are differentially expressed in the different transcriptome comparisons are shown in Fig 4.

**Fig 4:**
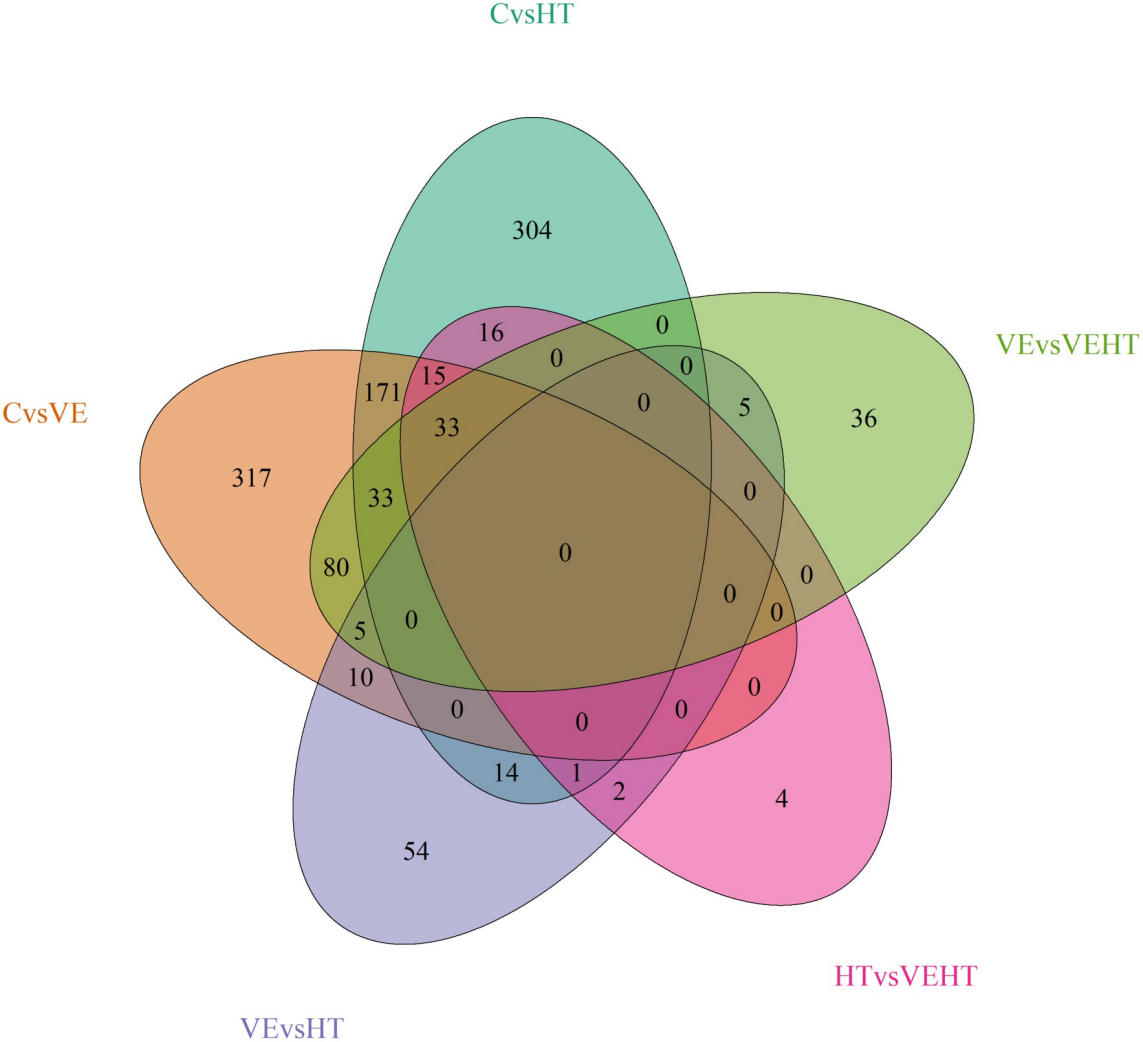
Venn diagram showing the overlapping of DEGs in the different transcriptome comparisons performed. The transcriptome comparison C vs VEHT has been excluded due to the very low number of DEGs.

### Prediction of regulators

Besides, IPA software was employed to predict potential upstream regulators involved in the expression changes observed in the two main transcriptome comparisons (C vs VE and C vs HT). Results are included in S7 Table, where regulators predicted to be activated in each treatment, with a z score higher than 2 (significantly activated in C) or lower than -2 (significantly activated in the antioxidant group, VE or HT), are listed. A large number of potential regulators were found, including transcription factors, cytokines, chemical drugs, transmembrane receptors, growth factors and other types of compounds and complexes.

The regulator molecule most significantly associated to the gene expression differences was *lipopolysaccharide* (p_adj_ = 4x10^-77^ and 4x10^-64^ in C vs VE and C vs HT, respectively), predicted as activated in C with the maximum z scores (10.13 and 9.35 in C vs VE and C vs HT, respectively). Also, there was a clear preponderance of proinflammatory cytokines being predicted to be activated in C group, in both comparisons. The cytokine with the highest activation score was Tumor necrosis factor (TNF), which was also differentially expressed, being upregulated in C (Fold Change = 4.3x and 5.2x in C vs VE and C vs HT, respectively). 

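TNF, the cytokine of macrophages and T cells that drives inflammation (ENSSSCG00000001404, chromosome 7, 23699635 to 23702393), read 7.21 ± 9.6 CPM in C, 1.68 ± 0.766 in VE, 1.39 ± 0.963 in HT and 5.36 ± 7.11 in VEHT. The log2 fold change was 2.09 ± 0.836 for C over VE (edgeR, q = 0.353; DESeq2, q = 0.0984) and 2.38 ± 0.926 for C over HT (q = 0.344; DESeq2, q = 0.0973). Leaving out C piglet G047 alone brought the fold from 4.26 to 2.21 in C vs VE and from 5.22 to 2.69 in C vs HT, and without G041 and G047 the log2 values were -0.08 and 0.19.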

A regulatory causal network was predicted for this cytokine, which is shown in Fig 5, and is related to oxidative stress and macrophage activation pathways. This network related TNF with other relevant molecules and complexes essential in the development of inflammation, such as IFNG, NFKB, RELA, STAT1 or IRFs. These molecules were also predicted to be involved in the transcriptome effects observed for both contrasts.

**Fig 5:**
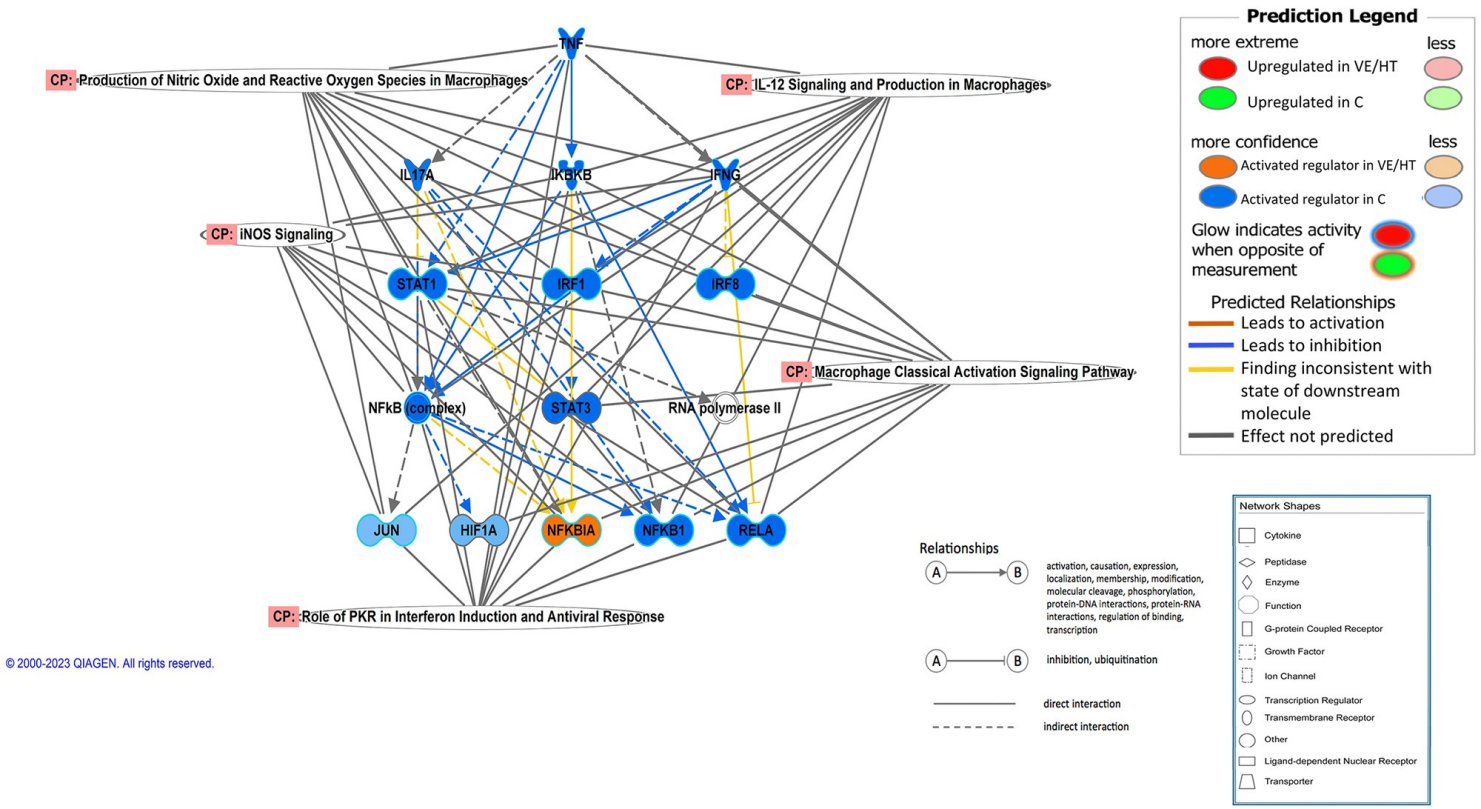
Regulatory causal network predicted by IPA as activated in C group in relation to VE or HT, and controlled by TNF. Blue nodes indicate regulators being predicted as activated in C.

Also, many proinflamatory interleukines (IL1, IL2, IL3, IL4, IL5, IL6, IL12, IL21, IL27 etc), interferons (IFNA1, IFNA2, IFNA4, IFNA5, IFNA6 among many others), interleukin and interferon receptors (IL1R, IL1R1, IL6R, IL17RA, IFNAR1) and interferon regulatory factors (IRF1, IRF3, IRF5, IRF7 and IRF8), were predicted as potential upstream regulators activated in C. Moreover, many of these molecules were upregulated in C, such as *IFNG*, *IRF8*, *IL1A*, *IL27* or *IL7R* among others.

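IRF8, a transcription factor of myeloid cells (ENSSSCG00000034980, chromosome 6, 3041617 to 3060685), gave log2 fold changes of 3.35 ± 1.02 for C over VE and 2.96 ± 1.06 for C over HT. IL1A, an alarm cytokine (ENSSSCG00000008090, chromosome 3, 43718320 to 43731668), gave 4.09 ± 1.24 and 3.82 ± 1.3, IL27, a cytokine of antigen presenting cells (ENSSSCG00000039300, chromosome 3, 18421962 to 18427916), 4.42 ± 1.49 and 3.93 ± 1.62, and IL7R, the interleukin 7 receptor of T cells (ENSSSCG00000016832, chromosome 16, 21300141 to 21330156), 2.61 ± 0.891 and 3.71 ± 0.981. None passed over all genes with edgeR (q = 0.31, 0.31, 0.31 and 0.31 in C vs VE). With G041 and G047 left out IRF8 was at 0.05 and -0.36, IL1A at 0.60 and 0.31, IL27 at -0.81 and -1.31, and IL7R at 1.52 and 2.62.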

Regarding the regulators predicted as being activated in the antioxidant-supplemented groups, there was a predominance of exogenous chemical drugs, mostly with immunosuppresor, immunomodulator, antiinflamatory or antioxidant effects. Within the large list of exogenous products, vitamin E is detected as potential regulator activated in both supplemented groups. Endogenous products identified as activated regulators in the antioxidant supplemented groups also included transcription factors. Some of them were predicted to be activated in both VE and HT groups in comparison to the control, and included CITED2, SIRT1, IKZF2, ZFP36, BACH2, CBX5, GFI1 and PRDM1. Also, there were transcriptional regulators detected only in one of the supplemented groups, such as FOXO4, ATF3, BTG2, CBL, RXRA, SREBF2, PPARG, PPARGC1A, or RARA among many others, detected in VE; and PAX1, NUPR1, KDM5B, MSD1 and others activated only in HT. A causal network was inferred for SREBF2, controlling lipid sinthesis and deposition, as shown in Fig 6. Cytokines were also detected, as interleukin 10 receptor subunit alpha (IL10RA, p_adj_ = 4x10^-23^ and 8x10^-18^ in VE and HT, respectively).

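IL10RA, the receptor chain that carries the antiinflammatory signal of interleukin 10 (ENSSSCG00000015085, chromosome 9, 45310527 to 45324557), read 109 ± 142 CPM in C, 20.4 ± 7.45 in VE, 23.5 ± 9.39 in HT and 77.7 ± 99.2 in VEHT. Its log2 fold change was 2.41 ± 0.875 for C over VE (edgeR, q = 0.318) and 2.22 ± 0.868 for C over HT (q = 0.344). In the 10 libraries other than G041 and G047 it was -0.25 and -0.44.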

**Fig 6:**
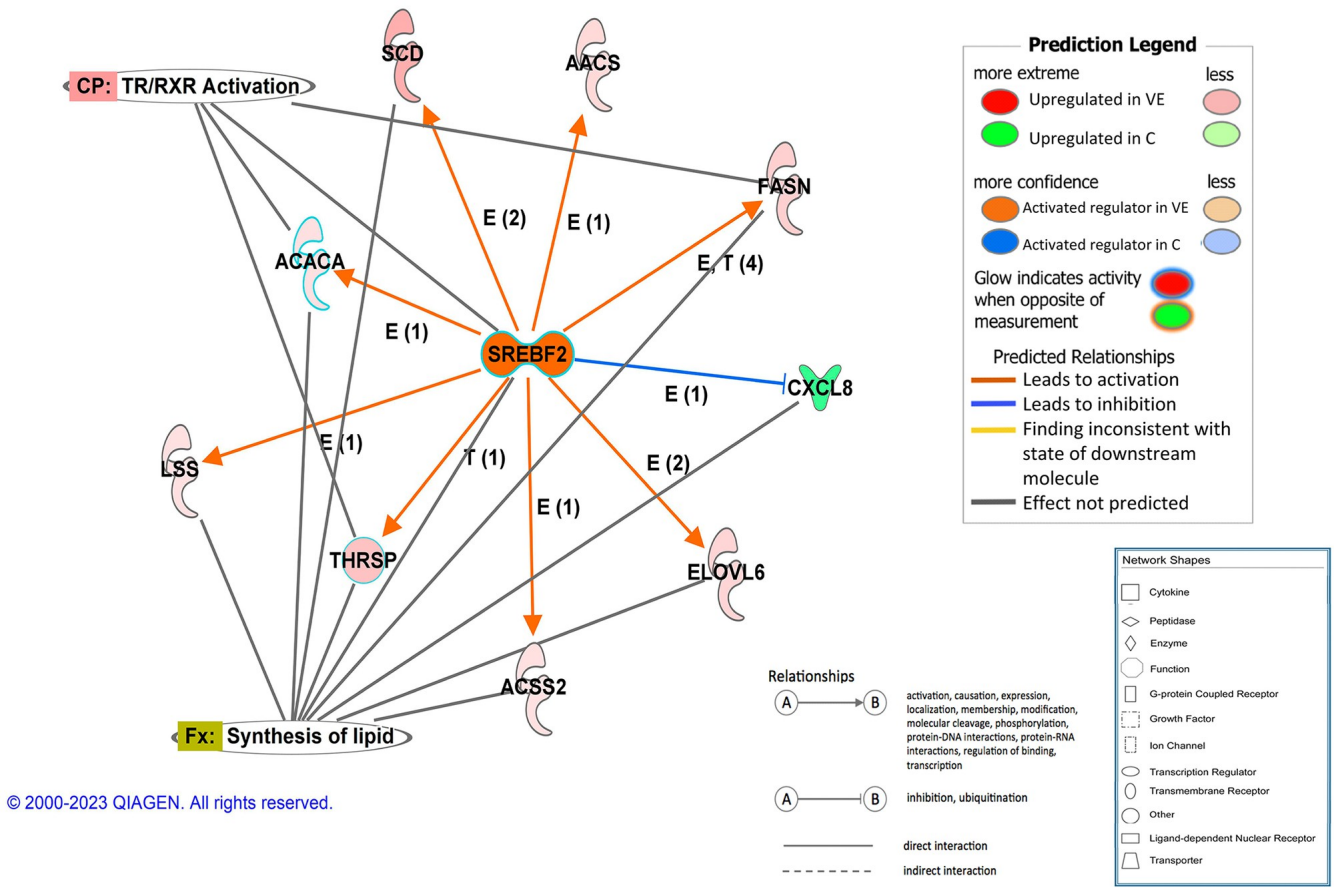
Regulatory causal network predicted by IPA as activated in VE group in relation to C, and controlled by SRBEF2. Orange nodes indicate molecules upregulated in VE. Green nodes indicate molecules upregulated in C.

### Technical validation of differential gene expression

The relative expression of a selection of DEGs was quantified using Real-time RT-qPCR for the technical validation of RNA-Seq results. Genes selected for validation were *GPX1*, *SCD*, *JAZF1*, *NR4A3*, *LEP*, *CASP1*, *PON3* and *TLR2*. 

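In the counts, JAZF1, a repressor of nuclear receptor signalling (ENSSSCG00000016691, chromosome 18, 44488530 to 44827101), gave log2 fold changes of -1.11 ± 0.266 for C over VE, with all 6 VE piglets above every C piglet, and -0.74 ± 0.339 for C over HT. NR4A3, an orphan nuclear receptor (ENSSSCG00000005385, chromosome 1, 241569867 to 241611735), gave 1.03 ± 0.342 and 0.31 ± 0.448, LEP, the adipokine leptin (ENSSSCG00000040464, chromosome 18, 20106867 to 20124071), -1.89 ± 0.596 and -1.51 ± 0.888, and CASP1, the protease of the inflammasome (ENSSSCG00000028711, chromosome 9, 35188066 to 35199364), 3.23 ± 1.12 and 2.75 ± 1.14. GPX1 gave 0.97 ± 0.443 for C over VE and PON3 -1.41 ± 0.571 for C over HT. None passed over all genes with edgeR (q = 0.31 for JAZF1, 0.31 for NR4A3, 0.31 for LEP and 0.31 for CASP1 in C vs VE). Without G041 and G047 CASP1 was at -0.41 in C vs VE, GPX1 at 0.08, NR4A3 at 1.20, JAZF1 at -0.81 and LEP at -1.54, and in C vs HT CASP1 was at -0.91 and PON3 at -1.05.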

Pearson correlation was calculated between the expression values obtained from RNA-seq data (counts) and normalized gene expression data obtained by qPCR, with significant results for all the tested genes (correlation values between 0.828 and 0.999) (Table 3). Also, the concordance correlation coefficient (CCC) used to assess technical validation in high throughput transcriptomic studies [30] (CCC = 0.79), denoted an acceptable concordance between RNA-seq and qPCR expression values. Fold-Change values of differential expression and statistical significance tended to be greater when expression differences were analyzed by RNA-seq technology, in accordance with its higher sensitivity.

**Table 3:** Technical validation of RNA-seq results using qPCR: Genes, logarithm of fold change (log2 FC) (positive values correspond to upregulation in C group), statistical significance of the differential expression obtained with both techniques, Pearson correlation (r) between the two methodologies used and statistical significance of the correlation.

	**C vs HT**					
	**RNA-seq**		**qPCR**		**Correlation**	
Gene	log2 FC	*q value*	log2 FC	*p value*	*r*	*p value*
*TLR2*	3.337	0.010	2.432	0.140	0.996	3.5x10^-12^
*CASP1*	2.729	0.096	2.705	0.170	0.999	6.8x10^-17^
*GPX1*	1.574	0.040	1.831	0.059	0.967	2.6x10^-7^
*NR4A3*	0.323	0.769	0.301	0.431	0.875	1.9x10^-4^
*SCD*	-0.336	0.859	-0.106	0.879	0.950	2.2x10^-6^
*JAZF1*	-0.754	0.259	-0.632	0.027	0.884	1.3x10^-4^
*PON3*	-1.427	0.148	-1.361	0.081	0.949	2.3x10^-6^
*LEP*	-1.521	0.328	-1.686	0.188	0.985	5.5x10^-9^
	**C vs VE**					
	**RNA-seq**		**qPCR**		**Correlation**	
Gene	log2 FC	*q value*	log2 FC	*p value*	*r*	*p value*
*TLR2*	2.935	0.024	2.032	0.169	0.995	1.6x10^-11^
*CASP1*	3.243	0.023	2.682	0.172	0.999	4.6x10^-15^
*GPX1*	0.975	0.227	1.066	0.158	0.965	3.7x10^-7^
*NR4A3*	1.044	0.059	1.026	0.003	0.827	8.8x10^-4^
*SCD*	-3.186	2x10^-5^	-3.025	0.063	0.989	8.2x10^-10^
*JAZF1*	-1.099	0.007	-0.652	0.004	0.832	7.7x10^-4^
*PON3*	-1.966	0.001	-1.867	2x10^-4^	0.973	1.1x10^-7^
*LEP*	-1.874	0.035	-2.024	0.014	0.932	9.6x10^-6^

### Histological analyses

The antioxidant supplementation had a suggestive effect on adipocyte diameter in adipose tissue (p-value = 0.08), with VE group showing the highest value and HT the lowest (Fig 7). When only the level of VE was considered, the size of the adipocytes was significantly larger in the animals born to sows receiving a high level of vitamin E (100 mg/kg, VE plus VEHT) vs the ones receiving 30 mg/kg (C plus HT) (60.6 microns versus 58.5 microns, respectively; p-value = 0.03).

**Fig 7:**
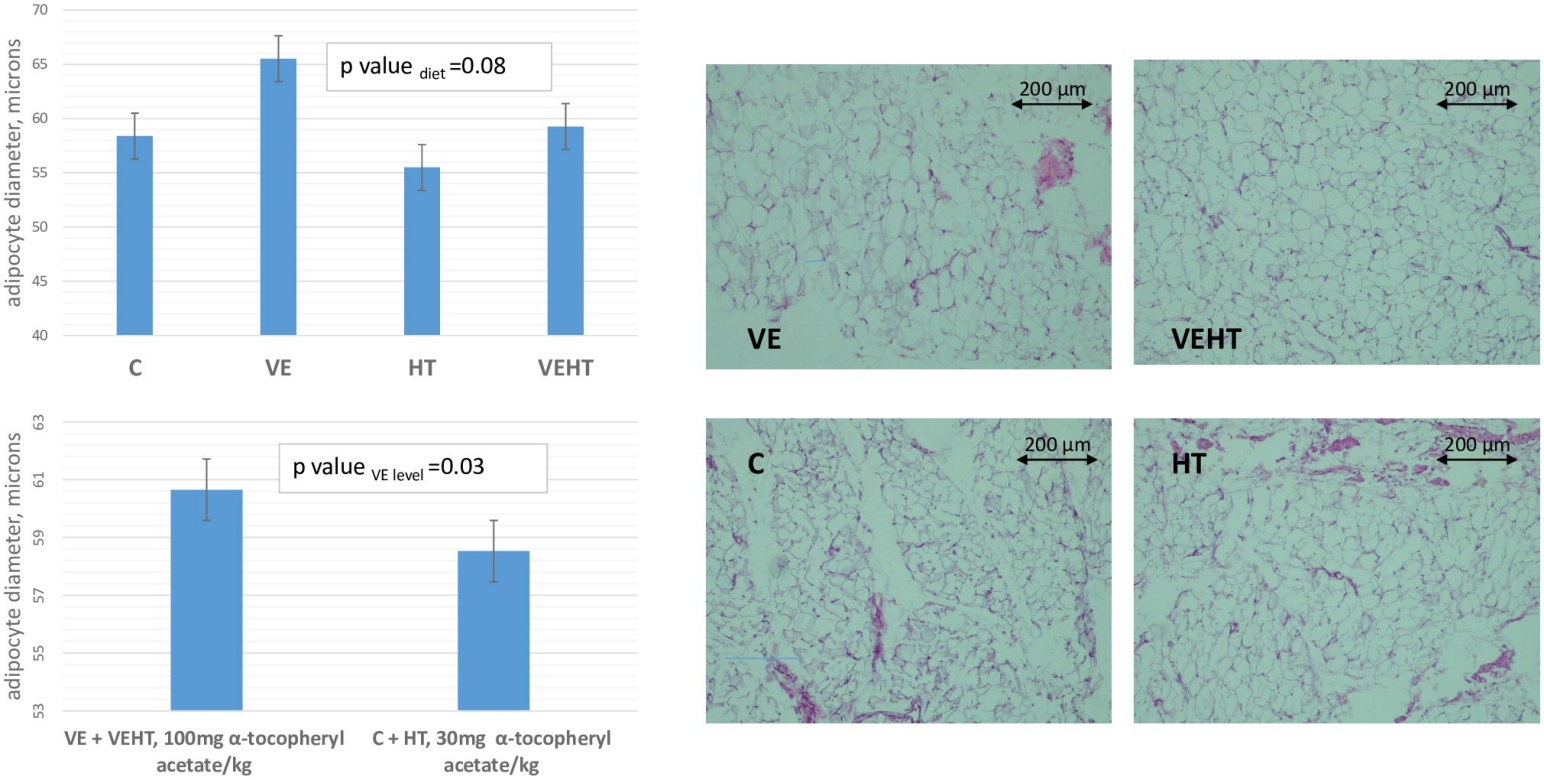
Adipocyte diameter observed in the adipose tissue of animals corresponding to different diet groups. C: 30 mg of α-tocopheryl acetate/kg feed (n = 12); VE: 100 mg of α-tocopheryl acetate/kg (n = 12); HT: 30 mg α-tocopheryl acetate/kg and 1.5 mg hydroxytyrosol/kg (n = 12); and VEHT: 100 mg/kg of α-tocopheryl acetate/kg and 1.5 mg hydroxytyrosol/kg feed (n = 12). VE+VEHT: animals receiving a high dose of vitamin E (100 mg of α-tocopheryl acetate/kg, VE and VEHT groups); C+HT: animals receiving a low dose of vitamin E (30 mg α-tocopheryl acetate/kg, C and HT groups). Photomicrographs of adipose tissue taken with a Leica ICC50W^™^ camera coupled to a Leica DM1000^™^ microscope corresponding to one sample from each experimental group.

## Discussion

In this work we have studied the effect of the inclusion level of antioxidant agents in Iberian sow’s perinatal diets on offspring adipose tissue function. For this purpose, adipose tissue transcriptome has been studied in the piglets at early postweaning, a critical development time when health is challenged and oxidative stress is exacerbated [31]. Phenotypic data obtained from the same animals employed in the present work [12–14] indicated a significant effect of the applied supplementations on oxidative stability in sows and in piglets’ plasma at day 20 of lactation and at the time of adipose tissue sampling, as well as on colostrum and milk composition.

A large number of DEGs were observed, especially after the individual supplementation of vitamin E or hydroxytyrosol (C vs VE and C vs HT transcriptome comparisons), with the results being validated by qPCR (Fig 1, Table 3). Functional interpretation of the transcriptome results suggests the development of a pro-inflammatory state in adipose tissue of Iberian piglets whose mothers received a basal level of vitamin E (30mg/kg) along the last third of gestation and lactation, in comparison to those receiving further individual antioxidant supplementation (Tables 1 and 2, Fig 5, S5 Table).

The observed upregulation of inflammatory and immune response genes, functions and pathways is not surprising, as Iberian pig is a local fat breed characterised by a profound adipogenic trend, altered lipid metabolism, obese phenotype and leptin resistance [7, 32], which are associated with the development of low-grade chronical inflammation in adipose tissue from early developmental stages [18]. This process known as “metaflammation” is observed in adipose tissue of obese individuals from different mammal species, where excessive lipid accumulation in adipocytes provokes immune cells infiltration, tissue remodelling, fibrosis, inflammation, oxidative stress, and ultimately insulin resistance [33, 34]. The process is characterised by the secretion of pro-inflammatory cytokines, especially interleukins (IL6, IL8, TNFα), chemokines (CCL2) and reduced secretion of adiponectin and IL10 [35]. Moreover, increased oxidative stress in fat tissue has been proven to be an early instigator and one of the important underlying causes of dysregulation of adipocytokines and development of metaflammation and metabolic syndrome [36, 37]. Thus the expected pro-oxidant environment in adipose tissue in C animals, in comparison to VE or HT-supplemented ones, may be contributing to the inflammatory profile.

The development of a proinflammatory status in the adipose tissue of C piglets, in comparison to those supplemented with vitamin E or hydroxytyrosol, is supported by the upregulation of key genes (*TNF*, *TGFB1*, *NFKB*, *NLRP3*, *ILs*, *CCLs*, *TLRs*), the enrichment of biological functions involved in immune and inflammatory responses; and the activation of many different interconnected signal transduction pathways (S4–S6 Tables).

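TGFB1, a growth factor of fibrosis and immune restraint (ENSSSCG00000003017, chromosome 6, 49332169 to 49348642), gave log2 fold changes of 1.55 ± 0.566 for C over VE and 1.53 ± 0.586 for C over HT. NLRP3, the sensor of the inflammasome (ENSSSCG00000013940, chromosome 2, 56892241 to 56977412), gave 2.72 ± 1.07 and 3.36 ± 1.07, and NFKB1, a subunit of NF-kB (ENSSSCG00000030957, chromosome 8, 118391010 to 118478927), 1.01 ± 0.376 and 0.85 ± 0.381. None passed over all genes in edgeR (q = 0.318, 0.348 and 0.33 in C vs VE, 0.342, 0.335 and 0.384 in C vs HT). In C vs VE they were 0.08, -0.62 and 0.14 without G041 and G047.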

Some of the identified pathways are associated to the cellular response to inflammation and its adaptation against deleterious consequences. For instance, *phagosome formation* was the canonical pathway with the highest activation z-score in control animals when compared to VE or HT (Tables 1 and 2). The role of phagosomes is eliminating harmful particles or cells to maintain tissue homeostasis [38], and are a key mechanism in innate immune response against pathogens. Nevertheless, in the scenario of adipose tissue biology, activation of phagosomes is an indication of the metabolic dysfunction, the macrophage infiltration, the effect of proinflammatory cytokines and the macrophage response for clearance of cell debris [39]. Phagosomes are thus part of an autophagy mechanism that digests apoptotic cell membranes and damaged cellular components in order to diminish inflammation. In fact, this pathway is narrowly related to another activated one, *inflammasome pathway*, as phagosomes can serve as a platform to control inflammasome activation, cytokine and chemokine expression and release. Another highly activated pathway in C animals was *Focal adhesion kinase* (FAK). FAK is a cytoplasmic protein-tyrosine kinase located at extracellular matrix which serves as a link between the extracellular environment and intracellular compartments and plays a central role in integrin signalling and adipocyte survival [40]. Indeed, adipocyte-specific FAK is essential for adipose tissue expansion and insulin sensitivity in obese genetic backgrounds, and it is known to be induced by oxidative stress [41]. Thus, the activation of these pathways in C animals could respond to an adaptive mechanism aimed at facilitating fat cell survival in obese individuals under stress conditions.

Other relevant activated pathways are directly involved in obesity pathogenesis and play key roles in adipose tissue inflammation and development of insulin resistance [42]. Some of these involve TREM1, MAPK, NFKB, PI3K, mTOR and different ILs signalling, which are largely interconnected (Tables 1 and 2). Triggering receptors expressed on myeloid cells 1 (TREM1) plays a significant role in the induction of inflammatory response in innate immunity, synergistically with other molecules such as Toll-like receptors (TLRs), and is involved in the pathogenesis of insulin resistance in obese individuals [43, 44]. In response to TREM receptor ligation, scaffolding proteins and downstream signalling molecules are activated, including phosphatidylinositol 3-kinase (PI3K). This activation triggers the kinase AKT, which, in turn activates mammalian target of rapamycin (mTOR), a key downstream target closely associated with the pathogenesis of obesity. 

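Toll-like receptors sense microbial lipids and nucleic acids. TLR2 (ENSSSCG00000009002, chromosome 8, 75416257 to 75428370) gave log2 fold changes of 2.92 ± 0.992 for C over VE and 3.35 ± 1.01 for C over HT, TLR4 (ENSSSCG00000005503, chromosome 1, 258044610 to 258054641) 1.63 ± 0.644 and 1.93 ± 0.621, TLR6 (ENSSSCG00000026592, chromosome 8, 30159744 to 30180650) 1.24 ± 0.658 and 2.12 ± 0.64, and TLR8 (ENSSSCG00000012118, chromosome X, 9551284 to 9616762) 2.36 ± 0.858 and 2.75 ± 0.9. Over all genes none passed with edgeR, and in C vs VE the q were 0.31, 0.35, 0.489 and 0.318. With G041 and G047 left out the C over HT values were 0.16, 0.40, 0.43 and 0.39.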

In parallel, TLRs have a main role [45] and are known to regulate mitogen-activated protein kinase (MAPK) and nuclear factor-κB (NFKB) pathways, with *TLR2*, *TLR4*, *TLR6* and *TLR8* genes being upregulated in C (S4 Table). TLRs’ control MAPK regulation of TNFα-induced expression of inflammatory factors, with *TNF* being a key gene also upregulated in C group (Fig 5). TLRs stimulate NFKB and JNK signaling, which also lead to upregulation of the expression of inflammatory cytokines including TNFα and IL6, and further induce insulin resistance in adipocytes and macrophages [46, 47]. TLR activation also causes ROS production and mitochondrial failure [48], thus aggravating adipose tissue dysfunction.

Beside the cytokine storm unchained by adipose tissue macrophages, which are key players orchestrating low-grade chronic adipose tissue inflammation, there are other immune cell types within adipose tissue that play a role in starting, maintaining or trying to neutralize the inflammatory process, and which are also activated in C, specifically T cells and Natural Killer cells (Tables 1 and 2). 

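Markers of NK cells, B cells and neutrophils read higher in C than in VE, and T and NK cell markers did not pass in C vs HT. Adjusted over the list alone 8 of 9 NK cell markers (median log2 fold change 2.40), 4 of 9 B cell markers and 3 of 8 neutrophil markers were higher in C than in VE, none over all genes. EOMES, the transcription factor of cytotoxic lymphocytes, gave 4.24 ± 1.27 and PRF1, the pore-forming perforin, 2.40 ± 0.85, and CD2, an adhesion receptor of T cells, gave 3.58 ± 1.14. In C vs HT 0 of 17 T cell markers (median 1.83) and 0 of 9 NK cell markers (median 1.94) passed adjusted over the list alone, with 1 and 1 at an unadjusted p under 0.05. Camera in C vs VE gave 0.00175 for NK cells with a preset correlation, and the adjusted p was 0.651 with an estimated correlation. Leaving out G041 and G047 brought the difference of C from VE in the list mean from 1.47 to 0.196 for NK cells, from 0.998 to -0.34 for B cells and from 1.23 to 0.25 for neutrophils.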

*T helper type 1 (Th1) and 2 (Th2) activation pathways* showed the highest significance values for activation in C vs VE and HT, and several other canonical pathways involving T cells were identified too. Th1 and Th2 play an important role in mediating pro- and anti-inflammatory immune responses, respectively. Th1 cells produce Interferon γ (IFNG), a potent cytokine which is strongly upregulated in C vs VE (FC = 12x, S4 Table) and is essential in coordinating the inflammatory cascade and increasing macrophage accumulation [49]. 

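IFNG, interferon gamma (ENSSSCG00000032963, chromosome 5, 32477906 to 32482670), read 3.07 ± 4.47 CPM in C, 0.255 ± 0.304 in VE, 0.586 ± 0.699 in HT and 1.42 ± 1.49 in VEHT. Its log2 fold change was 3.56 ± 1.28 for C over VE (edgeR, q = 0.316; DESeq2, q = 0.0306) and 2.38 ± 1.32 for C over HT (q = 0.47), and without G041 and G047 it was 0.55 for C over VE and turned to -0.65 for C over HT. The 23 interferon-stimulated genes had 0 members that passed adjusted over the list alone in C vs VE, with 18 higher in C and a median of 0.25.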

IFNG also drives the transformation of macrophages from anti-inflammatory M2 to proinflammatory M1 cells. Natural killer (NK) cells are specialized innate lymphocytes that identify stressed fat cells and respond to this stress leading to proinflammatory activation of macrophages [50]. Also activated NK cells rapidly produce a variety of cytokines and cytotoxic products which induce apoptosis of target cells [51].

Obese individuals are characterised by increased levels of oxidative stress in adipose tissue [52]. This fact has been observed in different mammals including local fatty pig breeds [53] and specifically the Iberian pig [18]. In this experiment, adipose tissue transcriptome of piglets from the control group showed enrichment of functions and pathways related to the production of ROS and oxidative stress. In fact, two key pathways were activated in the C group when compared to either VE or HT groups (*Production of Nitric Oxide and Reactive Oxygen Species* and *iNOS Signaling*) (Tables 1 and 2, Fig 5). ROS are unstable reactive molecules which can oxidize important cellular constituents, thus having pro-oxidant and potentially harmful effects, but they can also play an important role in signal transduction cascades and normal cellular functions [54]. An adequate antioxidant system maintains the levels of ROS in a physiological range, but an imbalance between ROS production and antioxidant capacity causes ROS excess, which induces chemical modifications of DNA, protein, and lipids, leading to cell damage. Nitric oxide (NO) is a free radical known to limit the oxidative injury to mammalian cells mediated by ROS, by different mechanisms, and inducible nitric oxid synthase (iNOS) is one of the three isoforms of NOS which is only expressed when the cell is induced or stimulated, typically by pro-inflammatory cytokines and usually in oxidative environments [55]. These results suggest an imbalance between the production of ROS and their elimination by protective mechanisms, which is known to be related to chronic inflammation [33, 52]. Thus, the observed drastic activation of several processes and signalling pathways involved in inflammation suggests that the harmful oxidative activity of ROS, exacerbated in these genetically obese individuals, cannot be effectively counteracted by insufficient antioxidant compounds provided by the maternal control diet. This is in agreement with our previously published results, obtained from the same animals, showing a better oxidative status for the weaned piglets corresponding to supplemented groups in comparison to the control, reflected in higher plasma malondialdehyde levels in the latter [14].

Metabolic alterations occurring in adipose tissue of fatty animals (adipocyte dysfunction, inflammation and oxidative stress) are known to be associated with the release of a range of factors that predispose toward insulin resistance [56, 57]. Specifically, oxidative stress is known to alter insulin-mediated intracellular signalling pathways. In agreement, several pathways involving alterations in insulin signalling (*insulin secretion signalling*, *insulin receptor signalling*, *insulin resistance*, *Type I and Type II diabetes mellitus signalling pathways*) and others that have been found to enhance insulin resistance in obesity (such as the *adipocyte CREB/CRTC pathway*) [58] were activated in C (S6 Table). In fact, Iberian pigs are prone to obesity, leptin resistance, and insulin resistance [6, 7] and are considered a reliable translational model for studies on nutrition-associated metabolic diseases. Thus, although scientific evidences show inconsistent effects of antioxidant treatment on type II diabetes [59], our results support a potential relevant role of dietary antioxidants, applied at early developmental stages, for the prevention of insulin resistance and type II diabetes.

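ELOVL6, which elongates palmitic acid (ENSSSCG00000036236, chromosome 8, 112038670 to 112190079), read 143 ± 92.7 CPM in C, 414 ± 88 in VE, 151 ± 83 in HT and 158 ± 112 in VEHT, a log2 fold change of C over VE of -1.53 ± 0.441 (edgeR, q = 0.31). LPL, the lipase that frees fatty acids from lipoproteins (ENSSSCG00000040631, chromosome 14, 4104761 to 4134964), gave -1.25 ± 0.362 (q = 0.31), SREBF1 (ENSSSCG00000033626, chromosome 12, 60733967 to 60750951) -0.97 ± 0.266 (q = 0.31) and ACACA, the carboxylase that commits carbon to fatty acids (ENSSSCG00000017694, chromosome 12, 38580916 to 38875067), -0.90 ± 0.274 (q = 0.31). In ELOVL6, ME1 and LPL all 6 VE piglets stood above every C piglet. The mean of the fatty acid synthesis list was also higher in VE than in HT, by 0.738 (exact permutation test, 2-sided, p = 0.0152), and than in VEHT, by 0.774 (p = 0.00433). After subtraction of the adipocyte marker mean the difference of VE from C was -0.307 (same exact permutation test, p = 0.569), from HT 0.172 (p = 0.647) and from VEHT -0.104 (p = 0.781). Without G041, G047 and G141 it was 0.33 from C (exact permutation test, p = 0.419) and 0.182 from VEHT (same exact permutation test, p = 0.645), so its sign turned. The list mean followed the adipocyte mean over 24 piglets (r = 0.646, permutation p = 0.00065; rho = 0.727, p = 0.00015; r = 0.612 without the 2 libraries farthest out, G041 and G141; 3 relations tested).

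**Figure D3:**
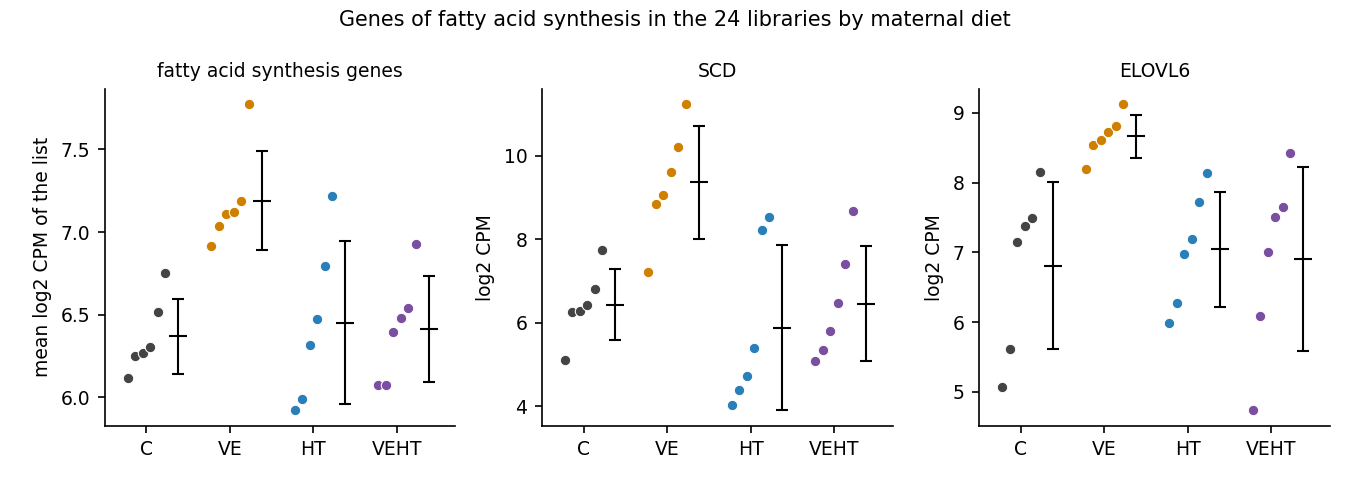
Mean of the fatty acid synthesis list, SCD and ELOVL6 per library by maternal diet, in log2 CPM. Each dot is 1 piglet, the bars give the mean and standard deviation of 6.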

Supplemented animals showed enrichment of lipid synthesis, especially the animals receiving a high dose of vitamin E. In fact, some of the key genes involved in lipid synthesis and metabolism were upregulated in VE group in comparison to C, such as *SCD* (9.1x), *ELOVL6* (2.9x), *ME1* (2.5x), *LPL* (2.3x), *SREBF1* (1.9x) or *ACACA* (1.8x) (Figs 3 and 6). 

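ME1 (ENSSSCG00000004454, chromosome 1, 82799878 to 82989895), which supplies NADPH, gave a log2 fold change of VE over HT of 1.22 ± 0.299 (edgeR, adjusted over the list alone, 0.013), ELOVL6 1.46 ± 0.332 (0.013) with all 6 VE piglets above every HT piglet, and FABP3, a carrier of fatty acids in the cytosol (ENSSSCG00000036883, chromosome 6, 87943003 to 87950708), 1.01 ± 0.284. FABP3 read 623 ± 462 CPM in C, 1123 ± 225 in VE, 557 ± 249 in HT and 719 ± 361 in VEHT. None passed over all genes (q = 0.49, 0.49 and 0.49).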

In HT-supplemented animals, this effect on lipid biosynthesis was not clearly observed, and, actually, some lipid-related genes such as *ME1*, *ELOVL6* or *FABP3* were upregulated in VE when compared to HT (S4 Table). In agreement, upstream regulators involved in adipogenesis and lipid synthesis were predicted to be activated in VE, but not in HT (S7 Table). The enrichment of lipid biosynthesis in supplemented animals may be associated with the decreased expression of lipogenic markers which is associated to inflammatory states [60], as chronic adipose tissue dysfunction compromises both adipogenesis and mature fat cell function. However, the strongest effect observed in VE group agrees with previous work indicating that vitamin E is able to regulate the expression of genes dependent on the nuclear receptor PPARγ [61] as well as to enhance adipocyte differentiation, lipid transport, adipogenesis, and mitochondrial function [62]. Moreover, results regarding expression of lipogenic genes were contrasted with histological data that confirmed adipocyte enlargement and higher lipid accumulation in adipocytes of vitamin E-supplemented piglets, which showed a higher diameter than control and hydroxytyrosol-supplemented animals (Fig 7). This finding is in agreement with a previous work showing that vitamin E supplementation reduces oxidative damage and adipose tissue fibrosis in obese mice; and allows adipocyte healthy expansion, increasing the storage capability and improving metabolic profile [62]. These matching results would indicate that VE-supplemented animals can achieve a healthy adipose tissue growth, because of an improved antioxidant status and extracellular matrix remodelling. Although there are histological studies comparing the adipocytes of fat and lean breeds [63], to the best of our knowledge this is the first study that compares the adipocytes’ size at the histological level between pigs whose mothers received different diets.

Other relevant pathways involved in tissue homeostasis were activated in animals supplemented with antioxidants. *Erythropoietin signalling pathway* was activated in both VE and HT groups (Tables 1 and 2). Erythropoietin is a glycoprotein hormone indispensable for erythropoiesis, with biological activities that extend to non-erythroid tissues, including antiapoptotic and anti-inflammatory effects in white adipose tissue [64]. *PTEN signalling pathway* was also activated in VE and to a lesser extent in HT. Phosphatase and tensin homologue (PTEN) modulates cell proliferation and is regulated by reversible oxidation of specific cysteines [65] and has an essential role in adipose tissue homeostasis, including both mass and distribution [66]. In fact, PTEN is inversely regulated and has contrary effects to MAPK and PI3K pro-inflammatory signal transduction pathways [42]. Moreover, the canonical pathway with the highest activation score in both VE and in HT groups, was *Antioxidant action of vitamin C*, implying an improved antioxidant stability in comparison to C group, again in concordance with previous findings on the same animals regarding better oxidative stability and homeostasis in supplemented groups [14].

As explained, results obtained in the two main comparisons (C vs VE and C vs HT) were similar according to the functional interpretation of the gene expression differences. In fact, there were 254 DEGs which were common to both transcriptome comparisons, and all of them showed the same regulation, with most of them being upregulated in C in the C vs VE comparison and also upregulated in C when comparing to HT (n = 244). In contrast, there were only ten common DEGs upregulated by the two antioxidants (*CYP2A19*, *COL4A62*, *RDH5*, *B3GNT4*, *RNF180*, *SLITRK6*, *ART4*, *MGP*, *PIK3R1*, *PCYT2*), suggesting a differentiated mechanism of action, which is expected due to their different nature and solubility.

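With DESeq2 here C vs VE and C vs HT shared 360 genes, 15 lower in C in both and all others higher in C in both, against 0.611 and 27.8 for independent draws. In simulated libraries without a diet effect the reuse of the C group gave a median of 1 and at most 3, again with genes that vary independently. A division of the 6 C piglets into 3 for each comparison left 2 to 61 shared genes (median 5 of 20 divisions), from a median of 332.5 and 191.5 genes called. In the division with 61 only 22 went the same way in both comparisons and 39 went opposite ways, and genes that went the same way numbered 1 to 22 (median 4). The division also leaves 3 in place of 6 C libraries to each comparison, so it does not isolate the reuse of C. edgeR called 0 genes in either comparison.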

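The genes named as raised by either antioxidant read lower in C than in VE and in HT. CYP2A19, a cytochrome P450 of xenobiotic metabolism, gave log2 fold changes of -2.72 ± 0.664 for C over VE and -2.51 ± 0.752 for C over HT, COL4A6, a basement membrane collagen, -1.32 ± 0.478 and -1.95 ± 0.47, RDH5, a retinol dehydrogenase, -2.05 ± 0.492 and -1.85 ± 0.631, and B3GNT4, a glycosyltransferase, -1.77 ± 0.46 and -1.57 ± 0.542. RNF180 (ENSSSCG00000016941, chromosome 16, 42686225 to 42951928) gave -1.11 ± 0.324 and -1.28 ± 0.323, SLITRK6, a neurite growth factor receptor, -1.44 ± 0.362 and -1.23 ± 0.434, ART4, a mono-ADP-ribosyltransferase of red cells, -1.35 ± 0.409 and -1.14 ± 0.402, and PIK3R1, the regulatory subunit of the insulin-stimulated kinase, -0.70 ± 0.176 and -0.64 ± 0.172. MGP gave -1.10 ± 0.348 for C over HT, and PCYT2 gave -0.72 ± 0.135 and -0.62 ± 0.175, from 33.1 ± 4.5 CPM in C, 54.3 ± 9.08 in VE, 51.4 ± 11.9 in HT and 46.3 ± 6.65 in VEHT. None passed over all genes with edgeR in either comparison, at q = 0.31 for PCYT2 and 0.31 for CYP2A19 in C vs VE. These 10 genes were chosen by the study from these same piglets. PIK3R1 was the 1 of 14 insulin signalling genes higher in HT than in C adjusted over the list alone.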

Differential expression data allowed the inference of potential regulators (S7 Table) controlling the observed transcriptome profiles [35]. In agreement with the main findings, pro-inflammatory molecules are proposed as potential inductors of the genes upregulated in C, while products (mostly drugs) with anti-inflammatory or antioxidant effects are proposed to mediate or mimic the functional consequences observed in VE or HT. Prediction of lipopolysaccharide (LPS) as a potential regulator activated in C is coherent as LPS-induced signalling is known to contribute to the pro-inflammatory milieu in human obesity and to trigger the production of reactive oxygen and nitrogen species, such as through TLR4-mediated NADPH oxidase activation in macrophages [67]. A large number of known major mediators of adipose tissue inflammation and related to oxidative/antioxidant unbalance were predicted as activated in C, such as TNF, NFKB, TLR4, TLR2, PI3K, ERK, RELA, STAT1/3, IL1B or IL6 [68, 69], some of them being also differentially expressed (S4 Table). Also, several interferon and interferon receptors were identified in agreement with the regulatory role of interferon axis on inflammatory features in both myeloid cells and adipocytes, and its contribution to adipose tissue inflammation [70]. On the other hand, regulators related to oxidative stability and cell homeostasis were identified as activated in the antioxidant-supplemented groups. In fact, it is interesting to highlight that vitamin E was detected as potential regulator activated in the supplemented groups for both contrasts. One of the most significantly activated regulators in both antioxidant supplemented groups was interleukin 10 receptor subunit alpha (IL10RA). IL10 is an antiinflammatory cytokine that inhibits Th1 response by blocking the synthesis of proinflammatory cytokines at a transcriptional level, signaling through its receptors IL10RA and IL10RB [71]. Regarding transcription factors, SIRT1, known to be involved in the regulation of antioxidant genes and to protect the cells from ROS [72, 73], was predicted as activated in VE and in HT when compared to control group. Also, in VE, several transcription regulators involved in adipocyte differentiation and lipid metabolism were predicted as activated, such as RXRA, SREBF2, PPARG, PPARGC1A, or RARA, but these were not identified in the transcriptome comparison C vs HT. The results provide a large list of potential candidates to drive the antioxidant effects at the adipose tissue level, being potentially classified as AREs (antioxidant response elements) [74] but additional studies would be needed to identify the key molecules involved in the antioxidant protection effects of both types of supplemented products.

The transcriptome comparison between the combined treatment (VEHT) and the Control group yielded just two DEGs. This is an intriguing result, because the strong effect of both antioxidants when administered independently and the coincidence of genes modulated by them would suggest a potential additive effect when provided jointly, which is not at all observed. This finding is in agreement with the results obtained when a factorial model was applied, with scarce genes being affected by the global vitamin E or hydroxytyrosol levels, and a large number of genes showing a significant VE*HT interaction effect (S4 Table). 

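The macrophage marker mean was 6.09 ± 1.52 log2 CPM in VEHT and 4.70 ± 0.736 in HT (n = 6 per diet; exact permutation test, 2-sided, p = 0.0584 against HT and 0.165 against VE). The interaction of vitamin E and hydroxytyrosol on this mean was 2.51 ± 1.17 over 24 piglets and 0.676 ± 0.748 over the 21 without G041, G047 and G141. On the plasma cell mean it was 4.32 ± 1.66 and 1.49 ± 0.796, on the dendritic cell mean 3.46 ± 1.22 and 1.37 ± 0.566, on chemokines 3.37 ± 1.42 and 1.06 ± 0.81, on the superoxide-generating NADPH oxidase list 2.66 ± 0.952 and 1.05 ± 0.478, on fatty acid synthesis -0.857 ± 0.285 and -0.7 ± 0.318 and on cholesterol synthesis -0.187 ± 0.305 and -0.547 ± 0.224, as estimate and standard error.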

Besides, the transcriptome comparisons between VE or HT groups against VEHT (S4 Table) support a pro-inflammatory transcriptome profile in VEHT, resembling that of the control group, and meaning that C and VEHT behave similarly at the adipose tissue transcriptome level in this experiment. In general, for performance traits, the combined treatment resulted in a similar effect to independent treatments [14]. Nevertheless, local effects of antioxidants at the adipose tissue level may be dependent on the specific role of ROS in this tissue. In fact, numerous previous studies indicate that ROS balance is required for normal functioning of white adipose tissue. Both, excessive but also diminished levels of ROS, which can result from over supplementation with antioxidants, can contribute to white adipose tissue dysfunction and inflammation, as well as insulin resistance [57]. Thus, it can be hypothesized that joint administration led to reduction of ROS below an adequate level to allow tissue homeostasis, and this is translated into a predicted altered state similar to that predicted for the control group. In addition, an antagonism between VE and HT could occur at the adipose tissue leading to the observed lack of effect on transcriptome. Further studies would be needed to clarify this unexpected but interesting result.

It has to be also considered that the nutrigenomic effects observed on piglet transcriptome in the present work are indirect, as they depend on the transmission of bioactive compounds from the supplemented mothers to the foetus via placenta, during gestation, and after birth through colostrum and milk. This implies that effects are modulated by the influence of the dietary antioxidants on the mother’s metabolism and on colostrum and milk composition. Prenatal transmission of bioactive compounds was not monitored, but colostrum and milk composition at days 7 and 20 lactation were studied in a previous work [12]. Vitamin content in colostrum and milk was modified by the applied treatments to a different extent. Briefly, supplementation with vitamin E increased the α-tocopherol content of colostrum and in a less extent that of milk, hydroxytyrosol did not influence α-tocopherol content but increased the content of vitamin A (retinol) in milk, and the combined supplementation showed the highest levels of vitamin E in colostrum and milk. This last finding may contribute to a very low level of ROS in VEHT group supporting the hypothesis presented in the previous paragraph. Also, antioxidant supplementation affected colostrum and milk fatty acid composition, with varying effects over time, but it is interesting to highlight that significant interaction effects were found, with milk obtained from C and VEHT sows at day 20 of lactation showing higher levels of n6-polyunsaturated fatty acids (PUFAs) than that of VE and HT sows. In the same way, oxidative stability of milk at day 20 of lactation was similar for C and VEHT groups. These findings are also relevant for the interpretation of the complex observed transcriptome results, as, for instance, n6-PUFA, which were increased in the milk of C and VEHT near weaning, are known to be prone to free radical-induced autoxidation and to contribute to tissue inflammation [75] and could help in the explanation of the similar transcriptome profile observed for C and VEHT.

## Conclusions

Maternal dietary supplementation with antioxidants during the perinatal period has a strong effect on the adipose tissue transcriptome of the offspring, studied in a critical development stage, five days after weaning. Results agree with an improved metabolic and antioxidant status of adipose tissue from piglets born to sows supplemented with either vitamin E or hydroxytyrosol. Animals from control group show gene expression changes that may be associated to an impaired adipose tissue homeostasis, with activation of oxidative stress pathways, immune signalling, and inflammation. Nutrigenomic effects induced by both antioxidants, when administered independently, are similar, but vitamin E activates lipid biosynthetic processes and increases adipocyte size and these effects are not observed after hydroxytyrosol supplementation.

The VEHT and C groups showed a similar transcriptome profile, with a negligible response observed after supplementing with both antioxidants jointly when compared to the control diet. This unexpected finding may indicate a local antagonism between either antioxidant agents or a detrimental effect of an excess of antioxidant supplementation on adipose tissue homeostasis. Effects of other bioactive compounds derived from the metabolic effects of the supplemented diets on the sows, and transferred to the piglets, cannot be discarded.

Potential regulators involved in the observed expression differences were detected, such as SIRT1, ATF3, TNF, IFNB, NFKB, STAT, RELA, IL1A, IL1B, CSF2 or TLR4, which could be related to the mechanisms of action of both antioxidants and the oxidative balance of adipose tissue.

## Supporting information

S1 Fig Principal component analyses of transcriptome data for the 24 analyzed samples.

S1 Table Composition of experimental diets.

S2 Table Primers used for technical validation of differential expression.

S3 Table Significant interaction VE*HT effects (q<0.10).

S4 Table Lists of differentially expressed genes corresponding to each transcriptome contrast (q<0.10 and FC ≥1.5).

S5 Table Functional enrichment for the sets of DEGs obtained in each transcriptome contrast performed with DAVID tool.

S6 Table Prediction of canonical pathways activated or inhibited by the DEGs found in the comparisons CvsVE and CvsHT.

S7 Table Prediction of upstream regulators potentially involved in the expression changes found in the comparisons CvsVE and CvsHT.

## References

[1] HansonM. The birth and future health of DOHaD. J Dev Orig Health Dis. 2015;6: 434–437. doi: 10.1017/S2040174415001129 26004094

[2] LiQ, YangS, ChenF, GuanW, ZhangS. Nutritional strategies to alleviate oxidative stress in sows. Anim Nutr. 2022;9: 60–73. doi: 10.1016/j.aninu.2021.10.006 35949982 PMC9344312

[3] HaoY, XingM, GuX. Research Progress on Oxidative Stress and Its Nutritional Regulation Strategies in Pigs. Anim Open Access J MDPI. 2021;11: 1384. doi: 10.3390/ani11051384 34068057 PMC8152462

[4] VentoM. Oxidative stress in the perinatal period. Free Radic Biol Med. 2019;142: 1–2. doi: 10.1016/j.freeradbiomed.2019.07.028 31351951

[5] Berchieri-RonchiCB, KimSW, ZhaoY, CorreaCR, YeumK-J, FerreiraALA. Oxidative stress status of highly prolific sows during gestation and lactation. Animal. 2011;5: 1774–1779. doi: 10.1017/S1751731111000772 22440418

[6] Torres-RoviraL, AstizS, CaroA, Lopez-BoteC, OviloC, PallaresP, et al. Diet-Induced Swine Model with Obesity/Leptin Resistance for the Study of Metabolic Syndrome and Type 2 Diabetes. Sci World J. 2012;2012: e510149. doi: 10.1100/2012/510149 22629144 PMC3354447

[7] OviloC, FernándezA, FernándezAI, FolchJM, VaronaL, BenítezR, et al. Hypothalamic expression of porcine leptin receptor (LEPR), neuropeptide Y (NPY), and cocaine- and amphetamine-regulated transcript (CART) genes is influenced by LEPR genotype. Mamm Genome Off J Int Mamm Genome Soc. 2010;21: 583–591. doi: 10.1007/s00335-010-9307-1 21128076

[8] Gonzalez-BulnesA, Torres-RoviraL, OviloC, AstizS, Gomez-IzquierdoE, Gonzalez-AñoverP, et al. Reproductive, endocrine and metabolic feto-maternal features and placental gene expression in a swine breed with obesity/leptin resistance. Gen Comp Endocrinol. 2012;176: 94–101. doi: 10.1016/j.ygcen.2011.12.038 22251656

[9] Gonzalez-BulnesA, OviloC, Lopez-BoteCJ, AstizS, AyusoM, Perez-SolanaML, et al. Gender-specific early postnatal catch-up growth after intrauterine growth retardation by food restriction in swine with obesity/leptin resistance. Reproduction. 2012;144: 269–278. doi: 10.1530/REP-12-0105 22692087

[10] BlaviL, Solà-OriolD, LlonchP, López-VergéS, Martín-OrúeSM, PérezJF. Management and Feeding Strategies in Early Life to Increase Piglet Performance and Welfare around Weaning: A Review. Animals. 2021;11: 302. doi: 10.3390/ani11020302 33503942 PMC7911825

[11] Vazquez-GomezM, Garcia-ContrerasC, Torres-RoviraL, PesantezJL, Gonzalez-AñoverP, Gomez-FidalgoE, et al. Polyphenols and IUGR pregnancies: Maternal hydroxytyrosol supplementation improves prenatal and early-postnatal growth and metabolism of the offspring. PloS One. 2017;12: e0177593. doi: 10.1371/journal.pone.0177593 28545153 PMC5435224

[12] LavianoHD, GómezG, MuñozM, García-CascoJM, NuñezY, EscuderoR, et al. Dietary Vitamin E and/or Hydroxytyrosol Supplementation to Sows during Late Pregnancy and Lactation Modifies the Lipid Composition of Colostrum and Milk. Antioxidants. 2023;12: 1039. doi: 10.3390/antiox12051039 37237905 PMC10215564

[13] LavianoHD, GómezG, EscuderoR, NuñezY, García-CascoJM, MuñozM, et al. Maternal Supplementation of Vitamin E or Its Combination with Hydroxytyrosol Increases the Gut Health and Short Chain Fatty Acids of Piglets at Weaning. Antioxidants. 2023;12: 1761. doi: 10.3390/antiox12091761 37760063 PMC10526103

[14] GómezG, LavianoHD, García-CascoJM, EscuderoR, MuñozM, Heras-MolinaA, et al. Different Effect of Vitamin E or Hydroxytyrosol Supplementation to Sow’s Diet on Oxidative Status and Performances of Weaned Piglets. Antioxidants. 2023;12: 1504. doi: 10.3390/antiox12081504 37627499 PMC10451658

[15] O’HeaEK, LeveilleGA. Significance of adipose tissue and liver as sites of fatty acid synthesis in the pig and the efficiency of utilization of various substrates for lipogenesis. J Nutr. 1969;99: 338–344. doi: 10.1093/jn/99.3.338 5350989

[16] KershawEE, FlierJS. Adipose tissue as an endocrine organ. J Clin Endocrinol Metab. 2004;89: 2548–2556. doi: 10.1210/jc.2004-0395 15181022

[17] MasschelinPM, CoxAR, ChernisN, HartigSM. The Impact of Oxidative Stress on Adipose Tissue Energy Balance. Front Physiol. 2019;10: 1638. doi: 10.3389/fphys.2019.01638 32038305 PMC6987041

[18] BenítezR, TrakooljulN, NúñezY, IsabelB, MuraniE, De MercadoE, et al. Breed, Diet, and Interaction Effects on Adipose Tissue Transcriptome in Iberian and Duroc Pigs Fed Different Energy Sources. Genes. 2019;10: 589. doi: 10.3390/genes10080589 31382709 PMC6723240

[19] BenítezR, NuñezY, OviloC. Nutrigenomics in Farm Animals. J Investig Genomics. 2017;4: 00059. doi: 10.15406/jig.2017.04.00059

[20] Lange C. New NRC (2012) Nutrient Requirements of Swine. 2014. https://www.semanticscholar.org/paper/New-NRC-(-2012-)-Nutrient-Requirements-of-Swine-Lange/42fd9eb55172213163e8d4aa17852d1a302d2dde

[21] ReyAI, de-CaraA, CalvoL, PuigP, HechavarríaT. Changes in Plasma Fatty Acids, Free Amino Acids, Antioxidant Defense, and Physiological Stress by Oleuropein Supplementation in Pigs Prior to Slaughter. Antioxidants. 2020;9: 56. doi: 10.3390/antiox9010056 31936246 PMC7022758

[22] Garcia-ContrerasC, Vazquez-GomezM, BarberoA, PesantezJL, ZinelluA, BerlinguerF, et al. Polyphenols and IUGR Pregnancies: Effects of Maternal Hydroxytyrosol Supplementation on Placental Gene Expression and Fetal Antioxidant Status, DNA-Methylation and Phenotype. Int J Mol Sci. 2019;20: 1187. doi: 10.3390/ijms20051187 30857182 PMC6429121

[23] FASTQC. A quality control tool for high throughput sequence data | BibSonomy. [cited 8 Nov 2023]. https://www.bibsonomy.org/bibtex/2b6052877491828ab53d3449be9b293b3/ozborn

[24] KimD, LangmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. 2015;12: 357–360. doi: 10.1038/nmeth.3317 25751142 PMC4655817

[25] AndersS, PylPT, HuberW. HTSeq—a Python framework to work with high-throughput sequencing data. Bioinforma Oxf Engl. 2015;31: 166–169. doi: 10.1093/bioinformatics/btu638 25260700 PMC4287950

[26] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi: 10.1186/s13059-014-0550-8 25516281 PMC4302049

[27] HuangDW, ShermanBT, LempickiRA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4: 44–57. doi: 10.1038/nprot.2008.211 19131956

[28] VandesompeleJ, De PreterK, PattynF, PoppeB, Van RoyN, De PaepeA, et al. Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol. 2002;3: RESEARCH0034. doi: 10.1186/gb-2002-3-7-research0034 12184808 PMC126239

[29] SteibelJP, PolettoR, CoussensPM, RosaGJM. A powerful and flexible linear mixed model framework for the analysis of relative quantification RT-PCR data. Genomics. 2009;94: 146–152. doi: 10.1016/j.ygeno.2009.04.008 19422910

[30] MironM, WoodyOZ, MarcilA, MurieC, SladekR, NadonR. A methodology for global validation of microarray experiments. BMC Bioinformatics. 2006;7: 333. doi: 10.1186/1471-2105-7-333 16822306 PMC1539027

[31] AmazanD, ReyAI, FernándezE, López-BoteCJ. Natural vitamin E (d-α-tocopherol) supplementation in drinking water prevents oxidative stress in weaned piglets. Livest Sci. 2012;145: 55–62. doi: 10.1016/j.livsci.2011.12.022

[32] Lopez-Bote CJ. Sustained utilization of the Iberian pig breed. Meat Sci. 1998;49S1: S17-27.22060709

[33] Martínez-FernándezL, Fernández-GalileaM, Felix-SorianoE, EscotéX, González-MuniesaP, Moreno-AliagaMJ. Chapter 4—Inflammation and Oxidative Stress in Adipose Tissue: Nutritional Regulation. In: del MoralAM, Aguilera GarcíaCM, editors. Obesity. Academic Press; 2018. pp. 63–92.

[34] Ruiz-OjedaFJ, Méndez-GutiérrezA, AguileraCM, Plaza-DíazJ. Extracellular Matrix Remodeling of Adipose Tissue in Obesity and Metabolic Diseases. Int J Mol Sci. 2019;20: 4888. doi: 10.3390/ijms20194888 31581657 PMC6801592

[35] KawaiT, AutieriMV, ScaliaR. Adipose tissue inflammation and metabolic dysfunction in obesity. Am J Physiol—Cell Physiol. 2021;320: C375–C391. doi: 10.1152/ajpcell.00379.2020 33356944 PMC8294624

[36] FurukawaS, FujitaT, ShimabukuroM, IwakiM, YamadaY, NakajimaY, et al. Increased oxidative stress in obesity and its impact on metabolic syndrome. J Clin Invest. 2004;114: 1752–1761. doi: 10.1172/JCI21625 15599400 PMC535065

[37] MannaP, JainSK. Obesity, Oxidative Stress, Adipose Tissue Dysfunction, and the Associated Health Risks: Causes and Therapeutic Strategies. Metab Syndr Relat Disord. 2015;13: 423–444. doi: 10.1089/met.2015.0095 26569333 PMC4808277

[38] FountainA, InpanathanS, AlvesP, VerdawalaMB, BotelhoRJ. Phagosome maturation in macrophages: Eat, digest, adapt, and repeat. Adv Biol Regul. 2021;82: 100832. doi: 10.1016/j.jbior.2021.100832 34717137

[39] JuL, HanJ, ZhangX, DengY, YanH, WangC, et al. Obesity-associated inflammation triggers an autophagy–lysosomal response in adipocytes and causes degradation of perilipin 1. Cell Death Dis. 2019;10: 1–16. doi: 10.1038/s41419-019-1393-8 30741926 PMC6370809

[40] LukCT, ShiSY, CaiEP, SivasubramaniyamT, KrishnamurthyM, BruntJJ, et al. FAK signalling controls insulin sensitivity through regulation of adipocyte survival. Nat Commun. 2017;8: 14360. doi: 10.1038/ncomms14360 28165007 PMC5303880

[41] Lopez-MejiaIC, PijuanJ, NavaridasR, SantacanaM, GatiusS, VelascoA, et al. Oxidative stress-induced FAK activation contributes to uterine serous carcinoma aggressiveness. Mol Oncol. 2023;17: 98–118. doi: 10.1002/1878-0261.13346 36409196 PMC9812840

[42] WenX, ZhangB, WuB, XiaoH, LiZ, LiR, et al. Signaling pathways in obesity: mechanisms and therapeutic interventions. Signal Transduct Target Ther. 2022;7: 298. doi: 10.1038/s41392-022-01149-x 36031641 PMC9420733

[43] ColonnaM. The biology of TREM receptors. Nat Rev Immunol. 2023;23: 580–594. doi: 10.1038/s41577-023-00837-1 36750615 PMC9904274

[44] SubramanianS, PallatiPK, SharmaP, AgrawalDK, NandipatiKC. Significant association of TREM-1 with HMGB1, TLRs and RAGE in the pathogenesis of insulin resistance in obese diabetic populations. Am J Transl Res. 2017;9: 3224–3244. 28804542 PMC5553874

[45] OspeltC, GayS. TLRs and chronic inflammation. Int J Biochem Cell Biol. 2010;42: 495–505. doi: 10.1016/j.biocel.2009.10.010 19840864

[46] PeixotoLG, TeixeiraRR, VilelaDD, BarbosaLN, CaixetaDC, DeconteSR, et al. Metformin attenuates the TLR4 inflammatory pathway in skeletal muscle of diabetic rats. Acta Diabetol. 2017;54: 943–951. doi: 10.1007/s00592-017-1027-5 28791487

[47] KorbeckiJ, Bajdak-RusinekK. The effect of palmitic acid on inflammatory response in macrophages: an overview of molecular mechanisms. Inflamm Res Off J Eur Histamine Res Soc Al. 2019;68: 915–932. doi: 10.1007/s00011-019-01273-5 31363792 PMC6813288

[48] OklaM, ZaherW, AlfayezM, ChungS. Inhibitory Effects of Toll-Like Receptor 4, NLRP3 Inflammasome, and Interleukin-1β on White Adipocyte Browning. Inflammation. 2018;41: 626–642. doi: 10.1007/s10753-017-0718-y 29264745 PMC6066287

[49] WangQ, WangY, XuD. The roles of T cells in obese adipose tissue inflammation. Adipocyte. 2021;10: 435–445. doi: 10.1080/21623945.2021.1965314 34515616 PMC8463033

[50] FernøJ, StrandK, MellgrenG, StiglundN, BjörkströmNK. Natural Killer Cells as Sensors of Adipose Tissue Stress. Trends Endocrinol Metab. 2020;31: 3–12. doi: 10.1016/j.tem.2019.08.011 31597606

[51] BendelacA, SavagePB, TeytonL. The Biology of NKT Cells. Annu Rev Immunol. 2007;25: 297–336. doi: 10.1146/annurev.immunol.25.022106.141711 17150027

[52] Bondia-PonsI, RyanL, MartinezJA. Oxidative stress and inflammation interactions in human obesity. J Physiol Biochem. 2012;68: 701–711. doi: 10.1007/s13105-012-0154-2 22351038

[53] PoklukarK, Čandek-PotokarM, Batorek LukačN, TomažinU, ŠkrlepM. Lipid Deposition and Metabolism in Local and Modern Pig Breeds: A Review. Animals. 2020;10: 424. doi: 10.3390/ani10030424 32138208 PMC7142902

[54] SiesH, JonesDP. Reactive oxygen species (ROS) as pleiotropic physiological signalling agents. Nat Rev Mol Cell Biol. 2020;21: 363–383. doi: 10.1038/s41580-020-0230-3 32231263

[55] AnaviS, TiroshO. iNOS as a metabolic enzyme under stress conditions. Free Radic Biol Med. 2020;146: 16–35. doi: 10.1016/j.freeradbiomed.2019.10.411 31672462

[56] LeeB-C, LeeJ. Cellular and molecular players in adipose tissue inflammation in the development of obesity-induced insulin resistance. Biochim Biophys Acta BBA—Mol Basis Dis. 2014;1842: 446–462. doi: 10.1016/j.bbadis.2013.05.017 23707515 PMC3800253

[57] CastroJP, GruneT, SpeckmannB. The two faces of reactive oxygen species (ROS) in adipocyte function and dysfunction. Biol Chem. 2016;397: 709–724. doi: 10.1515/hsz-2015-0305 27031218

[58] QiL, SaberiM, ZmudaE, WangY, AltarejosJ, ZhangX, et al. Adipocyte CREB Promotes Insulin Resistance in Obesity. Cell Metab. 2009;9: 277–286. doi: 10.1016/j.cmet.2009.01.006 19254572 PMC2730923

[59] ParkS, ParkS-Y. Can antioxidants be effective therapeutics for type 2 diabetes? Yeungnam Univ J Med. 2020;38: 83–94. doi: 10.12701/yujm.2020.00563 33028055 PMC8016622

[60] Poulain-GodefroyO, LecoeurC, PattouF, FrühbeckG, FroguelP. Inflammation is associated with a decrease of lipogenic factors in omental fat in women. Am J Physiol Regul Integr Comp Physiol. 2008;295: R1–7. doi: 10.1152/ajpregu.00926.2007 18448614

[61] LandrierJ-F, MarcotorchinoJ, TourniaireF. Lipophilic Micronutrients and Adipose Tissue Biology. Nutrients. 2012;4: 1622–1649. doi: 10.3390/nu4111622 23201837 PMC3509510

[62] AlcaláM, Sánchez-VeraI, SevillanoJ, HerreroL, SerraD, RamosMP, et al. Vitamin E reduces adipose tissue fibrosis, inflammation, and oxidative stress and improves metabolic profile in obesity. Obesity. 2015;23: 1598–1606. doi: 10.1002/oby.21135 26148343

[63] HausmanGJ, BergenWG, EthertonTD, SmithSB. The history of adipocyte and adipose tissue research in meat animals. J Anim Sci. 2018;96: 473–486. doi: 10.1093/jas/skx050 29385468 PMC6140974

[64] AlnaeeliM, RaakaBM, GavrilovaO, TengR, ChanturiyaT, NoguchiCT. Erythropoietin signaling: a novel regulator of white adipose tissue inflammation during diet-induced obesity. Diabetes. 2014;63: 2415–2431. doi: 10.2337/db13-0883 24647735 PMC4066343

[65] ChoS-H, LeeC-H, AhnY, KimH, KimH, AhnC-Y, et al. Redox regulation of PTEN and protein tyrosine phosphatases in H2O2-mediated cell signaling. FEBS Lett. 2004;560: 7–13. doi: 10.1016/s0014-5793(04)00112-7 15017976

[66] HuangW, QueenNJ, McMurphyTB, AliS, CaoL. Adipose PTEN regulates adult adipose tissue homeostasis and redistribution via a PTEN-leptin-sympathetic loop. Mol Metab. 2019;30: 48–60. doi: 10.1016/j.molmet.2019.09.008 31767180 PMC6812328

[67] PageMJ, KellDB, PretoriusE. The Role of Lipopolysaccharide-Induced Cell Signalling in Chronic Inflammation. Chronic Stress. 2022;6: 24705470221076390. doi: 10.1177/24705470221076390 35155966 PMC8829728

[68] EderK, BaffyN, FalusA, FulopAK. The major inflammatory mediator interleukin-6 and obesity. Inflamm Res Off J Eur Histamine Res Soc Al. 2009;58: 727–736. doi: 10.1007/s00011-009-0060-4 19543691

[69] HanMS, WhiteA, PerryRJ, CamporezJ-P, HidalgoJ, ShulmanGI, et al. Regulation of adipose tissue inflammation by interleukin 6. Proc Natl Acad Sci U S A. 2020;117: 2751–2760. doi: 10.1073/pnas.1920004117 31980524 PMC7022151

[70] ChanCC, DamenMSMA, Moreno-FernandezME, StankiewiczTE, CappellettiM, AlarconPC, et al. Type I interferon sensing unlocks dormant adipocyte inflammatory potential. Nat Commun. 2020;11: 2745. doi: 10.1038/s41467-020-16571-4 32488081 PMC7265526

[71] Antuna-PuenteB, FellahiS, McAvoyC, FèveB, BastardJ-P. Interleukins in adipose tissue: Keeping the balance. Mol Cell Endocrinol. 2022;542: 111531. doi: 10.1016/j.mce.2021.111531 34910978

[72] OlmosY, Sánchez-GómezFJ, WildB, García-QuintansN, CabezudoS, LamasS, et al. SirT1 regulation of antioxidant genes is dependent on the formation of a FoxO3a/PGC-1α complex. Antioxid Redox Signal. 2013;19: 1507–1521. doi: 10.1089/ars.2012.4713 23461683 PMC3797451

[73] SinghCK, ChhabraG, NdiayeMA, Garcia-PetersonLM, MackNJ, AhmadN. The Role of Sirtuins in Antioxidant and Redox Signaling. Antioxid Redox Signal. 2018;28: 643–661. doi: 10.1089/ars.2017.7290 28891317 PMC5824489

[74] RaghunathA, SundarrajK, NagarajanR, ArfusoF, BianJ, KumarAP, et al. Antioxidant response elements: Discovery, classes, regulation and potential applications. Redox Biol. 2018;17: 297–314. doi: 10.1016/j.redox.2018.05.002 29775961 PMC6007815

[75] LiputKP, LepczyńskiA, OgłuszkaM, NawrockaA, PoławskaE, GrzesiakA, et al. Effects of Dietary n–3 and n–6 Polyunsaturated Fatty Acids in Inflammation and Cancerogenesis. Int J Mol Sci. 2021;22: 6965. doi: 10.3390/ijms22136965 34203461 PMC8268933

# Supplementary material for: Maternal dietary antioxidant supplementation regulates weaned piglets’ adipose tissue transcriptome and morphology
**Source:** PLoS One. 2024 Sep 12;19(9):e0310399. doi: 10.1371/journal.pone.0310399
**Supplement:** S1 Table

**Table S1.**

1. Analyzed composition and fatty acid proportion of the sows’ experimental diets.

| ***Analyzed Composition* ^1^** | **CONTROL** | **VE** | **HT** | **HT + VE** |
| --- | --- | --- | --- | --- |
| Dry matter, % | 90.8 | 89.8 | 91.1 | 91.2 |
| Crude Protein, % | 13.1 | 14.0 | 15.0 | 14.5 |
| Fat, % | 4.3 | 3.6 | 3.8 | 3.7 |
| Ash, % | 6.5 | 6.4 | 6.9 | 6.0 |
| Fiber, % | 4.3 | 4.4 | 4.3 | 4.4 |
| Starch, % | 49.0 | 46.1 | 41.1 | 43.0 |
| Vitamin E, mg/kg | 70.5 | 103.6 | 65.4 | 114.1 |
| ***Fatty acid composition*** | |  |  |  |
| C14:0 | 0.60 | 0.66 | 0.56 | 0.60 |
| C16:0 | 19.80 | 21.48 | 19.10 | 20.11 |
| C16:1n-9 | 0.12 | 0.15 | 0.12 | 0.12 |
| C16:1n-7 | 0.79 | 0.87 | 0.73 | 0.78 |
| C18:0 | 4.77 | 4.80 | 4.45 | 4.54 |
| C18:1n-9 | 28.97 | 25.26 | 30.33 | 26.94 |
| C18:1n-7 | 1.92 | 1.49 | 1.57 | 1.60 |
| C18:2n-6 | 38.97 | 40.81 | 38.97 | 40.89 |
| C18:3n-3 | 3.04 | 3.44 | 3.15 | 3.36 |
| C20:0 | 0.30 | 0.26 | 0.30 | 0.31 |
| C20:1n-9 | 0.52 | 0.58 | 0.55 | 0.58 |
| ∑SAT | 25.47 | 27.20 | 24.41 | 25.55 |
| ∑MUFA | 32.33 | 28.35 | 33.29 | 30.02 |
| ∑PUFA | 42.01 | 44.25 | 42.11 | 44.25 |

^1^ Ingredients (%): Corn: 16.03; wheat: 10; Barley: 50; soya meal 47: 6.73; wheat bran: 6.54; pork lard: 1; beetroot pulp: 5; calcium carbonate: 1.98; dicalcium phosphate: 0.54; salt: 0.5; L-lysine: 0.50; Methionine: 0.04; threonine: 0.18; choline chloride: 0.03; premix: 0.3 (per kg/diet: vitamin A: 12,000 IU; Vitamin D_3_: 1400 IU; Vitamin B_1_: 1.1 mg; Vitamin B_2_: 6 mg; Vitamin B_12_: 0.08 mg; Vitamin B_6_: 12 mg; Nicotinic acid: 21 mg; Biotin: 0.12 mg; Pantothenic acid: 12 mg; Vitamin K_3_: 1.1 mg; Choline chloride: 225 mg; Fe (ferrous carbonate): 60 mg; Cu (pentahydrate sulphate): 14.2 mg; Zn (oxide): 100 mg; Mn (monohydrate sulphate): 30 mg; I (potassium iodure): 0.8 mg; Se (sodium selenite): 0.3 mg. Calculated metabolizable energy (ME) based on ingredient composition = 3030 Kcal ME/kg.

1. Analyzed composition of the piglets’ weaning diet

| ***Analyzed Composition*** | Weaning diet |
| --- | --- |
| Dry matter, % | 89.48 |
| Crude Protein, % | 14.46 |
| Fat, % | 4.68 |
| Fiber, % | 3.71 |
| Ash, % | 4.80 |
| Starch, % | 45.55 |
| Sugars, % | 4.09 |
| Met, % | 0.31 |
| Met+ Cys, % | 0.57 |
| Lys, % | 0.98 |
| Thr, % | 0.62 |
| Thp, % | 0.70 |
| Ca, % | 0.70 |
| P, % | 0.43 |
| ME (Kcal/kg) | 3250 |

Ingredients (%): Corn: 25; wheat: 20; barley: 30; fish protein: 5; soya 47: 8.71; beetroot pulp: 3; milk serum: 2.5; monocalcium phosphate: 0.42; calcium carbonate: 0.96; lard: 2.72; trn: 0.1; lys: 0.5; met: 0.06; salt: 0.3; enzymes: 0.1; protacid (60% formic acid+40% lignosulfonic acid): 0.3; choline chloride: 0.02; premix: 0.3.

How the deposited data were processed for this re-analysis (not part of the article)

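Gene expression was measured by RNA sequencing in dorsal subcutaneous fat of 24 male Iberian piglets of 33 days, 5 days after weaning, 6 per maternal diet, each from a separate litter, so that replicates are separate animals and none is a technical repeat. The deposited table holds raw counts per Ensembl gene, which the authors made by trimming with TrimGalore, mapping to Sscrofa11.1 with HISAT and counting with HTSeq-count, and it ends with the summary entries of the counter. The submitters' processing notes name HISAT2, and neither they nor the paper give versions, annotation release or strand setting. The values were whole numbers with a different total in each library, as raw counts are. Library columns carry the animal number and the diet, from which the groups were taken, and the replicate numbers of the labels stand in no column.

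Of the reads in the table, 8.31% to 16.5% per library had no feature (mean 13.3%), 1.48% to 2.74% were ambiguous, 1.22% to 1.93% were of low alignment quality, 1.59% to 2.45% were not aligned and 2.41% to 5.15% were not unique. These entries were left out of library sizes and tests. The median library had 47564362 gene counts, and a gene with 100 counts carries a sampling error of 10%. No library was a copy of another, and all 24 were kept.

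Tests used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and statmod 1.5.0, and figures were drawn with Python 3.11.15. Genes without counts in 75% or more of the libraries of a comparison were dropped, the filter of the paper. The main test was the edgeR quasi-likelihood F test with TMM factors, each pair of diets on its own 12 libraries, with a q of at most 0.10 after Benjamini-Hochberg adjustment and a fold change of at least 1.5. The factorial model had sum-to-zero contrasts over all 24 libraries, and its interaction took the q alone, as in the paper. Vitamin E effects are positive where the dose of 100 mg/kg was higher, and an interaction is positive where the effect of 1 antioxidant was higher in the presence of the other.

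DESeq2 with its own size factors, Wald test and independent filtering, RLE size factors in edgeR, no filter, the filterByExpr filter, a fit of all 24 libraries at once, limma voom with sample quality weights, a q of at most 0.05 and the removal of each library in turn were set as alternatives before the values were examined. After the values were seen, fits without animals G041, G047 and G141 and fits with the skeletal muscle marker mean as a covariate were added, and list means were compared again without these animals. Other splits of the same libraries into groups of equal size were tested with edgeR and DESeq2, 99 besides the real one for each pair and 99 other assignments of the 24 libraries for the factorial model.

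Gene lists and cell type markers were written down before the values were examined: 32 lists of lipid, oxidative, inflammatory and other functions and 20 sets of markers. Each was tested with camera, with a preset correlation of 0.01 and with the correlation between its genes estimated, and with fry, and p values were adjusted over all lists and comparisons. The smallest adjusted p of fry over all lists was 0.318. A count adjusted over the list alone applies the Benjamini-Hochberg adjustment to the edgeR p values of the list's members. Means of the log2 CPM of a list's members per library were compared between diets by exact permutation tests, all 2-sided, over all 924 ways to divide 12 libraries, and correlations were tested with random permutations. Genes were named by a rule set before the values were examined: those with the largest fold changes and smallest adjusted p values among the genes called, every gene the paper names for a comparison, and the members with the smallest p of each list described. Values of JAKMIP2, DAO, SCD, SLC30A2, SBK2, JCHAIN, MZB1, ARG1, HPSE, XDH, LIPN, KNG1, HOXA10, COMP and TNMD in the paper's supplementary tables had been seen when the rule was written. SCD, SLC30A2, JCHAIN, MZB1, XDH, HOXA10, COMP and TNMD are members of the gene lists and marker sets. Lists that hold them may therefore not be blind to the paper's values.

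The chain was tested on simulated data, negative binomial counts with the means, dispersions and library sizes of the piglets and known changes in 200 genes. In simulated C and VE libraries edgeR recovered 17.9%, 61.2% and 75.8% of genes changed 2, 4 and 8 times, with 6 false among 109 genes called, and DESeq2 35.8%, 82.1% and 90.9%, with 99 false among 238. For the interaction edgeR recovered 56.7%, 83.6% and 89.4%, with 14 false among 167, and DESeq2 had 72 false among 240. For a list of 20 raised genes camera gave 2.27e-35 with the preset correlation and 4.9e-07 with an estimated correlation, and 0 of 50 lists of unchanged genes were under 0.05 with the preset correlation. The simulated genes vary independently of each other, so this does not test the preset correlation on lists of genes that are expressed together.

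Overlaps of the gene sets called in pairs of comparisons that share a diet were set beside the overlap of independent draws and beside simulated libraries without any diet effect in which the shared group entered both comparisons. Read alignment, qPCR, adipocyte diameters, enrichment of terms in DAVID and predictions of pathways and regulators by IPA were left out, since their inputs are not part of the deposited table. SNORD123 and C17orf98 had no matching identifier. The replicate number could not be used as a block.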

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

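The tests of the 3 patterns weighed here were chosen only after the results were seen, and the fits without animals G041, G047 and G141 and with the skeletal muscle marker mean as a covariate were added for them. The test for a library apart from its group was set beforehand and run on 92 groups of 6 libraries, and chance marks about 1 in 20 groups.

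In 5 marker means a library stood apart from the other 5 of its diet. The mast cell mean of HT piglet G066 was 3.74 log2 CPM, with the next at 2.94, the lymph node stroma mean of VEHT piglet G141 7.73, with the next at 5.64, and the smooth muscle and pericyte mean of VE piglet G179 8.33, with the next at 6.78. Below their group stood the smooth muscle and pericyte mean of C piglet G047 at 4.96, with the next at 6.38, and the erythroid mean of VEHT piglet G141 at -0.235, with the next at 1.80. This number is near what chance gives in 92 groups. The vitamin E effect differed between the levels of hydroxytyrosol in 696 genes, the interaction genes of edgeR.

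Immune genes read higher in C and VEHT than in VE and HT. RNA of immune cells in G041, G047 and G141 was set against this: without these 3 libraries edgeR called 0 genes with an interaction, and the median over the genes called with a positive interaction went from 5.12 to 0.848 log2 (median standard errors 1.37 and 0.791). The libraries were picked as the richest in immune transcripts once the values were known, so a smaller interaction without them was bound to follow and this test decides nothing. The 48 genes with a negative interaction lost their calls with a median of -1.98 before and -1.67 after (0.533 and 0.541), so there the lost call shows no lost fold, and 3 fewer libraries were tested. These genes were called on libraries that mostly remain in the refit, so their kept fold is no further test of them. RNA of immune cells in 3 animals and an effect of diet on most animals of each group cannot be told apart. These animals are part of the diets compared, and the others differ between the sides. Without G041 and G047 the macrophage mean of C differed by -0.173 from VE and by 0.08 from HT (exact permutation test, p = 0.786 and 0.871). Without G141 that of HT differed by -0.849 from VEHT (exact permutation test, p = 0.113). Over the other 21 libraries the interaction of the macrophage mean was 0.676 ± 0.748, and that of the dendritic cell mean 1.37 ± 0.566 and of the superoxide-generating NADPH oxidase list 1.05 ± 0.478, the latter 2 over 2 standard errors from 0 without adjustment for the number of lists. A lower share of adipocytes would raise the other cell types alike, yet the interaction of the mast cell mean lay -2.87 ± 0.972 from that of the macrophage mean and that of the fibroblast mean -2.22 ± 1.02, while endothelial cells at -3.08 ± 1.66 and Schwann cells at -3.47 ± 2.12 had wider errors and lay within 2 of them. Why these animals were rich in immune transcripts, whether by infection, an included lymph node or another cause, was not tested.

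SBK2 read higher in HT than in C. Whether this is RNA of skeletal muscle in the libraries or an effect of diet cannot be told apart, as the values point both ways. With the skeletal muscle marker mean as a covariate the size of the log2 fold change went from 6.02 ± 2.04 to 2.48 ± 1.37, under 0.5 of it. Without C piglets G041 and G047 the muscle mean of C went from 1.8 below that of HT to 0.182 above it, yet the log2 fold change of SBK2 stayed at -5.50. C piglets G025 and G117, with muscle means of 10.22 and 9.401 log2 CPM, had 2.645 and 0.1705 CPM of SBK2, against 97.75 in HT piglet G012 at a muscle mean of 10.16. The paper gives 1 site for all piglets, the level of the last rib, and the files hold no record of depth or of muscle in each sample.

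Fatty acid synthesis genes read higher in VE than in the other diets. A higher share of adipocytes in the VE libraries and a change within adipocytes cannot be told apart, as 2 kinds of values disagree. VE differed from HT by 0.172 log2 once the adipocyte marker mean was subtracted, against 0.738 before. Without G041, G047 and G141 the difference so corrected was 0.33 from C and 0.182 from VEHT, against 0.733 and 0.705 before the subtraction, and with them -0.307 and -0.104. A higher share would raise other adipocyte lists as well, yet without G041 and G047 VE exceeded C by 0.733 for fatty acid synthesis and by 0.0889 for lipolysis, 0.134 for fatty acid uptake, 0.274 for triacylglycerol genes and 0.403 for adipocyte markers. With the first 3 of these lists subtracted, and without G041 and G047, the fatty acid synthesis mean of VE exceeded that of C by 0.644, 0.599 and 0.459 (exact permutation test, p = 0.0333, 0.0476 and 0.0238). Over all libraries this difference was 0.252, 0.277 and 0.0608 (exact permutation test, p = 0.452, 0.366 and 0.885). From HT it was 0.536, 0.577 and 0.298 (exact permutation test, p = 0.115, 0.0433 and 0.145). From VEHT it was 0.385, 0.472 and 0.267 over all libraries (exact permutation test, p = 0.126, 0.126 and 0.288). Without G141 it was 0.498, 0.638 and 0.42 from VEHT (exact permutation test, p = 0.0325, 0.0238 and 0.0368). Adipocyte markers are themselves induced by lipogenic signals, so that the subtraction could also remove an effect within adipocytes. The immune-rich libraries do not account for it, as the difference of VE from C stayed at 0.733 without them.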

How the results depend on the processing

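The counts of genes called depended on the tool and on single animals. The log2 fold changes of edgeR and DESeq2 were close for SCD in C vs VE (-3.20 and -3.19), further apart for CCL1 in C vs HT (8.77 and 9.31) and far apart for the interaction of IL23R (17.41 and 30), a gene without counts in HT. With edgeR 0 genes passed in each pair of diets, and DESeq2, set as an alternative before the values were examined, called 878 in C vs VE, 740 in C vs HT, 1 in C vs VEHT, 104 in VE vs HT, 255 in VE vs VEHT and 119 in HT vs VEHT, 9 for vitamin E, 5 for hydroxytyrosol and 1255 for the interaction. DESeq2 shared 360 genes between C vs VE and C vs HT, 204 between C vs VE and VE vs VEHT, 105 between C vs HT and HT vs VEHT, 79 between C vs VE and HT vs VEHT and 89 between C vs HT and VE vs VEHT, each 0 with edgeR. Limma voom with sample quality weights called 2 genes for vitamin E and 0 for the interaction, where edgeR called 696. At q ≤ 0.05 the interaction kept 166 genes. With the correlation between genes estimated 0 gene list tests passed.

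When libraries were left out in turn, the edgeR counts ran from 0 to 1 in C vs VE (1 without C replicate G041 and 1 without VE replicate G077), from 0 to 1 for vitamin E (1 without VEHT replicate G141) and from 0 (without VEHT replicate G141) to 1095 (without C replicate G206) for the interaction. The other pairs and hydroxytyrosol stayed at 0.

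Alternatives added after seeing the data left out animals G041, G047 and G141 together or took the skeletal muscle marker mean as a covariate. Without the 3 animals 0 marker means passed after adjustment, as with all animals. With all animals the smallest exact p is 0.00216, and 1 list at it could not pass alone over 312 tests. Fewer libraries raise that smallest p, so these counts of 0 decide little. Without the 3 animals edgeR called 0 genes with an interaction, and DESeq2 called 153 in C vs VE, 63 in C vs HT, 36 in C vs VEHT, 85 in VE vs VEHT, 19 for vitamin E, 19 for hydroxytyrosol and 3 for the interaction. With the covariate 1 gene passed for hydroxytyrosol and 0 for the interaction. The cause was not tested. No paired analysis was possible because the columns of the count table carry no replicate numbers. In simulated counts without other structure 99 of 238 DESeq2 calls were false in C vs VE against 6 of 109 by edgeR, which recovered fewer of the changed genes. These numbers come from 1 set of counts drawn with dispersions estimated by edgeR, which may favour edgeR. The simulated genes vary independently of each other and lack the structure of the samples. The simulation therefore does not explain why edgeR called 0 genes in the pairs of diets.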

Differences from the paper's values

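The paper lists differentially expressed genes by DESeq2, and the edgeR test used here called 0 in each of its pairs of diets. The paper gives 664 genes for C vs VE (527 higher in C, 137 higher in VE), where edgeR gave 0 (0 and 0), 587 for C vs HT (531 higher in C, 56 higher in HT), where edgeR gave 0 (0 and 0), 2 for C vs VEHT against 0, 90 for VE vs HT (62 higher in VE, 28 higher in HT) against 0 (0 and 0), 192 for VE vs VEHT (52 higher in VE, 140 higher in VEHT) against 0 (0 and 0) and 70 for HT vs VEHT (68 higher in VEHT) against 0 (0). DESeq2 in place of edgeR, set before the values were examined, came within a factor of 1.5 of the paper for C vs VE (878, 713 and 165), C vs HT (740, 676 and 64), VE vs HT (104, 68 and 36) and VE vs VEHT (255, 51 and 204). It did not for C vs VEHT (1) and HT vs VEHT (119, 111 higher in VEHT). RLE size factors, no filter, filterByExpr, a fit of all 24 libraries, limma voom and q ≤ 0.05 gave 0 in every pair and did not reach the paper.

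For the factorial model the paper gives 4 genes for vitamin E and 1 for hydroxytyrosol, against 0 and 0 with edgeR. DESeq2 gave 9 and 5 and limma voom 2 and 0, and no alternative set before the values were examined reached the paper's numbers. The skeletal muscle marker mean as a covariate, chosen after seeing the values, gave 1 gene for hydroxytyrosol, with a positive effect, which is not the 1 gene the paper names, SERPINB11 (-1.77 here, q = 0.787 in edgeR), so the latter is called neither with nor without the covariate. The interaction, 932 genes in the paper, was 696 here, 1255 with DESeq2, 697 with RLE size factors and 703 without a filter, all within a factor of 1.5, and 551 with filterByExpr, 166 at q ≤ 0.05 and 0 with limma voom, which are not. Of the 932, edgeR called 466 and DESeq2 922.

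Shared genes were 254 in the paper for C vs VE and C vs HT, 244 of them higher in C, against 0 and 0 with edgeR. They were 151 for C vs VE and VE vs VEHT, 132 of them higher in C and VEHT, against 0 and 0, 66 for C vs HT and HT vs VEHT, 65 of them higher in C and VEHT, against 0 and 0, 48 for C vs VE and HT vs VEHT against 0, and 66 for C vs HT and VE vs VEHT against 0. DESeq2 came within a factor of 1.5 for C vs VE and C vs HT (360), for C vs VE and VE vs VEHT (204, 186 higher in C and VEHT) and for C vs HT and VE vs VEHT (89), and gave 105 (104) and 79 for the others, which differ. The other alternatives gave 0 throughout.

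Fold changes did not differ: 0 of 32 values printed by the paper were more than 1.5 times away. All genes in the paper's lists for pairs of diets had the same sign here. In the supplementary table of interaction genes the interaction values are out of register with the gene names: 203 of 932 lie within 0.001 of the DESeq2 estimate of their own gene, 170 of that of the gene 1 row further on, 92 of that 4 rows on and 113 of that 5 rows on, against at most 2 for each distance of 3 to 30 rows before. At a tolerance of 0.01 the first mismatch is at line 191, and 761 have the sign found here for the named gene. The paper classes 83 interactions as reversals and 590 as changes of magnitude or significance, where a reversal is an effect of 1 antioxidant that turns when the other is added, without a stated threshold. Most of the 590 it describes as significant only for 1 antioxidant given alone. Both effects of vitamin E were under an unadjusted p of 0.05 with opposite signs in 480 of the 696 genes here. These p values come from a fit of all 24 libraries and are not adjusted, so the 480 cannot be set against the paper's classes.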

Other observations

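Genes that mark body position and connective tissue read higher in VE than in VEHT. Posterior HOX genes were higher in VE in 5 of 8 adjusted over the list alone (0 over all genes; DESeq2, 3) and genes of tendon, fascia and cartilage in 12 of 14, with an adjusted p of 0.633 and 0.633 with an estimated correlation. The tendon, fascia and cartilage mean of VE lay above that of VEHT by 1.48, and by 1.09 without G141 (exact permutation test, p = 0.104 and 0.206). Among the VE piglets it was highest in G220 at 4.72 and G127 at 4.445 log2 CPM, with G179 next at 2.94. HT piglets G066 and G012 stood above G179, at 4.215 and 3.215. The HOX mean was -1.62 in VE, -2.34 in C, -2.256 in HT and -2.335 in VEHT. Of all libraries it was highest in HT piglet G066, at -0.804. VE stood above C by 0.72 and above VEHT by 0.715, and by 0.376 and 0.574 without G041, G047 and G141 (exact permutation test, p = 0.205 and 0.0173). HOXC10, which marks the hind part of the trunk, had no count in any VEHT piglet and in 4 of 6 C, 2 of 6 VE and 4 of 6 HT piglets. The interaction of HOXA10 ran from -9.40 to -1.25 when single libraries were left out. Immediate early genes, which respond within minutes to handling, were higher in C than in VE in 4 of 19 adjusted over the list alone (median log2 fold change 0.42; DESeq2, 4) and lower in VE than in HT and VEHT in 3 each. Oxidative phosphorylation genes read lower in HT than in VEHT in 20 of 20 (median -0.46), none passing, where camera gave 0.00593 with a preset correlation and an adjusted p of 0.757 with an estimated correlation. The difference of that list mean was -0.344 (exact permutation test, p = 0.435), and the 2 highest VEHT libraries, G164 at 8.192 and G208 at 8.171, also had the highest skeletal muscle means of their diet, 11.02 and 10.61, so muscle in the sample may account for it.

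Genes of vitamin E handling had 0 members that passed in any pair, with a median of 0.27 in C vs VE (8 measured). Zinc transporters and metallothioneins had 1 of 16 higher in VE than in C adjusted over the list alone, and hypoxia genes 2 of 11 higher in C and 1 higher in VE. Mast cell (4 measured, median 0.08), endothelial (6, 0.08), lymphatic endothelial (5, 0.03), fibroblast and progenitor (7, -0.50), smooth muscle and pericyte (7, -0.42), Schwann cell (7, 0.40) and thermogenic adipocyte markers (5, 0.88) had 0 members that passed in C vs VE, epidermis markers had 1 of 8 and lymph node stroma 1 of 2 higher in C.

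Real groups were set beside other splits of the same libraries. DESeq2 called as many genes as with the real groups in 13 of 100 splits of C vs VE (real 878, highest other 1906), 20 of C vs HT (740, 2817), 78 of C vs VEHT (1, 3498), 17 of VE vs HT (104, 1283), 13 of VE vs VEHT (255, 625) and 23 of HT vs VEHT (119, 1500), each number with the real split counted, and in 33 of 100 assignments for vitamin E (9, 2624), 53 for hydroxytyrosol (5, 1980) and 17 for the interaction (1255, 2768). With edgeR the interaction had as many in 11 of 100 (696, highest other 1820). Real edgeR counts of 0, in each pair and both main effects, are met by all 100 splits whatever the data, so these comparisons are void, and the highest others were 259 in C vs VE, 1896 in C vs HT, 2068 in C vs VEHT, 327 in VE vs HT, 0 in VE vs VEHT, 706 in HT vs VEHT, 2215 for vitamin E and 1187 for hydroxytyrosol. Chance cannot be excluded for the DESeq2 counts or for the edgeR count of the interaction. Splits that call several times the real number point to a structure of the samples other than diet.

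The immune-rich state of G041, G047 and G141 could be an event of single animals, such as a lymph node in the sample or an infection around weaning, or an effect of diet, and no value here decides. Without them 0 interaction genes were called and the median of the positive ones went from 5.12 to 0.848, which was bound to shrink as these libraries were picked for their immune transcripts, while that of the 48 negative ones went from -1.98 to -1.67. The latter had been called on mostly the same libraries, so their kept fold is no further test. Histology of the same blocks and counts of immune cells in sections of all 12 piglets per diet would tell these apart from a diet effect. The HOX and tendon pattern could reflect small shifts around the level of the last rib, the site that the paper gives for all piglets. A record of the exact position in each piglet, or HOX transcripts measured at several sites of the same animal, would test this, and it may also bear on SBK2, whose size went to 2.48 with the skeletal muscle marker mean as a covariate but was 5.50 without G041 and G047.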
